# 4EHP and NELF-E regulate physiological ATF4 induction and proteostasis in disease models of *Drosophila*

**DOI:** 10.1038/s41467-025-67357-5

**Published:** 2025-12-23

**Authors:** Kristoffer Walsh, Hidetaka Katow, Hannah Junn, Deepika Vasudevan, Christoph Dieterich, Hyung Don Ryoo

**Keywords:** Stress signalling, Gene regulation, Translation

## Abstract

Cells adapt to proteostatic and metabolic stresses, in part, through stress activated eIF2α kinases that stimulate the translation of ATF4. Stress-induced ATF4 translation is regulated through elements at ATF4 mRNA’s 5’ leader. In addition to eIF2α kinases, ATF4 induction requires other regulators that remain poorly understood. Here, we report an ATF4 regulatory network consisting of eIF4E-Homologous Protein (*4EHP*), NELF-E, the 40S ribosome, and eIF3 subunits. Specifically, we found that the mRNA cap-binding protein, *4EHP*, was required for ATF4 signaling in the *Drosophila* larval fat body and in disease models associated with abnormal ATF4 signaling. *NELF-E* mRNA, encoding a regulator of pol II-mediated transcription, was identified as a top interactor of 4EHP in a TRIBE (Targets of RNA Binding through Editing) screen. Quantitative proteomics analysis revealed that the knockdown of *NELF-E* or *4EHP* commonly reduced several subunits of the 40S ribosome (RpS) and the eIF3 translation initiation factor. Moreover, reduction of *NELF-E*, *4EHP, RpS12, eIF3l*, or *eIF3h* suppressed the expression of ATF4 and its target genes. These results uncover a previously unrecognized ATF4 regulatory network consisting of 4EHP and NELF-E that impacts proteostasis during normal development and in disease models.

## Abstract (web summary)

The Integrated Stress Response (ISR) coordinates cellular stress adaptation by inducing ATF4 mRNA translation. This study reports an ATF4 regulatory axis involving 4EHP and NELF-4, which regulate 40S ribosome subunits, eIF3, and ATF4 induction.

## Introduction

Cells adapt to external or physiological stress in part by inducing the expression of stress-responsive genes. Among known adaptive mechanisms is the Integrated Stress Response (ISR), a signaling pathway initiated by stress-activated eIF2α kinases^1,2^. ATF4 (Activating Transcription Factor 4) is a major transcription factor that mediates ISR, inducing the transcription of various genes involved in proteostasis and amino acid biosynthesis^3–8^. Reflecting the broad role of ISR in responding to diverse cellular stress, there is an increasing list of metabolic and degenerative diseases associated with abnormal ISR signaling.

Multiple eIF2α kinases responding to diverse conditions of stress can initiate ISR signaling. For example, GCN2 gains activity in response to amino acid deprivation, and PERK is best characterized for its activation by endoplasmic reticulum (ER) stress. In mammals, the eIF2α kinase HRI is activated in response to mitochondrial stress^9–11^. In *Drosophila*, certain types of mitochondrial stress also activate PERK, as in the case of *parkin* mutants that impair mitophagy^12–14^. Notably, loss of *parkin* underlies rare forms of familial Parkinson’s Disease in humans^15^, suggestive of a possible role of ISR in this disease.

The immediate consequence of eIF2α phosphorylation is to transform it into an inhibitor of the guanine exchange factor eIF2B, thereby suppressing the delivery of the ternary complex (TC, consisting of eIF2-GTP-Met-tRNA_i_^Met^) to the 40S ribosome^16^. The net effect is a general attenuation of mRNA translation initiation. The mRNAs of metazoan *ATF4* and yeast *GCN4* evade such suppression, and in fact, undergo preferential translational induction to further mediate ISR’s gene expression program. Such induction of ATF4 and GCN4 relies on the properties of their unique 5’ leaders that contain regulatory upstream Open Reading Frames (uORFs)^17–20^. uORFs are present in numerous transcripts, and they often reduce the translation of downstream ORFs because of translation termination after uORF translation. However, the 40S ribosomes on the mRNAs of *ATF4* and *GCN4* can continue to scan and reinitiate translation downstream of uORFs^20–22^. Re-initiation after termination is possible if the 40S can retain essential translation initiation factors such as eIF3^23–25^. During the translation of standard ORFs, re-initiation doesn’t occur in part because the 40S-eIF3 interaction becomes unstable and eIF3 is eventually lost^24^. But on short uORFs, such as those found in *ATF4* or *GCN4*, some eIF3 are still retained by the 40S after uORF translation, allowing the 40S-eIF3 complex to recruit a fresh TC and other initiation factors for re-initiation at the downstream main ORF^26–29^. Supporting this notion, studies have found that the reduction of certain eIF3 subunits can impair uORF-mediated translational regulation of yeast *GCN4*, plant *AtbZip11*, and *ATF4* in human cell lines^23–25,30,31^.

Here, we report a previously unrecognized pathway that regulates 40S ribosome subunits, eIF3, and ATF4 expression. In the *Drosophila* larval fat body with physiological stress and ATF4 signaling, we found that the depletion of *4EHP* or *NELF-E* reduced ATF4 and its target gene expression. *Drosophila parkin* (*park*) mutants dramatically stimulated ATF4 signaling, which was also suppressed by *4EHP* loss. Consistently, *4EHP* affected ATF4-associated pathological phenotypes, including *parkin* mutants’ lethality and light-dependent retinal degeneration. We profiled mRNAs that bind to 4EHP’s cap-binding domain using TRIBE (Targets of RNA Binding through Editing)^32^, and among the top interactors was *NELF-E* mRNA. 4EHP was necessary for *NELF-E* expression, and *NELF-E* knockdown reduced ATF4 levels. Among the genes commonly reduced after the depletion of *NELF-E* or *4EHP* were components of the 40S ribosome (*RpS* genes) and a subunit of the eIF3 translation initiation factor complex. Reduction of *RpS12, eIF3l,* or *eIF3h* suppressed physiological ATF4 signaling in the *Drosophila* fat body without affecting the expression of control transgenes. Together, these findings uncover an ATF4 regulatory network consisting of *4EHP*, *NELF-E*, 40S ribosome, and eIF3 subunits, impacting proteostasis during normal development and in disease models.

## Results

### A screen identifies *4EHP* as a gene required for physiological ATF4 expression in the fat body

The *Drosophila* genome encodes a single *ATF4* ortholog annotated as *cryptocephal* (*crc*)^33^. A well-established transcriptional target of *Drosophila* crc is *Thor*, an ortholog of *4E-BP1*^34–36^. The single intron of *Thor* contains crc/ATF4-binding sites, and this regulatory sequence was previously fused to the coding sequence of *DsRed* fluorescent protein to generate an ATF4 reporter known as *Thor*^*intron*^*-DsRed* (also referred to as *4E-BP* ^*intron*^*-DsRed*)^34^ (Fig. 1a). During the late third instar larval stage, *Thor*^*intron*^*-DsRed* expression is induced in the larval fat body (Fig. 1b, c), a metabolic tissue analogous to the mammalian liver and the adipose tissue. We had previously shown that the *Thor*^*intron*^*-DsRed* signal in the fat body is dependent on GCN2 and ATF4, suggestive of physiological amino acid deprivation stress during normal development^34^.

**Fig. 1:**
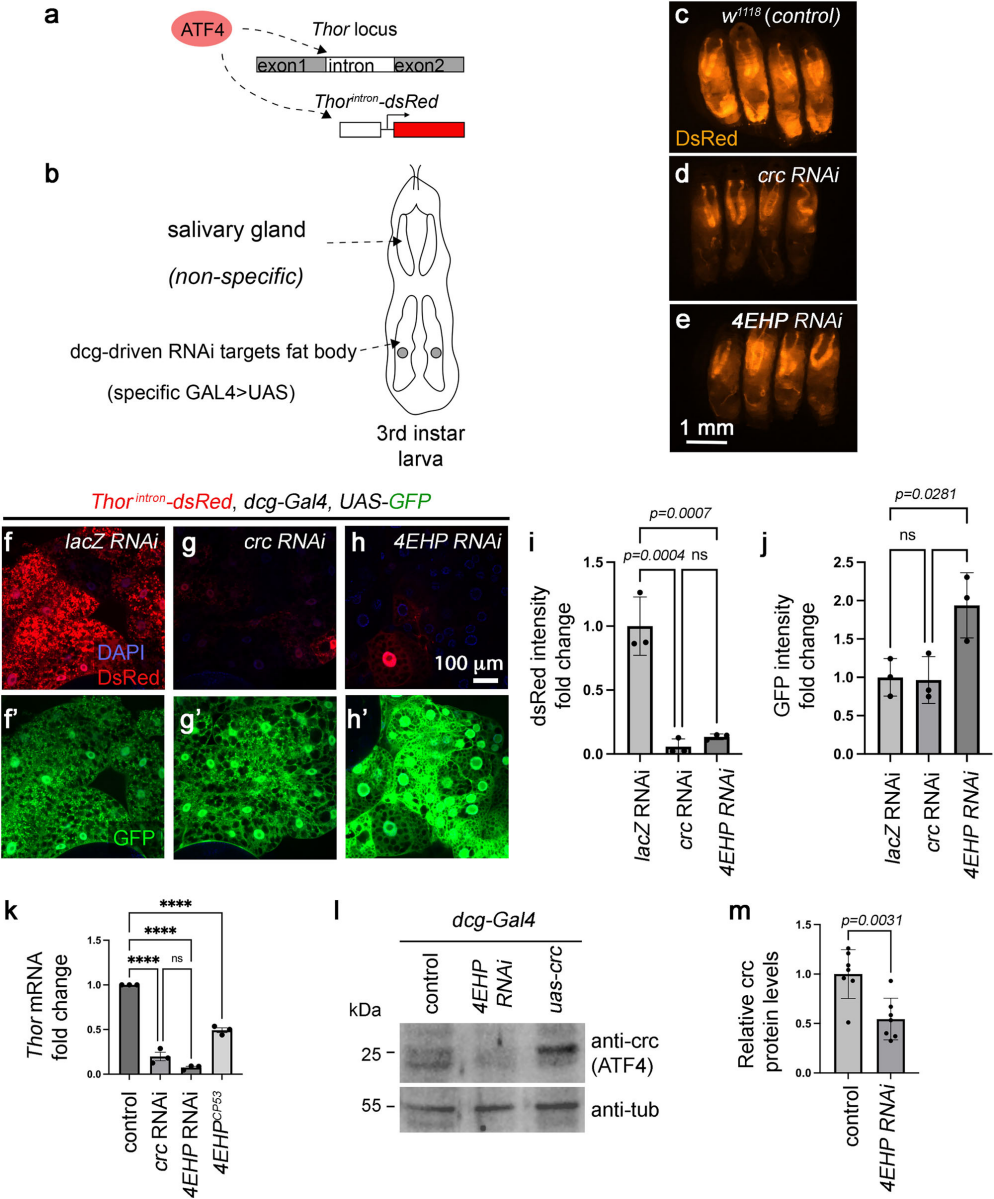
*4EHP* is required for the expression of the crc (ATF4) and its target, *Thor*^*intron*^*-DsRed.* **a** A schematic diagram of the *Thor* ^*intron*^*-DsRed* reporter. The *Thor* intron, containing ATF4 binding sites, drives DsRed expression. **b** A diagram of the RNAi screen. The fat body-specific *dcg-Gal4* was used to drive double-stranded *RNA* expression in the larval fat body for RNAi knockdown of targets. The *Thor* ^*intron*^*-DsRed* reporter is expressed both in the salivary gland and the fat body, but only the fat body signal is affected by the knockdown of crc/ATF4 signaling mediators. **c**–**e** Representative whole larvae images expressing the *Thor* ^*intron*^*-DsRed* reporter. Similar fluorescence patterns were consistently observed across multiple independent larvae (here shown as* n* = 4 per genotype). **c** Negative control larvae crossed to *w*^*1118*^ instead of an RNAi transgene. **d**, **e** RNAi against *crc* (*ATF4*) (**d**), or *4EHP* (VDRC #38399) (**e**) suppressed DsRed fluorescence in the region with fat body tissues, but not the non-specific signal from the anterior salivary glands. (**f**–**h**) *Thor* ^*intron*^*-DsRed* signals (red) from the dissected third instar larval fat body. A negative control with *lacZ* RNAi (**f**), and the equivalent flies crossed to *crc* RNAi (**g**) or *4EHP* RNAi (VDRC #38399) (**h**). **f** ’–**h**’ Control *dcg-Gal4* > *UAS-GFP* expression (green) assessed in the indicated genotypes. Quantification of the DsRed intensities (**i**) and GFP intensities (**j**) indicates that the effect of *4EHP* RNAi is specific for the *Thor* ^*intron*^*-DsRed* and not for the control *dcg-Gal4* > *UAS-GFP* expression. Data in (**i**) and (**j**) represent results from three biological replicates (*n* = 3). Statistical significance was assessed through ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. ns indicates not significant. **k** *Thor mRNA* fold change, as assessed through RT-qPCR from the indicated genotypes. Data represent results from three biological replicates (each averaged from technical triplicate, *n* = 3). Statistical significance was assessed through ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. **** indicates *p* < 0.0001. **l** Anti-crc (top gel) and anti-tubulin western blots (bottom gel) from third instar larval fat body extracts. The control sample (lane 1) shows a moderate-intensity anti-crc band that disappears in *4EHP* RNAi (lane 2) or becomes more intense after *crc* overexpression (lane 3). (m) Quantification of the normalized crc band intensity. Data represent results from seven biological replicates (*n* = 7) per genotype. Two-tailed Welch’s *t* test was used for statistical analysis. All bar graphs (**i**, **j**, **k**, **m**) show mean values +/− SD (Standard Deviation).

We performed a small-scale RNAi screen for their capacity to regulate crc/ATF4 signaling, utilizing the Gal4/UAS method^37^ to express RNAi transgenes with the fat body specific *dcg-Gal4* (Fig. 1b). The 184 RNAi lines targeted either known translation regulators or the *Drosophila* homologs of ribosome-associated proteins^38^. The RNAi lines that reduced the *Thor*^*intron*^*-DsRed* signal comparable to that caused by *crc/ATF4* RNAi were marked as hits. Our screen identified 19 hits, and the RNAi line targeting *4EHP* (*eIF4E-Homologous Protein*, also known as *eIF4E2*) was among those to cause the starkest decreases in DsRed fluorescence (Fig. 1c–j and Supplementary Data 1). The knockdown of *4EHP* in the fat body caused a slight delay in development (Supplementary Fig. S1), and to assess any general effect on protein synthesis, we also examined a control transgene with a single ORF, *UAS-GFP* expression driven by the *dcg-Gal4* driver. Neither *crc* nor *4EHP* RNAi reduced this control GFP expression in the fat body, supporting their specific effects on crc/ATF4 signaling (Fig. 1f’–h’, j). To validate the role of *4EHP*, we employed a hypomorphic loss-of-function *4EHP* mutant allele, *4EHP*^*CP53*^, with significantly reduced *4EHP* expression^39^. The *Thor*^*intron*^*-DsRed* signal was also reduced in this *4EHP*^*CP53*^ background (Supplementary Fig. S2). Going beyond the analysis of the *Thor* reporter, we validated that *Thor* transcripts were significantly reduced in *4EHP* RNAi and *4EHP*^*CP53*^ larvae, as measured through RT-qPCR (Fig. 1k).

4EHP is homologous to eIF4E, with a conserved domain that binds the 7-methylguanosine cap (m7GpppN, where N is a nucleotide) of mRNAs. Although eIF4E is required for a bulk of cap-dependent mRNA translation, 4EHP has a weaker cap-binding affinity and associates with other proteins, such as 4E-T, to bind to a more specific set of target mRNAs^40–43^. Perhaps because 4EHP works with other such factors, overexpression of *4EHP* alone was insufficient to induce *Thor*^*intron*^*-DsRed*, and RNAi lines that target *4E-T* reduced this reporter in the larval fat body (Supplementary Fig. S3). We decided to further characterize 4EHP due to its possible specificity in gene expression control.

We assessed *Drosophila* crc protein levels in the larval fat body through western blots. Overexpression of *crc* (specifically the *RB* transcript) in this tissue using the *dcg-Gal4* driver generates a clear anti-crc band near the 25 kDa marker (Fig. 1l, lane 3). Control larval fat bodies also show a crc protein band, albeit weaker than that caused by the transgene overexpression (Fig. 1l, lane 1). Knockdown of *4EHP* significantly reduced the crc band intensity (Fig. 1l, m), indicating that *4EHP* is required for physiological crc/ATF4 expression in the larval fat body.

### Loss of *4EHP* impacts gene expression related to metabolism and translation

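Fat body RNA, from the larval organ that stores fat and carries out much of the metabolism, was sequenced from 3 control libraries (*dcg-Gal4/+*) and from 3 libraries labelled *4EHP* RNAi (*dcg-Gal4/UAS-4EHP* RNAi). dcg-Gal4 drives UAS transgenes in the fat body. The authors deposited CPM values for 17575 genes, which are the reads counted on each gene scaled to a common total per library. Within a library, 99.89% to 99.99% of the values are whole multiples of what 1 read is worth, so the depth can be recovered. The control libraries held between 71705185 and 85334423 reads on genes, with a median of 80887211. The libraries labelled *4EHP* RNAi held between 59919651 and 92604208, with a median of 63137795.
The targeted transcript, which the files list as *eIF4EHP*, was at 26.6, 21.3 and 5.55 CPM in control replicates 1, 2 and 3. It was at 21.4, 14.8 and 18.1 CPM in *4EHP* RNAi replicates 1, 2 and 3. Its log2 fold change was −0.28 (standard error 0.36, adjusted p = 0.725 from limma with Benjamini-Hochberg adjustment) after scaling and 0.25 with CPM as deposited. Its adjusted p ranged from 0.0353 with limma's array weights, where the log2 fold change was −0.58, to 0.975. Exons of *eIF4EHP* overlap those of *Syx1A* on the same strand, and the paper's text does not name how such reads were counted. In CPM as deposited, the *4EHP* RNAi libraries lay within the range of the controls. After scaling they were at 17.0, 10.6 and 13.4 CPM, against 19.9, 19.8 and 11.3 in the controls. Without control replicate 3 the log2 fold change was −0.50 (adjusted p = 0.267 from limma). Since the groups overlapped over all 6 libraries, the libraries are named here by their labels. Each direction of change rests on those labels.
For each test, CPM was divided by a median-of-ratios factor per library, 1 was added, and log2 values were fitted with limma for the 8584 transcripts with a mean of at least 5 CPM. Fold changes are therefore on the log2(CPM + 1) scale, which understates the change of low transcripts. The factor was 0.49 in control replicate 3 and between 1.07 and 1.4 in the other 5 libraries. Control replicate 3 also had 7853 transcripts above 1 CPM, against 10370 to 10719 in the others, and its correlation with them across transcripts was between 0.524 and 0.606. The median log2 fold change of all tested transcripts was 0.15 after scaling and 0.68 with CPM as deposited.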

To better understand 4EHP’s role in gene expression, we performed RNA-seq analysis of the larval fat body transcripts with or without *4EHP* RNAi. 

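Over all 6 libraries, limma gave 0 induced and 0 reduced transcripts with an adjusted p under 0.05, and 850 of the 8584 transcripts had an unadjusted p under 0.05. All 3 libraries labelled *4EHP* RNAi lay below all 3 controls for 947 transcripts and above them for 668. Together these were 18.8% of the transcripts tested, where chance gives 10%. The alternative that moved the counts most was limma with array weights, which gave 1121 induced and 1062 reduced transcripts. The DESeq2 Wald test on the recovered reads, for transcripts with a baseMean above 350, gave 205 induced and 182 reduced of 8480. With CPM as deposited, limma gave 71 and 22. Leaving out control replicate 3, it gave 458 induced and 119 reduced transcripts, of which DESeq2 on all 6 libraries also called 184 and 111.
*Thor*, which encodes the translation inhibitor 4E-BP, was at 1990 ± 1732 scaled CPM (SD, n = 3) in controls and 108 ± 28.4 (SD, n = 3) in the libraries labelled *4EHP* RNAi. The log2 fold change was −3.89 (standard error 0.66, adjusted p = 0.126 from limma). Without control replicate 3 this was −3.17 (adjusted p = 0.00438), and over all alternatives the adjusted p of *Thor* ranged from 1.43e-06 to 0.566. The transporter *path* had a log2 fold change of −1.85 (standard error 0.49, adjusted p = 0.264, with a range of 0.00159 to 0.868). All 7 ATF4 targets and serine-one-carbon enzymes named in the RNA-seq results (*Thor*, *aay*, *CG6287*, *CG11899*, *Nmdmc*, *Gnmt* and *path*) were lower. Of these, 5 passed the threshold adjusted over the list alone and 0 over all transcripts. The study chose some of them on these libraries, so neither the first count nor a test of the set is independent evidence. Adjusted over the list alone, 2 passed without *4EHP* RNAi replicate 2 or 3, and 3 without control replicate 2. Adjusted over all transcripts, 2 passed without control replicate 3. As a set, the 7 transcripts had an adjusted p of 4.56e-07 with limma's camera and 0.164 with fry. The adjustment ran over all lists tested in both contrasts, and the unadjusted fry p was 0.0164. Over the alternatives for lists, the unadjusted fry p ranged from 0.00071 with CPM as deposited to 0.0518 without *4EHP* RNAi replicate 2.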

With the criterion of *p*-adjusted <0.05, 183 transcripts were significantly downregulated and 218 upregulated after *4EHP* RNAi (genotype: *dcg-Gal4/UAS-4EHP* RNAi) as compared to controls (genotype: *dcg-Gal4/+*) (Fig. 2a and Supplementary Data 2). 

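In a principal component analysis of the 500 transcripts with the highest variance, PC1 held 71.6% of the variance and PC2 16.2%. Control replicate 3 lay at 78.6 on PC1 and the other 5 libraries between −20.9 and −10.6. On PC2, the controls lay between −22.8 and 1.5 and the libraries labelled *4EHP* RNAi between 7.3 and 21.4. With 1 library left out in turn, PC1 held between 65.6% and 83.3% of the variance.

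**Figure D1:**
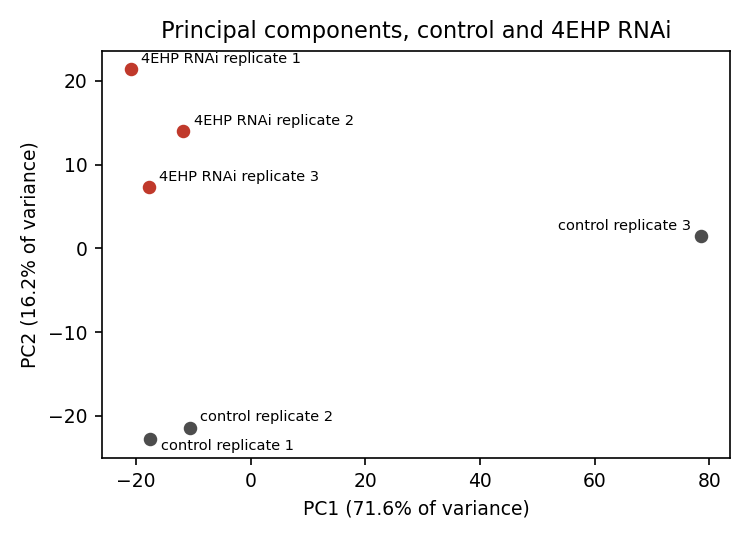
Scores of the 3 control libraries (grey) and the 3 libraries labelled *4EHP* RNAi (red) on the first and second principal components. Control replicate 3 stands at 78.6 on PC1, and the genotypes part on PC2.

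The *crc* transcript, which encodes the *Drosophila* ATF4 and whose exons overlap those of *CG46314*, was at 125 ± 53.6 scaled CPM (SD, n = 3) in controls and 121.0 ± 64.2 (SD, n = 3) in the libraries labelled *4EHP* RNAi. The log2 fold change of *crc* was −0.09 (standard error 0.51, adjusted p = 0.937 from limma), a difference smaller than the spread between replicates. It was 0.27 without control replicate 3 and 0.49 with CPM as deposited, with an adjusted p between 0.528 and 0.998 over the alternatives. On western blots, the paper found crc protein reduced with *4EHP* RNAi. From this and the *crc* transcript level, it reasons on whether 4EHP acts on crc/ATF4 before or after transcription.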

The Principal Component Analysis (PCA) plot showed a clear separation of the two genotypes (Fig. 2b). *crc* transcript levels did not change significantly by *4EHP* RNAi (Fig. 2a), supporting the idea that crc/ATF4 signaling is impacted through a post-transcriptional mechanism.

**Fig. 2:**
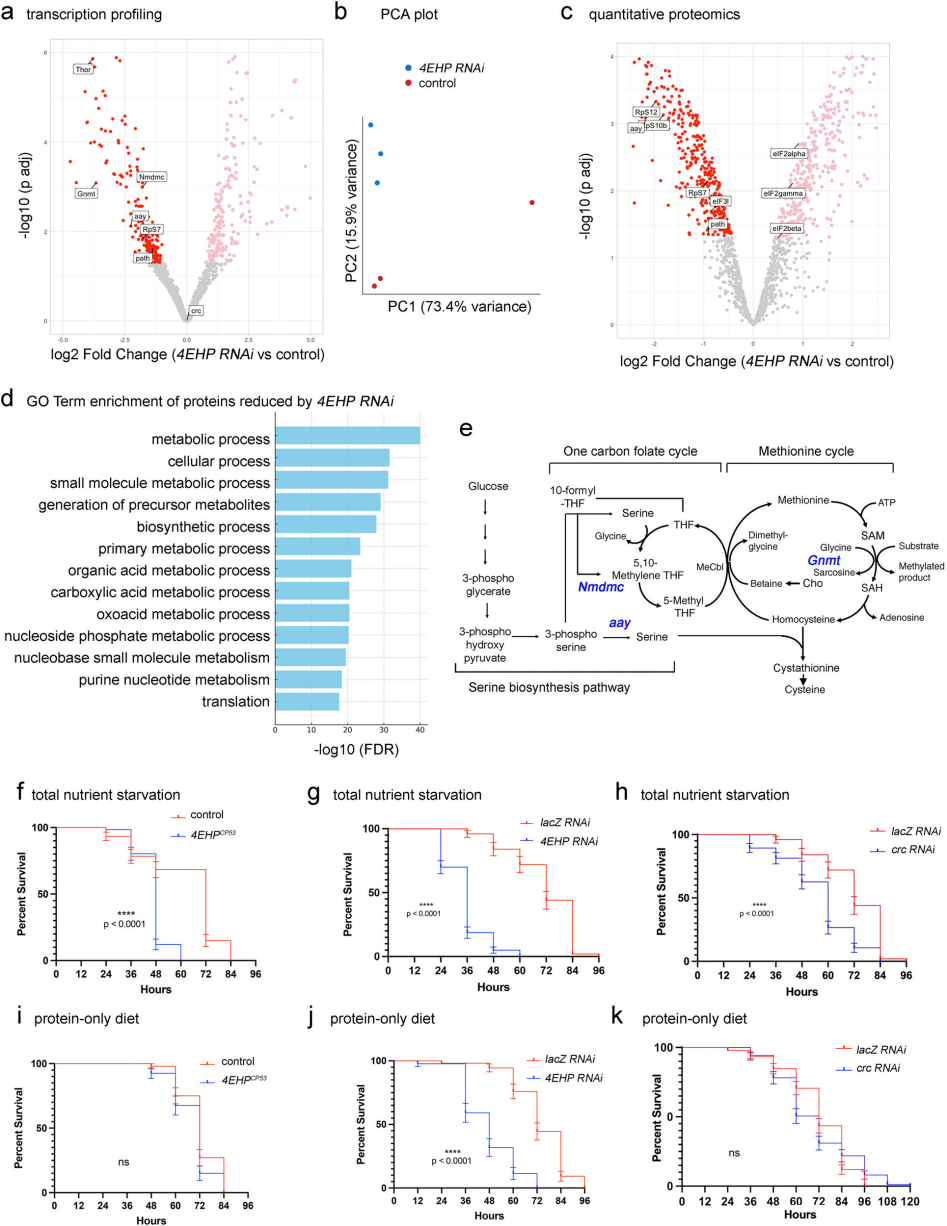
Loss of *4EHP* reduces gene expression related to metabolism and translation. **a** A volcano plot of gene expression changes caused by *4EHP* RNAi (VDRC #38399) in larval fat body tissue samples across three biological replicates per genotype (*n* = 3). Labeled are those genes involved in serine-one-carbon pathway (*Nmdmc, Gnmt, aay*), mRNA translation (*Thor, RpS7*), and amino acid transport (*path*). Differential gene expression was computed using DESeq2 with its default two-sided Wald test on a negative-binomial generalized linear model; *p*-values were adjusted with the Benjamini–Hochberg method. **b** A PCA plot of three samples for each genotype. Those flies crossed to *w*^*1118*^ instead of *4EHP* RNAi were used as controls. **c** A volcano plot of the proteome changes caused by *4EHP* RNAi in the larval fat body. Labeled are those involved in amino acid metabolism or transport (*aay, path*) and mRNA translation (RpS12, RpS10b, RpS7, eIF3l, eIF2alpha, eIF2beta, eIF2gamma). Statistical significance was determined using a two-sided moderated *t* test (limma) with FDR correction (fdrtool) as implemented in the DEP2 R package. **d** Enriched GO Terms of the proteins reduced by *4EHP* RNAi. **e** A schematic diagram of the serine-one-carbon pathway with the transcripts reduced by *4EHP* RNAi in blue. **f**–**k** Kaplan–Meier survival curves showing estimated survival probability ± standard error (SE) of flies subjected to starvation. One-day-old adults were subjected to the following conditions of nutrient restrictions. **f** Control (*w*^*1118*^, *n* = 82) and *4EHP*^*CP53*^ homozygotes (*n* = 76) reared with no nutrients. **g** Flies with either *lacZ* (control,* n* = 50) or *4EHP* knocked down (*n* = 80) with the fat body driver (*dcg-Gal4*) reared without any nutrients. **h** Those with either *lacZ* or *crc* RNAi (*n* = 75) reared with no nutrients. **i** Comparison of control (*w*^*1118*^, *n* = 69) and *4EHP*^*CP53*^ homozygotes (*n* = 55) reared with only 1.6% BSA. Note these two strains showed a difference in survival under total nutrient starvation (**f**), which disappears with the addition of 1.6% BSA in the diet. **j** Comparison of control (*lacZ* RNAi, *n* = 92) and *4EHP* RNAi (VDRC #38399) flies (*n* = 44) when reared with only 1.6% BSA in food. The difference in survival is less than that observed with total nutrient starvation (compare with **e**). **k** The equivalent experiment comparing *lacZ* and *crc* RNAi (*n* = 87). Data are presented for (**f**–**k**) with error bars reflecting SE (Standard Error). Log-rank analysis (two-sided) was used to assess statistical significance. *p-*values are indicated. ns = not significant.

As transcriptional changes in stressed cells do not necessarily lead to similar changes in protein levels, we also performed a quantitative proteomics analysis in control and *4EHP* RNAi larval fat body (Fig. 2c and Supplementary Data 3). With the criterion of *p*-adjusted < 0.05, 364 proteins were detected at significantly reduced levels and 333 at higher levels in *4EHP* RNAi fat body samples.

Interestingly, 12 of the top 13 enriched GO Terms for those proteins significantly reduced by *4EHP* RNAi were related to various metabolic processes (Fig. 2d). To assess changes in metabolism, we compared the steady-state metabolic profiles of homozygous *4EHP*^*CP53*^ larvae with those from control *w*^*1118*^ samples (3 independent samples for each genotype). Among 147 common cellular metabolites assessed, 107 of them were detected from at least three samples, and 89 were detected from all six samples (Supplementary Data 4). Nine metabolites were significantly lower in the *4EHP*^*CP53*^ larvae (Supplementary Fig. S4a and Supplementary Data 4). We note that seven of these nine downregulated metabolites are either amino acids or their metabolic products. Six of these seven (excluding L-alanine) were metabolites in either the serine-one-carbon pathway or the urea cycle (Supplementary Fig. S4b, c). 

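Among the serine-one-carbon enzymes, the transcript of the phosphoserine phosphatase *aay* was at 319 ± 309 scaled CPM (SD, n = 3) in controls and 35.7 ± 16.7 (SD, n = 3) in the libraries labelled *4EHP* RNAi. The log2 fold change of *aay* was −2.73 (standard error 0.82, adjusted p = 0.322 from limma), and −1.91 without control replicate 3. *Nmdmc* had a log2 fold change of −2.10 (standard error 0.43, adjusted p = 0.174). *Gnmt* had one of −3.40 (standard error 1.2, adjusted p = 0.415), which was −2.13 without control replicate 3, the library with 413 CPM of *Gnmt* against 33.4 and 167 in control replicates 1 and 2. For each of these 3 transcripts, every library labelled *4EHP* RNAi lay below every control, and the exact two-sided p of 3 libraries against 3 cannot go below 0.1. DESeq2's Wald test on the recovered reads gave adjusted p values of 0.00784 for *aay*, 0.00104 for *Nmdmc* and 0.00084 for *Gnmt*. Over all alternatives, the adjusted p ranged from 0.00241 to 0.892 for *aay*, from 0.00104 to 0.661 for *Nmdmc* and from 0.00084 to 0.892 for *Gnmt*. Leaving out control replicate 3, limma called *Nmdmc* (adjusted p = 0.0338). Exons of *Nmdmc* overlap *Mst85C* and those of *Gnmt* overlap *CG43630*, each on the opposite strand.

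**Figure D2:**
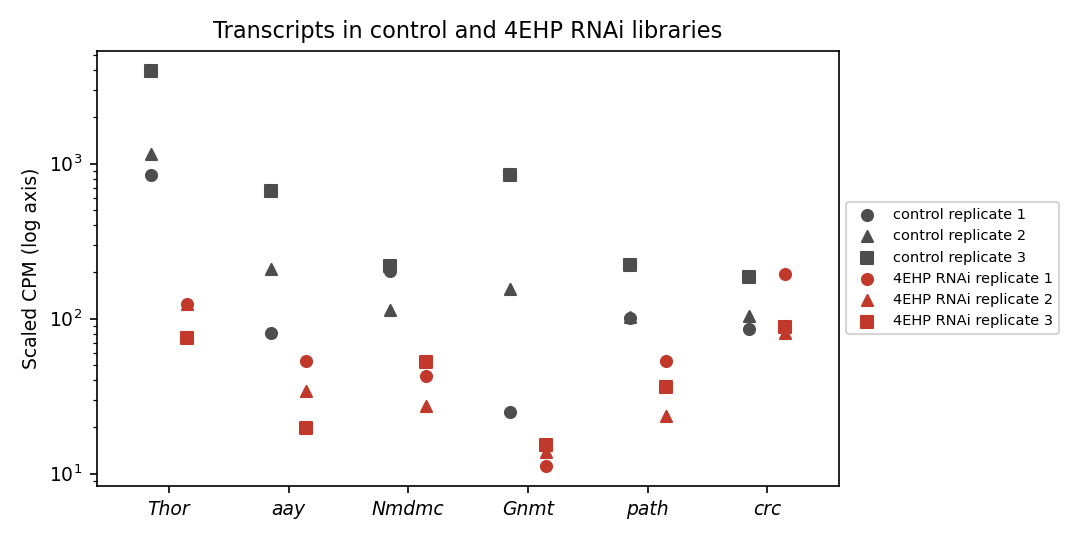
Scaled CPM (log axis) of 6 transcripts in each control library (grey) and each library labelled *4EHP* RNAi (red), with a symbol per replicate. *Thor*, *aay*, *Nmdmc*, *Gnmt* and *path* are lower in all 3 RNAi libraries, and *crc* overlaps between the genotypes.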

Changes in these metabolites correlate with the reduction of serine-one-carbon pathway enzyme transcripts, including *aay*, *Nmdmc*, *Gnmt* (Fig. 2a, e) in the *4EHP* RNAi dataset. *aay*, which encodes an L-phosphoserine phosphatase that mediates serine biosynthesis, was also found significantly reduced in our quantitative proteomics data (Fig. 2c, e).

*4EHP*^*CP53*^ homozygous females had a slightly shorter lifespan compared to control females, but the mutant male flies had lifespans similar to controls when reared under standard conditions of nutrients (Supplementary Fig. S5). We suspected that the amino acids available in standard food were sufficient to sustain the viability of *4EHP*^*CP53*^ flies beyond 80 days despite indications of decreased crc/ATF4 signaling. To assess the effect of nutritional deprivation, we isolated day-1 adult flies and subjected them to total nutrient starvation. Under these conditions, wild-type control adults retained over 50% of their population for 60 h, followed by a drop in population by 72 h, and a total population loss occurred by 96 h. Under equivalent conditions, *4EHP*^*CP53*^ homozygotes and *4EHP* RNAi adults died at a significantly faster rate (Fig. 2f, g). To test if protein deficiency contributes to a shorter lifespan in these flies, we assessed survival after reintroducing protein (1.6% BSA) into their diet. This protein-only diet made *4EHP*^*CP53*^ and *4EHP* RNAi flies less vulnerable to starvation (Fig. 2i, j). In particular, *4EHP*^*CP53*^ flies displayed a survival curve similar to control flies when reared with 1.6% BSA (Fig. 2i). Equivalent knockdown of *crc* in the fat body also made the flies vulnerable to total starvation (Fig. 2h), and adding back 1.6% BSA to the diet abolished the survival difference with control flies (Fig. 2k). Together, these results indicate that the loss of *4EHP* reduces the levels of certain amino acids and makes flies vulnerable to starvation.

One of the top 13 enriched GO terms in the proteins reduced by *4EHP* RNAi was “translation” (Fig. 2d). Among the established initiation factors, eIF4A, eIF3l, and eIF3k were detected significantly lower in *4EHP* RNAi samples (Fig. 2c and Supplementary Data 3). Not all initiation factors were reduced by *4EHP* RNAi. For example, three subunits of the eIF2 complex were detected at significantly higher levels in samples with *4EHP* knockdown (Fig. 2c). Western blots validated the increase in total eIF2α caused by *4EHP* knockdown, but there wasn’t a concomitant increase in phospho- eIF2α. As a result, the ratio of phospho-eIF2α to total eIF2α decreased in *4EHP* knockdown samples (Supplementary Fig. S6a–c). The ribosome subunits also showed an interesting pattern: All of the significantly reduced ribosomal proteins in the *4EHP* RNAi proteome dataset were subunits of the 40S ribosome (referred to as RpS proteins), while many 60S subunits (RpL proteins) were detected at significantly higher levels (Fig. 2c and Supplementary Fig. S6d). While many RpS proteins were reduced, the transcript of RpS7 was the only 40S subunit component reduced in the RNA-seq dataset (Fig. 2a). 

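The *RpS7* transcript was at 1982 ± 1811 scaled CPM (SD, n = 3) in controls and 331 ± 74.6 (SD, n = 3) in the libraries labelled *4EHP* RNAi. A log2 fold change of −2.22 was fitted (standard error 0.69, adjusted p = 0.336 from limma with Benjamini-Hochberg adjustment). This was −1.47 without control replicate 3 (adjusted p = 0.0378), and the adjusted p of *RpS7* over all alternatives ranged from 0.00299 to 0.892. The DESeq2 Wald test on the recovered reads gave an adjusted p of 0.0155 and called *RpS7* alone among 37 RpS transcripts, and none of 53 RpL transcripts. Over all 6 libraries limma called no RpS and no RpL transcript in either direction. Without control replicate 3 it called *RpS7* reduced, and *RpS21*, *RpL10*, *RpL34a*, *RpL38* and *RpL41* induced, names that were read after the values were seen. The median log2 fold change was 0.13 over the 37 RpS transcripts and 0.10 over the 53 RpL transcripts, with CPM as deposited it was 0.72 and 0.69, and with DESeq2 it was below 0, at −0.20 and −0.24. Both medians changed sign with the libraries used, since without control replicate 1 they were −0.32 and −0.36 and without control replicate 3 they were 0.69 and 0.79.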

Our observation is consistent with published reports that the decrease in one RpS subunit causes the reduction of other RpS subunit proteins while increasing RpL subunits and other ribosome biogenesis factors^44,45^.

### *4EHP* loss affects proteostasis phenotypes

Since ATF4 signaling is deregulated in many diseases, we examined 4EHP’s possible effect in *Drosophila* disease models. *Parkin* (*park*) loss-of-function variants underlie rare forms of Parkinson’s Disease, and *park* encodes a protein that helps to clear defective mitochondria^46,47^. Previous studies had reported that *Drosophila park* loss of function mutants activate PERK and promote eIF2α phosphorylation^12,48^. To examine the effect of *park* loss, we used *park*^*25*^ and *park*^D*21*^ alleles, which are null alleles with deletions in the coding sequence^49,50^. As reported previously, *park*^*25*^*/park*^D*21*^ transheterozygotes survived to adulthood as long as the larvae were reared under uncrowded conditions (20 or fewer larvae in a vial). We found that *park*^*25*^*/park*^D*21*^ adult flies showed intense *Thor*^*intron*^*-DsRed* reporter expression indicative of strong crc (ATF4) signaling (Fig. 3a, b).

**Fig. 3:**
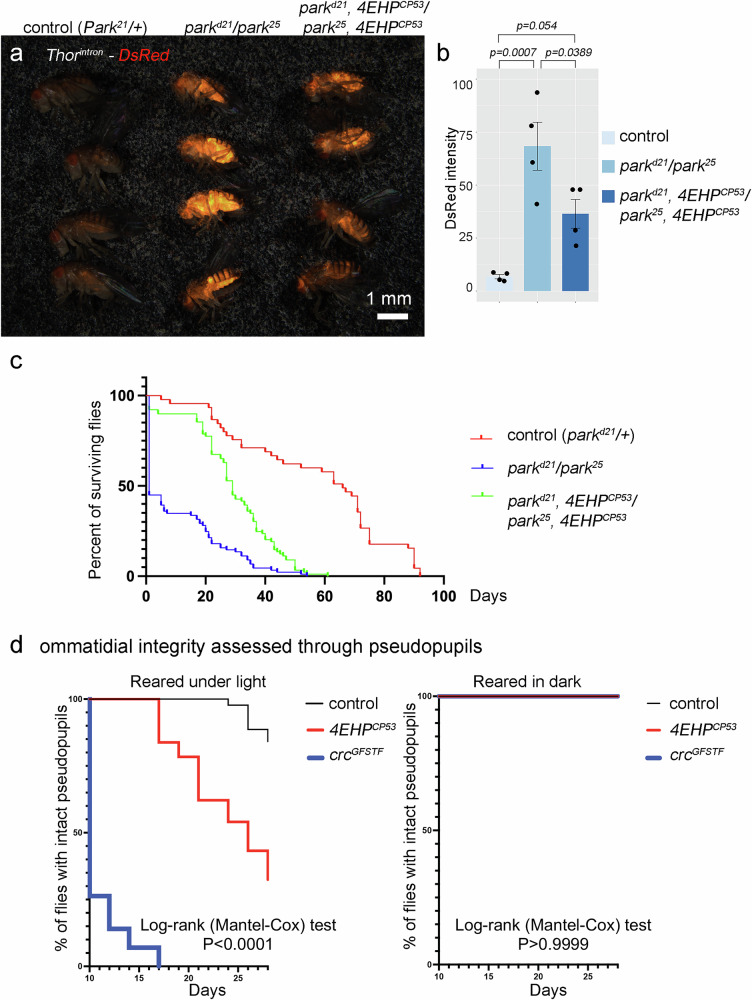
The loss of *4EHP* affects the outcome of proteostasis phenotypes in degenerative disease models. **a**–**c** The *parkin* (*park*) loss-of-function phenotype is suppressed by the loss of *4EHP*. **a** *Thor*^*intron*^*-DsRed* expression in one-day-old adult flies of the indicated genotypes. *park*^D*21*^*/park*^*25*^ flies have intense DsRed induction, which is partially suppressed in the *4EHP*^*CP53*^ homozygous background. **b** Quantification of the DsRed signal from flies shown in (**a**). One-way ANOVA and Tukey’s HSD were used to assess statistical significance. **c** The lifespan of the flies of the indicated genotypes. *park*^D*21*^*/park*^*25*^ flies show high levels of lethality immediately after eclosion, and very few flies survive more than 40 days. *4EHP*^*CP53*^ in that genetic background significantly enhanced survival. Log-rank (two-sided) was used to assess statistical significance. *p* < 0.0001 between control and *park*^D*21*^*/park*^*25*^. *p* < 0.0001 between *park*^D*21*^*/park*^*25*^ and *park*^D*21*^*, 4EHP*^*CP53*^*/park*^*25*^*, 4EHP*^*CP53*^. **d** Light-dependent retinal degeneration is accelerated in *4EHP*^*CP53*^ flies. Pseudopupils were used to assess retinal integrity in live flies. (Left) A graph showing the percentage of flies with intact pseudopupils when reared under light. *4EHP*^*CP53*^ flies (red line) exhibit accelerated retinal degeneration as compared to control (*w*^*1118*^) flies (black line). *crc*^*GFSTF*^ flies (blue line) have early onset retinal degeneration. (Right) Flies with intact pseudopupils when reared in the dark. The log-rank test (two-sided) was used to assess statistical significance between all three genotypes in light conditions (left, *p* < 0.0001) and in dark conditions (right, *p* > 0.9999).

To assess the role of *4EHP* in this disease model, we crossed *4EHP*^*CP53*^ into the *park*^*25*^*/park*^D*21*^ background (genotype: *Thor*^*intron*^*-DsRed/+; park*^*25*^*, 4EHP*^*CP53*^*/park*^D*21*^*, 4EHP*^*CP53*^). These flies expressed significantly reduced *Thor*^*intron*^*-DsRed* signals compared to flies with *park*^*25*^*/park*^D*21*^ alone (Fig. 3a, b). As noted by others, a large fraction of the *park*^*25*^*/park*^D*21*^ adult flies died within the first day after eclosion (Fig. 3c). By contrast, introducing *4EHP*^*CP53*^ in this background (genotype: *Thor*^*intron*^*-DsRed/+; park*^*25*^*, 4EHP*^*CP53*^*/park*^D*21*^*, 4EHP*^*CP53*^) significantly suppressed the lethality of *park*^*25*^*/park*^D*21*^ flies (Fig. 3c).

To determine if crc/ATF4 signaling also affects *parkin* mutants, we employed the *crc*^*1*^ loss-of-function allele. *crc*^*1*^ homozygotes exhibit early developmental lethality, but we found that the *crc*^*1*^*/+* heterozygotes moderately but significantly (*p* < 0.0293) prolonged the lifespan of *park*^*25*^*/park*^*Δ21*^ adults (Supplementary Fig. S7). These results indicate that the loss of *4EHP* suppresses crc/ATF4 signaling in *parkin* mutant flies, and excessive crc/ATF4 signaling contributes to the enhanced lethality of *parkin* mutants.

In another model associated with ATF4 signaling, we examined light-dependent retinal degeneration, a phenotype accelerated by the loss of *PERK* or *crc*^51^. To assess the role of *4EHP* in this model, we examined pseudopupils, which are trapezoidal patterns that appear in response to blue light deep in the retina. The pseudopupil forms only when ommatidial clusters maintain regular arrays of aligned photoreceptors and serves as a convenient tool to assess ommatidial integrity. As previously reported^51^, *crc*^*GFSTF*^ hypomorphs rapidly lost pseudopupils when reared under light (Fig. 3d). *4EHP*^*CP53*^ flies also lost pseudopupils earlier than the control (*w*^*1118*^) flies when reared under light (Fig. 3d). Such loss of pseudopupils did not occur when *4EHP*^*CP53*^ mutant flies were reared in the dark (Fig. 3d). These results further support the idea that *4EHP* regulates crc/ATF4 signaling in disease models.

### 4EHP binds to *NELF-E* mRNA and *NELF-E* is required for ATF4 signaling

To gain mechanistic insights into the regulation of crc/ATF4 signaling by 4EHP, we searched for mRNAs that bind to 4EHP’s cap-binding domain. We specifically used an approach referred to as Targets of RNA-binding proteins Identified By Editing (TRIBE), involving an Adenine Deaminase Acting on RNA (ADAR) fused to an RNA-binding protein of interest^32,52^. ADAR edits adenine to inosine on the bound mRNAs, and those edited RNAs can be identified through RNA-seq. We generated *UAS*-transgenes with ADAR fused to wild-type 4EHP. As a negative control, we fused ADAR to the 4EHP^W114A^ mutant, which impairs the mRNA 5’cap-binding pocket^39^ (Fig. 4a). 

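RNA editing was measured in 3 libraries with ADAR fused to wild-type 4EHP (4EHP-ADAR) and 3 with ADAR fused to the cap-binding mutant (4EHP W114A-ADAR). An edited adenine is read as G, so the G share of the A and G reads at a site measures editing, and a genomic A-to-G variant is read the same way. The authors trimmed reads with FLEXBAR, aligned them with HISAT2 2.1.0 and called A-to-G sites with JACUSA. The deposited table lists 93909 pairs of site and gene at 91502 sites, with the A and G reads of each library and the authors' binding score. The score is a log-likelihood ratio of the A-to-G change between the constructs. The authors kept sites after comparing these same libraries, and 99.91% of the listed sites have a higher G share in 4EHP-ADAR, so the share of sites on either side carries no information. The columns are numbered within each construct but are not matched to replicates.
The median number of reads per site was 93, 82 and 85 in the 4EHP-ADAR libraries and 72, 52 and 54 in the 4EHP W114A-ADAR libraries. A quasi-binomial model of the G reads, with the dispersion moderated across sites, was fitted to the 69874 sites with at least 20 A and G reads in every library. Confidence intervals below are 95% Wilson intervals on pooled reads and cover counting error only, since PCR copies are not independent molecules. The paper does not name the genome build in its text. Positions were counted from 0 in the table and are given here from 1, and 99.98% of those with a gene ID in the BDGP6.54 annotation lay inside the listed gene.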

We drove the expression of these constructs in the fat body using *dcgGal4* and analyzed polyA-containing RNAs from third instar larval fat bodies for RNA editing profiles. The mRNAs of *crc* or any eIF2α kinases did not score as significantly edited targets (Fig. 4b, Supplementary Data 5). 

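The deposited table lists 7 sites in *crc*, with a highest binding score of 0.493, at rank 18581. At that site, position 21311286 of chromosome arm 2L in the 5′ UTR, 2 of 320 reads were G in 4EHP-ADAR and 0 of 188 in 4EHP W114A-ADAR, which allows a share of up to 1.6%. Of the eIF2α kinases, *PEK* had 27 sites with a highest score of 1.30 in the authors' deposited table, and *Gcn2* had 13 sites with a highest score of 0.939. The quasi-binomial model tested 6 sites of *crc*, 24 of *PEK* and 4 of *Gcn2*, and called none, with 0 sites at an unadjusted p under 0.05 in each gene. The smallest adjusted p (Benjamini-Hochberg) was 0.521 in each of these genes. The *PEK* and *Gcn2* sites with the highest scores had as few as 11 reads in a library and were not among the tested sites, and with a minimum of 10 reads the adjusted p was 0.531 at each. At the *PEK* site, position 5458801 of 3R in the 3′ UTR, the G share was 59.0% ± 28.4 (SD, n = 3) in 4EHP-ADAR, from 43 reads, and 38.8% ± 12.1 (SD, n = 3) in 4EHP W114A-ADAR, from 53 reads. At the *Gcn2* site with the highest score, 2 of 65 reads were G against 0 of 39, so a share of up to 7.69% in 4EHP W114A-ADAR was not detectable at this depth.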

The preferentially edited mRNAs (binding scores > 10) were enriched with diverse GO Terms including cellular developmental process and cell differentiation (Fig. 4c). 

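In the authors' deposited table, 349 sites in 303 genes have a binding score above 10. The quasi-binomial model called 65 sites in 55 genes with a higher G share in 4EHP-ADAR (Benjamini-Hochberg adjusted p under 0.05) and 0 with a higher share in 4EHP W114A-ADAR, while 899 of the 69874 sites had an unadjusted p under 0.05. All 65 had a score above 10, and 64 were among the 100 highest scores. The alternative that moved this count most was Fisher's exact test on pooled reads, with 750 sites. The model called 0 sites without 4EHP-ADAR library 2, 2 without library 3 and 12 without library 1. It called between 23 and 37 with a 4EHP W114A-ADAR library left out. At 34 of the 65 sites (52.3%), the G share was at least 95% in every 4EHP-ADAR library.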

The mRNA most significantly edited by 4EHP-ADAR was *CG18132*, encoding an uncharacterized protein disulfide isomerase, predicted to assist in protein folding within the endoplasmic reticulum. 

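The site of *CG18132* (FBgn0031345) lies at position 1516943 of chromosome arm 2L, on the minus strand, in the coding sequence of a gene from 1516795 to 1517478. Its score of 34.6 is the highest in the authors' deposited table. The G share was 52.4% ± 3.68 (SD, n = 3) in 4EHP-ADAR, from 531 of 1017 reads (95% interval 49.1% to 55.3%), and 0 of 271 reads in 4EHP W114A-ADAR, which allows a share of up to 1.11%. The adjusted p was 0.00105 from the quasi-binomial model with Benjamini-Hochberg adjustment, and between 0.00895 and 0.0564 with 1 library left out, the highest without 4EHP-ADAR library 2. G reads in every 4EHP-ADAR library and none in 4EHP W114A-ADAR were found at 11 sites with a share of at least 20%, and 8 of these lie on 2L between positions 568867 and 2046434, *CG18132* among them.

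**Figure D3:**
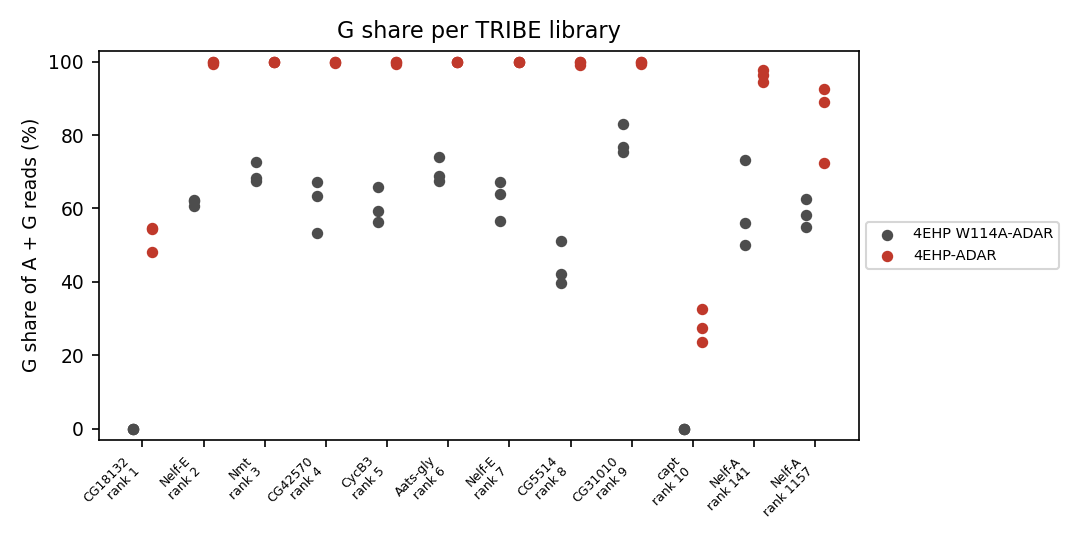
G share of the A and G reads (%) in each 4EHP W114A-ADAR library (grey) and each 4EHP-ADAR library (red) at the 10 sites with the highest scores and at the *Nelf-A* sites. At *CG18132* and *capt* the mutant libraries hold no G, while at the other 8 of the 10 the G share in 4EHP-ADAR is near 100% and that in 4EHP W114A-ADAR is far above 0.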

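*Nelf-E* (FBgn0017430) lies on chromosome arm 3L from 8599442 to 8600879, on the minus strand. At position 8600422, the third base of a codon, the G share was 99.8% ± 0.38 (SD, n = 3) in 4EHP-ADAR, from 647 of 648 reads, and 61.6% ± 0.875 (SD, n = 3) in 4EHP W114A-ADAR, from 302 of 491 reads (95% interval 57.1% to 65.7%). This difference was larger than the spread between libraries (adjusted p = 0.00105 from the quasi-binomial model), with an adjusted p of 0.0564 without 4EHP-ADAR library 2 and 0.0509 without library 3. Its score in the authors' deposited table is 29.3.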

The second highest was the mRNA of *Negative Elongation Factor E* (*NELF-E*) (Fig. 4b, d). 

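A second *Nelf-E* site lies at position 8600392 of chromosome arm 3L, 30 bases from the first on the minus strand and also at the third base of a codon, with a score of 26.7 in the authors' deposited table. All 663 reads were G in 4EHP-ADAR (95% interval 99.4% to 100%). The G share was 62.5% ± 5.48 (SD, n = 3) in 4EHP W114A-ADAR, from 309 of 498 reads. The adjusted p from the quasi-binomial model was 0.00105, and it was 0.0564 without 4EHP-ADAR library 2 and 0.0531 without library 3. Both sites had a G share of at least 95% in every 4EHP-ADAR library, and at such sites the difference in G share between the constructs had a correlation of 0.466 with that of the next such site in another gene at least 10 kb away. The authors' deposited table lists 7 sites in *Nelf-E*, and these 2 are the ones above a score of 10.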

We considered *NELF-E* a high-confidence hit, as another A to I edit 30 bases downstream of the first had the 7th highest score (Fig. 4b, d). 

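From these 2 sites in 1 transcript, the paper reasons that *NELF-E* is a high-confidence target of 4EHP. In *Nelf-A* (FBgn0038872), on chromosome arm 3R from 21223704 to 21229512, the site with the highest score in the authors' deposited table (14.1) lies at position 21227763, at the third base of a codon. Its G share was 96.2% ± 1.65 (SD, n = 3) in 4EHP-ADAR and 59.7% ± 12.1 (SD, n = 3) in 4EHP W114A-ADAR, from 136 and 108 reads. The adjusted p was 0.133 from the quasi-binomial model and at least 0.163 with 1 library left out. It was 0.000661 from limma on the empirical logit and 1.81e-11 from Fisher's exact test on pooled reads, which carries no spread between libraries. At position 21225991, with a score of 4.84, the G share was 84.7% ± 10.7 (SD, n = 3) against 58.6% ± 3.76 (SD, n = 3). With as few as 12 reads in a library, that site was below the minimum of 20, and with a minimum of 10 its adjusted p was 0.531.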

An mRNA encoding another subunit of the NELF complex, *NELF-A*, was also edited with significance: one site was ranked at 141, and a second *NELF-A* site was ranked at 1157 (Fig. 4b and Supplementary Data 5). 

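In CPM as deposited, *Nelf-E* was at 25.5 ± 16.7 (SD, n = 3) in controls and 30.8 ± 8.01 (SD, n = 3) in the libraries labelled *4EHP* RNAi. The difference of 5.25 was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.8, where 3 libraries against 3 allow no p below 0.1). The controls were at 39.5, 30.0 and 6.99 CPM. The difference was −4.01 without control replicate 3, the lowest of them, and 12.2 without control replicate 1, and after scaling by the median of ratios over all 6 libraries it was −0.691. It was 1.20 without *4EHP* RNAi replicate 1 and 9.21 without replicate 2. The paper's source data of Fig. 4e hold the same 6 values with the groups exchanged, and the sign given here is that of the deposited columns. Exons of *Nelf-E* overlap *CG43078* on the opposite strand, and whether the counting used the strand is not stated in the paper's text.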

*NELF-E* transcript levels were comparable between control and *4EHP* RNAi conditions (Fig. 4e), but our anti-NELF-E western blots revealed that *4EHP* RNAi reduced NELF-E protein levels (Fig. 4f, g). These results indicate that 4EHP binds to *NELF-E* mRNA to regulate its expression at a post-transcriptional level.

**Fig. 4:**
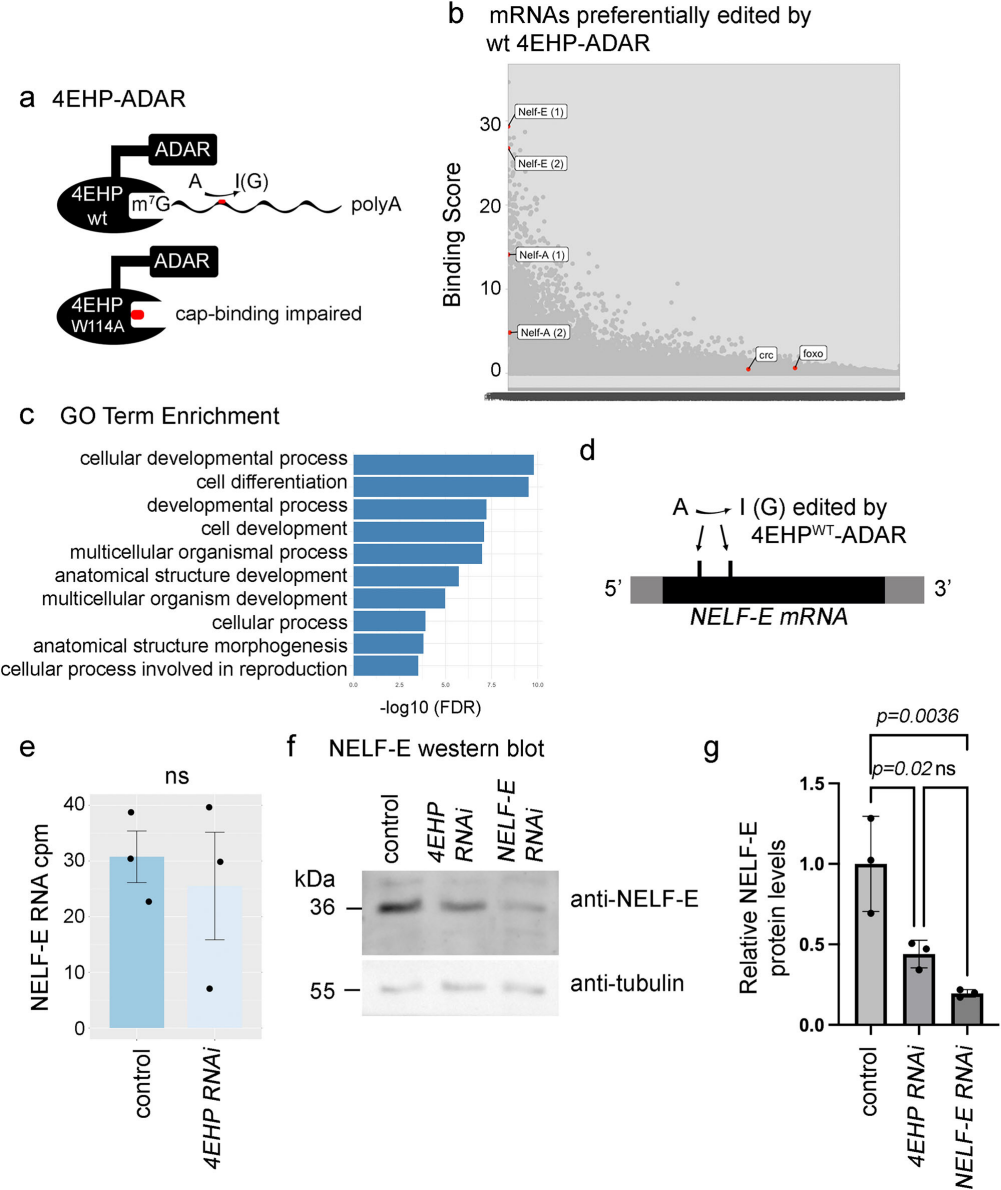
4EHP binds to *NELF-E* mRNA, dependent on its cap-binding domain, to regulate *NELF-E* expression. **a** The design of the TRIBE experiment to identify 4EHP-binding mRNAs. The RNA editing enzyme, ADAR, was fused to either the wild-type 4EHP or to the cap binding-deficient 4EHP ^W114A^ mutant. These chimera-proteins are designed to edit the mRNAs (from A to I) that they bind. **b** A plot of mRNAs preferentially edited by 4EHP-ADAR. The binding score on the y axis shows the log-likelihood of mRNA editing by 4EHP wild type-ADAR on a specific nucleotide divided by that from the equivalent 4EHP ^W114A^ mutant. Highlighted are two different edited sites on *NELF-E* and *NELF-A*. **c** The enriched GO Terms of the 4EHP targets with binding scores above 10. **d** A schematic diagram of the *NELF-E* mRNA and the relative positions of the sites edited by 4EHP wild type-ADAR. Gray shows the UTRs, and black indicates the coding sequence. **e** *NELF-E* transcript levels in control and *4EHP* RNAi RNA-seq dataset with three biological replicates per genotype (*n* = 3). A two-sided *t* test was used to determine significance. Data presented are mean values +/− SE. **f** Anti-NELF-E (top gel) and anti-tubulin (bottom gel) western blots from fat bodies of control (*w*^*1118*^), or with *4EHP* (VDRC #38399) or *NELF-E* RNAi (VDRC #21009). **g** Quantification of relative NELF-E protein band intensities as compared to that of the control sample across three biological replicates (each averaged from technical duplicate, *n* = 3). Data presented are mean values +/− SD. An ordinary one-way ANOVA followed by Tukey’s multiple comparisons test was used to assess statistical significance. *p-*values are indicated. ns = not significant.

The NELF complex is composed of four subunits, and overexpression of *NELF-E* alone was neither sufficient to enhance *Thor*^*intron*^*-DsRed* reporter expression nor rescue the *Thor*^*intron*^*DsRed* levels in *4EHP* RNAi larvae (Supplementary Fig. S8). Late third instar larvae failed to emerge when *NELF-E* was knocked down with the *dcg-Gal4* at 25 °C, but we obtained viable larvae at 20 °C, albeit with a developmental delay (Supplementary Fig. S8e). Under these conditions, two independent RNAi lines targeting *NELF-E* reduced the *Thor*^*intron*^*-DsRed* reporter signal in the fat body but not the control *dcg-Gal4* > *UAS-GFP* expression (Fig. 5a–d). We also observed that *NELF-E* RNAi reduced crc protein levels (Fig. 5e, f), corroborating our observations with *Thor*^*intron*^*-DsRed*. Consistently, flies with *NELF-E* RNAi died significantly faster than control *lacZ* RNAi under total starvation (Fig. 5g). Adding 1.6% of BSA as a protein source to the vial abolished such a difference between *NELF-E* RNAi and *lacZ* RNAi (Fig. 5h). These results indicated that, similar to *4EHP, NELF-E* is required for physiological crc/ATF4 signaling and survival under nutrient deprivation.

**Fig. 5:**
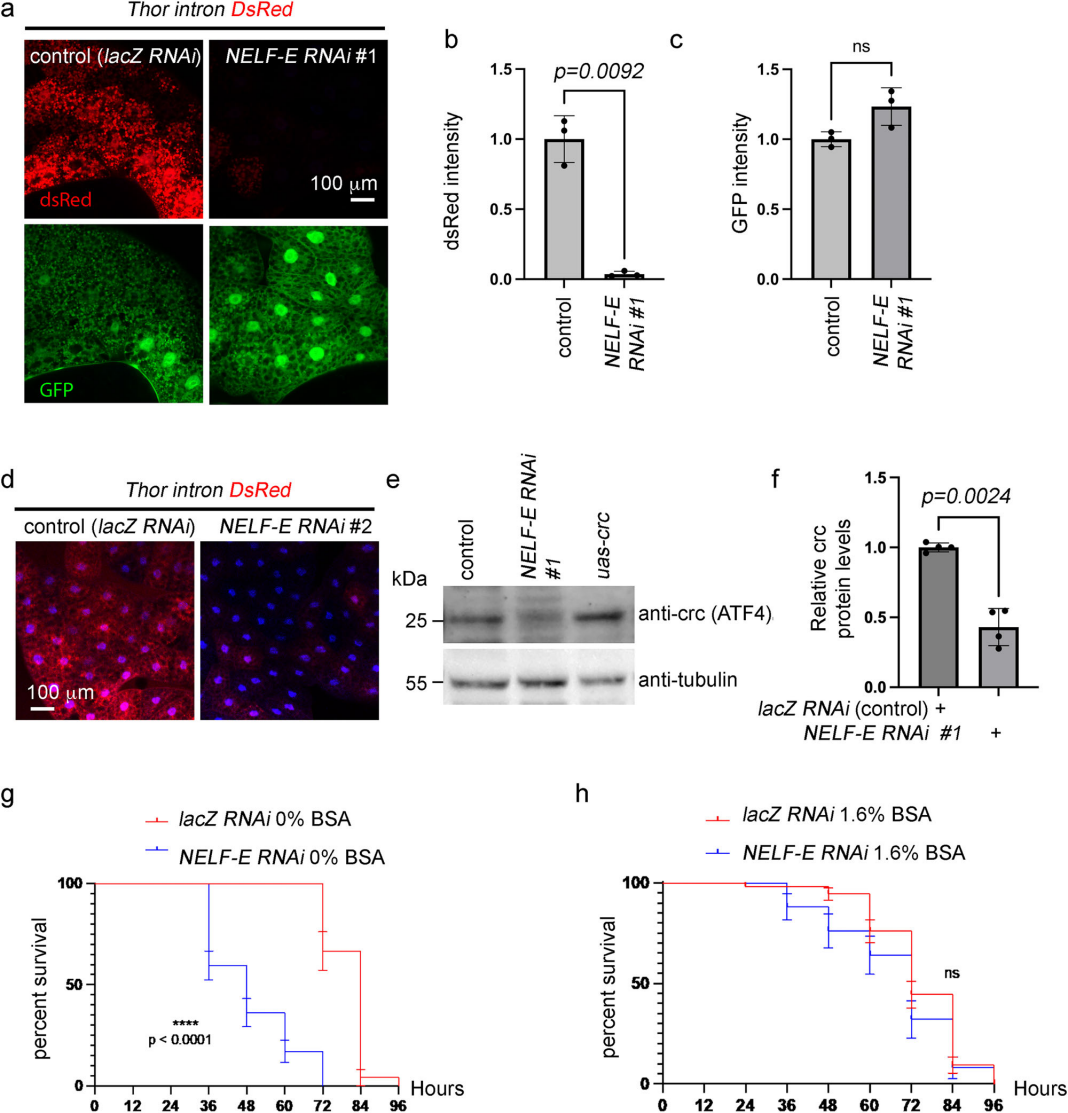
*NELF-E* RNAi reduces crc (ATF4) protein levels and renders flies vulnerable to protein restriction in the diet. The indicated RNAi lines were driven to fat body cells using the *dcg-Gal4* driver. **a** *Thor* ^*intron*^*-DsRed* expression (red) in the third instar larval fat body after the knockdown of *lacZ* (control) or *NELF-E* (VDRC # 21009 line, here indicated as #1) is shown. The control *dcg-Gal4 > UAS-GFP* signal (green) are shown in the lower panel. Quantification of the DsRed signal (**b**) and the GFP signal (**c**) across three biological replicates (*n* = 3) shows that *NELF-E* RNAi’s effect is specific to the crc target reporter *Thor* ^*intron*^*-DsRed*. Two-tailed Welch’s *t* test was used to assess statistical significance. Data presented are mean values +/− SD. **d** An independent RNAi line targeting *NELF-E* (BDSC #32835 labeled as #2) also reduces *Thor* ^*intron*^*-DsRed* expression. Similar fluorescence patterns were consistently observed across multiple independent samples (*lacZ* RNAi *n* = 3, *NELF-E* RNAi (BDSC 32835) *n *= 4). **e** Anti-crc (ATF4) western blot from control, *NELF-E* RNAi (VDRC #21009), and *crc* overexpressing fat body extracts (top gel). Anti-tubulin blots are shown as loading controls (bottom gel). **f** Quantification of relative crc band intensities in samples expressing *lacZ* RNAi (*n* = 4 biological replicates) or *NELF-E* RNAi (*n* = 4 biological replicates). Two-tailed Welch’s *t* test was used to assess statistical significance. Data presented are mean values +/− SD. **g**, **h** Kaplan–Meier survival curves showing estimated survival probability ± standard error (SE) of one-day-old adult flies under the indicated conditions. **g** *NELF-E* RNAi flies (VDRC #21009) (*n* = 47) showed a significant reduction in survival as compared to controls (*lacZ* RNAi, which is also shown in Fig. 1) when reared without any nutrients. **h** When reared with a protein-only diet (1.6% BSA), no significant difference was seen between *NELF-E* RNAi (*n* = 25) and control flies. Log-rank analysis (two-sided) was used to assess statistical significance. Log-rank (two-sided) tests were used to assess the statistical significance in (**i**, **j**). *p-* values are listed, and ns indicates not significant.

### *NELF-E* regulates metabolic pathways and RpS subunits

To further gain insights into *NEFL-E*’s role, we performed RNA-seq on *NELF-E* RNAi fat body tissue samples with *lacZ* RNAi samples as a control. 

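The 3 libraries labelled *NELF-E* RNAi and the 3 *lacZ* RNAi libraries were deposited in a separate table of CPM, also for 17575 genes, and were tested within that table only. Reads on genes, recovered from the CPM steps (99.76% to 99.9% of values whole), numbered between 151973538 and 173606472 in *lacZ* RNAi, with a median of 160876185. They numbered between 120900451 and 147372702 in *NELF-E* RNAi, with a median of 141338716. The results and Fig. 6 name *lacZ* RNAi as the control, as do the labels, while the legend of Supplementary Data 6 names flies crossed to *w1118*. The methods give 20 °C for *NELF-E* RNAi crosses and 25 °C for all other crosses, while Supplementary Fig. S8e describes *lacZ* RNAi controls grown at the lower temperature beside *NELF-E* RNAi. Neither names the temperature of these *lacZ* RNAi libraries.
The targeted transcript, *Nelf-E*, was at 38.6, 12.8 and 20.7 CPM in *lacZ* RNAi replicates 1, 2 and 3, and at 33.6, 35.0 and 32.3 CPM in *NELF-E* RNAi replicates 1, 2 and 3. With limma it had a log2 fold change of −0.12 (standard error 0.25, adjusted p = 0.782, with a range of 0.294 to 0.992) after scaling and 0.60 with CPM as deposited. The groups overlapped, so the libraries are named by their labels and directions rest on them. The scaling factor was 0.499 and 0.729 in *lacZ* RNAi replicates 2 and 3, and at least 1.09 in the other 4 libraries. The median log2 fold change of the 8371 tested transcripts was −0.05 after scaling and 0.65 with CPM as deposited.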

We found that 312 transcripts were significantly induced, while 890 transcripts were found at significantly reduced levels in *NELF-E* RNAi samples (Fig. 6a and Supplementary Data 6; *p*-adjusted < 0.05). 

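Over all 6 libraries, limma gave 167 induced and 205 reduced transcripts of 8371 tested (Benjamini-Hochberg adjusted p under 0.05). All 3 libraries labelled *NELF-E* RNAi lay below all *lacZ* RNAi libraries for 1484 transcripts and above them for 678, 25.8% of those tested, where chance gives 10%. The alternative that moved the counts most was limma with array weights, with 2016 induced and 2526 reduced. DESeq2 on the recovered reads, as in the study's methods, gave 312 induced and 887 reduced of 9362. With CPM as deposited, limma gave 337 induced and 173 reduced, so that 66.1% of the calls were induced in place of 44.9%. Without *lacZ* RNAi replicate 1 it gave 1454 induced and 1978 reduced transcripts. It gave 63 and 47 without *lacZ* RNAi replicate 3, 77 and 94 without *NELF-E* RNAi replicate 1, 79 induced without *NELF-E* RNAi replicate 2, and 50 and 67 without *NELF-E* RNAi replicate 3.
All 7 ATF4 targets and serine-one-carbon enzymes of the list were lower in the libraries labelled *NELF-E* RNAi. All 7 passed the threshold adjusted over the list alone, and 5 over all transcripts, with 2 over all transcripts without *lacZ* RNAi replicate 3 or *NELF-E* RNAi replicate 3. *Thor* had a log2 fold change of −4.42 (standard error 0.5, adjusted p = 0.0034), *path* one of −2.67 (standard error 0.38, adjusted p = 0.00826) and *Gnmt* one of −3.13 (standard error 0.74, adjusted p = 0.0558). *Gnmt* passed without *lacZ* RNAi replicate 1 (adjusted p = 0.0107) and without *NELF-E* RNAi replicate 2 (adjusted p = 0.033), and its adjusted p ranged from 2.48e-05 to 0.192 over the alternatives. *path* did not pass without *lacZ* RNAi replicate 3 (adjusted p = 0.0523), the highest over its alternatives, from 7.3e-10. With fry, the set of 7 had an adjusted p of 0.0316. The paper names *aay*, *CG6287*, *CG11899* and *Nmdmc* as reduced in these libraries, so neither the count over the list alone nor the set test is independent evidence.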

The PCA plot showed a clear separation between the *NELF-E* RNAi and control samples (Fig. 6b). 

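Of the variance in the 500 transcripts with the highest variance, PC1 held 76.7% and PC2 10.3%. The *lacZ* RNAi libraries lay between 15.5 and 42.1 on PC1, and the libraries labelled *NELF-E* RNAi between −35.8 and −24.4. The gap between the genotypes on PC1 was wider than the spread within either.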

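The transcript of *aay* was at 129.5 ± 70.6 scaled CPM (SD, n = 3) in *lacZ* RNAi and 19.8 ± 3.1 (SD, n = 3) in the libraries labelled *NELF-E* RNAi. A log2 fold change of −2.51 was fitted for *aay* (standard error 0.41, adjusted p = 0.0148 from limma with Benjamini-Hochberg adjustment). *CG11899* had one of −2.88 (standard error 0.47, adjusted p = 0.0151) and *Nmdmc* one of −2.58 (standard error 0.47, adjusted p = 0.0226). *CG6287* had a log2 fold change of −1.48 (standard error 0.59, adjusted p = 0.227), and its libraries overlapped between the genotypes. DESeq2 called *CG6287* (adjusted p = 0.0283), and so did limma without *lacZ* RNAi replicate 1 (adjusted p = 0.0247), with a range of 0.00966 to 0.667 over the alternatives. Without *NELF-E* RNAi replicate 3, the adjusted p was 0.0745 for *aay*, 0.0773 for *CG11899* and 0.0969 for *Nmdmc*. Without *lacZ* RNAi replicate 3, it was 0.0732 for *CG11899* and 0.0877 for *Nmdmc*. Without *NELF-E* RNAi replicate 2, it was 0.0603 and 0.0696 for these transcripts, and without *NELF-E* RNAi replicate 1 it was 0.0546 for *aay*. Over all alternatives the lowest adjusted p was 5.07e-08 for *aay*, 5.96e-09 for *CG11899* and 1.03e-06 for *Nmdmc*, and that of *aay* reached 0.15 with CPM as deposited. Without a filter on low transcripts, *Nmdmc* did not pass (adjusted p = 0.0651). Exons of *CG11899* overlap *Mesh1* and those of *Nmdmc* overlap *Mst85C*, each on the opposite strand.

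**Figure D4:**
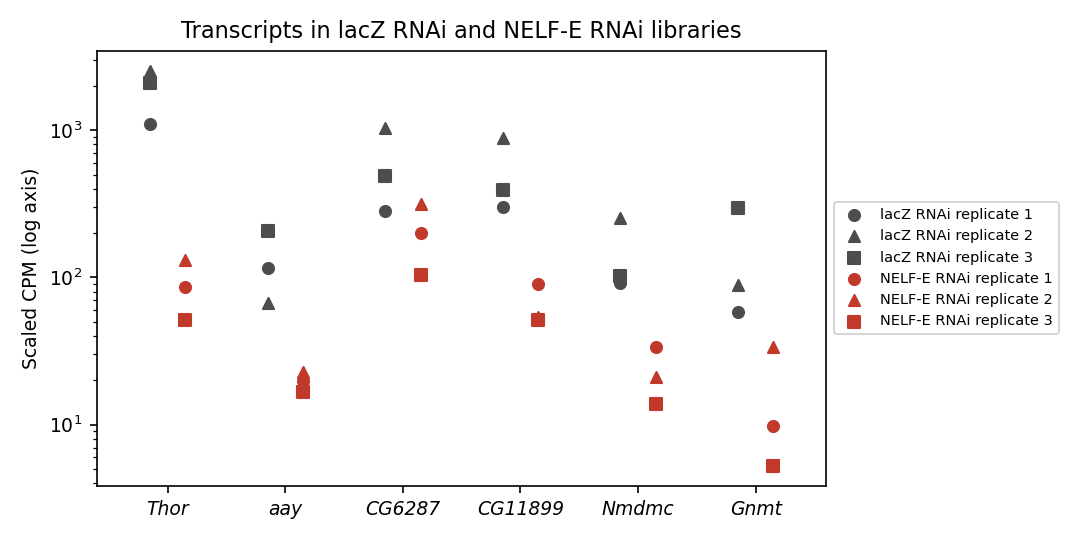
Scaled CPM (log axis) of 6 transcripts in each *lacZ* RNAi library (grey) and each library labelled *NELF-E* RNAi (red), with a symbol per replicate. All but *CG6287* are lower in all 3 *NELF-E* RNAi libraries.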

Similar to what we had seen with *4EHP* RNAi, the three serine biosynthetic enzymes (*aay, CG6287*, and *CG11899*) and the onecarbon pathway enzyme *Nmdmc* were detected at significantly reduced levels in *NELF-E* RNAi fat body samples (Fig. 6a). These enzymes are established targets of ATF4 in *Drosophila* and mammals^5,48,53,54^.

**Fig. 6:**
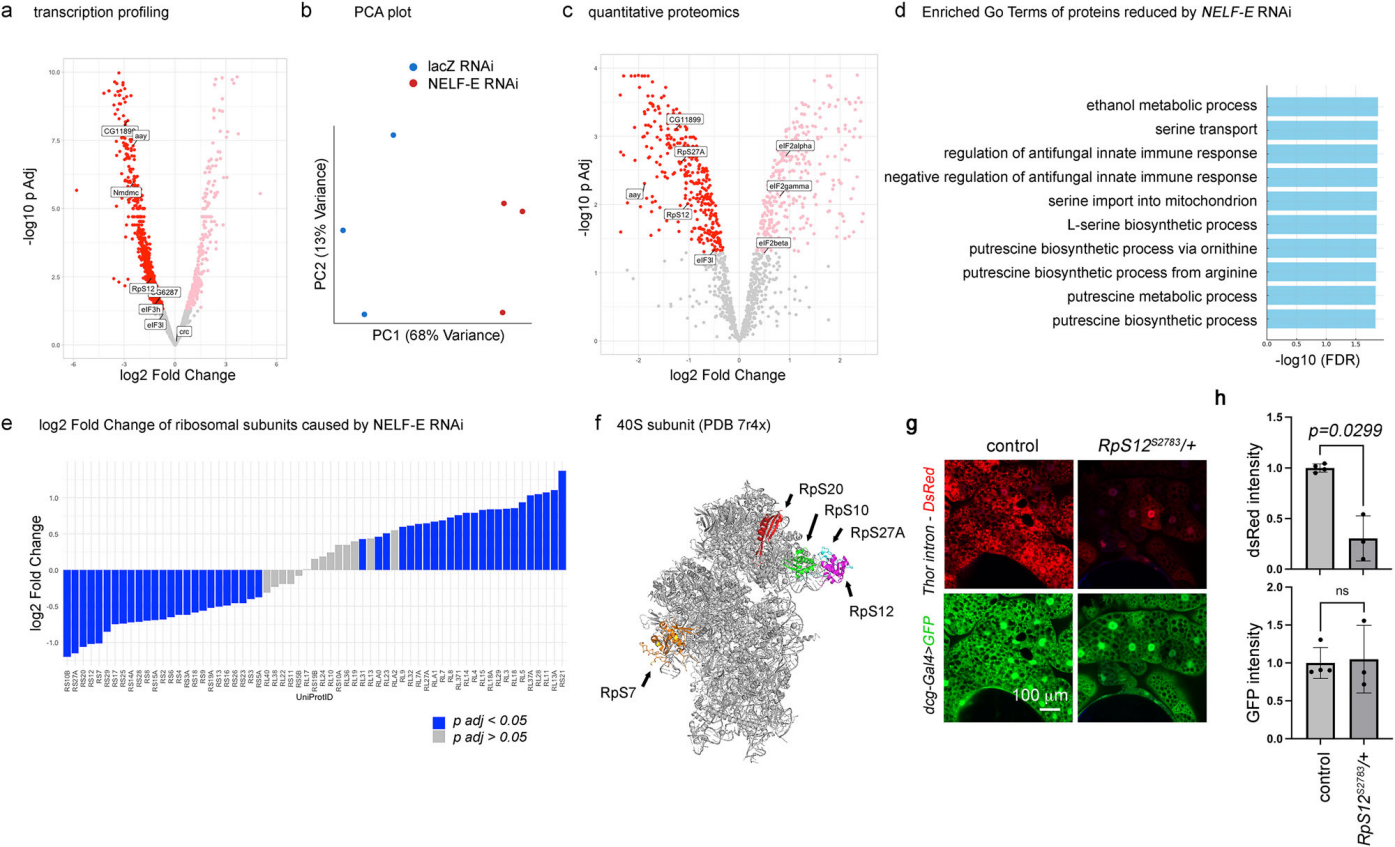
*NELF-E* RNAi changes the levels of metabolic enzymes and ribosome subunits. **a** A volcano plot of gene expression changes caused by *NELF-E* RNAi in larval fat body samples, with *lacZ* RNAi serving as the control, across three biological replicates per genotype (*n* = 3). Labeled are enzymes that mediate serine biosynthesis (*CG11899, aay, CG6287*), one-carbon metabolism (*Nmdmc*), and translation mediators (*RpS12, eIF3h*). Differential gene expression was computed via the Seq-N-Slide pipeline (sns) using DESeq2 with its default two-sided Wald test on a negative-binomial generalized linear model; *p*-values were adjusted with the Benjamini–Hochberg method (as described in Fig. 2a). **b** A PCA plot of three independent samples from *lacZ* (control) and *NELF-E* RNAi. **c** A volcano plot of proteomic changes caused by *NELF-E* RNAi in the fat body of three biological replicates per genotype (*n* = 3). Labeled are enzymes mediating serine biosynthesis (CG11899, aay) and those that mediate mRNA translation (RpS12, RpS27A, eIF3l, eIF2alpha, eIF2beta, eIF2gamma). Statistical significance was determined using a two-sided moderated *t* test (limma) with FDR correction (fdrtool) as implemented in the DEP2 R package (**d**) Enriched GO terms of the proteins reduced by *NELF-E* RNAi. **e** Changes in the levels of Ribosome subunits by *NELF-E* RNAi in the experiment described in (**c**). Those proteins with significant changes (*p adjusted* < *0.05*) are labeled in blue. Significantly reduced ribosomal proteins are all part of the 40S subunit (RpS), while many 60S subunit proteins (RpLs) were detected at higher levels. Downregulated ribosome proteins include RpS10b (*p* = 0.0024), RpS12 *(p* = 0.0097), RpS 20 (*p* = 0.0027), and RpS27A (*p* = 0.0024). Significance testing was performed as described in (**c**). **f** Modeling the position of most strongly reduced RpS subunits based on the published human ribosome structure (PDB 7r4x). Three subunits are adjacent to each other. **g** *Thor* ^*intron*^*-DsRed* (red) and *dcg-Gal4* > *UAS-GFP* expression (green) in control and *RpS*^*S2783*^*/+* larval fat body. **h** Quantification of DsRed and GFP average pixel intensities of biological replicates prepared from *w*^*1118*^ control samples (*n* = 4) or *RpS*^*S2783*^*/+* samples (*n* = 3) in (**g**). Data presented are mean values +/− SD. Two-tailed Welch’s *t* test was used to assess statistical significance. *p-*values are indicated. ns = not significant.

In addition to RNA-seq, we subjected these fat bodies to quantitative proteomics analysis (Fig. 6c and Supplementary Data 7). Those peptides that were reduced in *NELF-E* RNAi fat bodies, as compared to *lacZ* RNAi controls, were enriched with GO Terms that included serine transport and L-serine biosynthetic process (Fig. 6d). Consistently, the proteomics dataset from *NELF-E* RNAi samples showed reduced levels of L-serine biosynthetic enzymes such as *aay* and *CG11899* (Fig. 6c).

Previous studies had documented gene expression changes in cells deficient in *NELF*^55,56^. Because those studies had not made associations between NELF and ATF4, we re-examined one of the published datasets reported with *NELF-B* knockout mouse embryonic stem cells^56^.

The transcripts specifically reduced in the knockout cells include the major enzymes that mediate the serine-one-carbon pathway, homologous to the *Drosophila* enzymes reduced by *NELF-E* RNAi (Supplementary Fig. S9). Taken together, the gene expression profiling results support the idea that NELF regulates ATF4 target genes across phyla.

We note that mouse *NELF-B* knockouts had significantly reduced *ATF4* transcript levels^56^. However, analogous changes in the *Drosophila crc* expression did not occur in *Drosophila NELF-E* knockdown samples (Fig. 6a). This suggested that *Drosophila* NELF-E may utilize a post-transcriptional mechanism to regulate *crc* expression. 

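The *crc* transcript was at 122 ± 60.0 scaled CPM (SD, n = 3) in *lacZ* RNAi and 146 ± 28.3 (SD, n = 3) in the libraries labelled *NELF-E* RNAi. The log2 fold change was 0.36 (standard error 0.41, adjusted p = 0.598 from limma), a difference within the spread between replicates. With CPM as deposited it was 1.11 (adjusted p = 0.0505), where the median of all transcripts was 0.65 and every *NELF-E* RNAi library lay above every *lacZ* RNAi library. After scaling it was 0.02 without *lacZ* RNAi replicate 1 and 0.76 without *lacZ* RNAi replicate 2. It was above 0 under every alternative, with an adjusted p of up to 0.971. On western blots, the paper found crc protein reduced with *NELF-E* RNAi. From this and the *crc* transcript level, it proposes that NELF-E may regulate *crc* expression after transcription.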

To gain insight, we examined gene expression changes that were common between *4EHP* and *NELF-E* knockdown samples. There was an overlap between the transcripts impacted by RNAi of *4EHP* and *NEFL-E* (Supplementary Fig. S10a), with 83% of the transcripts significantly reduced in *4EHP* RNAi samples also significantly reduced after *NELF-E* RNAi. Similarly, the proteomics data showed that 63% of the proteins reduced in *4EHP* RNAi fat body were also reduced in *NELF-E* RNAi fat bodies (Supplementary Fig. S10a). 

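With limma, 0 transcripts were called reduced in the libraries labelled *4EHP* RNAi, so no share could be formed. With DESeq2 on the recovered reads, 181 of the 182 transcripts called reduced with *4EHP* RNAi were among the 8354 tested in both tables. Of these, 153 (84.5%) were also reduced with *NELF-E* RNAi, where 17.7 were expected by chance (one-sided Fisher's exact test, p = 1.25e-129, across genes, which are not independent). Of 187 transcripts induced with *4EHP* RNAi, 130 (69.5%) were also induced with *NELF-E* RNAi. Without control replicate 3 this induced share was 25% (106 of 424) with limma and 22.6% (206 of 910) with DESeq2, and it was 32.5% with array weights and 92.2% (59 of 64) with CPM as deposited. For the reduced share, with control replicate 3 left out, limma gave 68 shared transcripts (59.6%), and DESeq2 gave 225 of 332 (67.8%). With CPM as deposited, limma gave 18 of 22 (81.8%). Across the 8162 transcripts that limma tested in both tables, which share no control libraries, the log2 fold changes had a Pearson correlation of 0.756. It was 0.46 without control replicate 3 and 0.33 with array weights. With array weights, 317 transcripts were called in opposite directions, against 542 reduced in both and 324 induced in both. Of the 100 pairs of splits of both sets of libraries, 16 gave a correlation as large as 0.756, the real pair included.

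**Figure D5:**
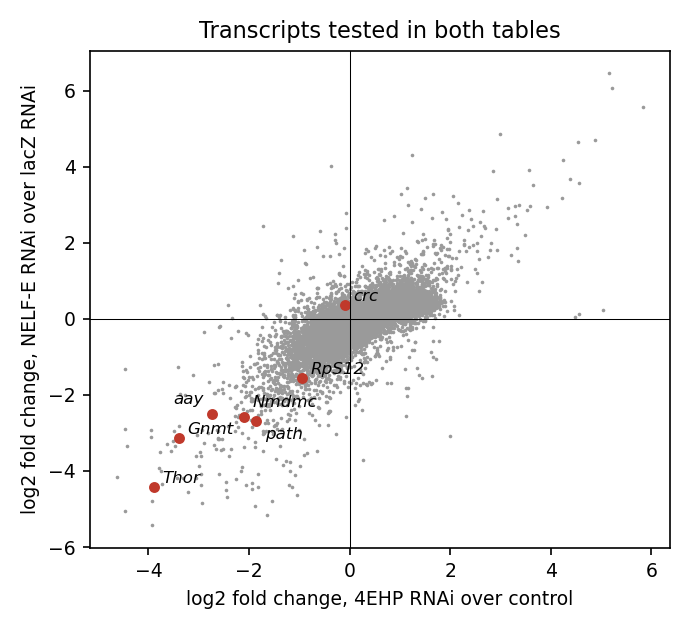
Log2 fold change of each of 8162 transcripts in the libraries labelled *4EHP* RNAi (horizontal axis) and *NELF-E* RNAi (vertical axis), each over its own controls. Named transcripts are in red, and *Thor*, *aay*, *Nmdmc*, *Gnmt* and *path* lie below 0 on both axes.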

The proteins commonly reduced in *4EHP* and *NELF-E* RNAi samples were enriched with GO terms such as metabolic processes and cytoplasmic translation (Supplementary Fig. S10b). Since crc/ATF4 expression is regulated at the level of mRNA translation, we further examined if translation initiation factors changed their levels in *4EHP* or *NELF-E* RNAi samples. eIF3l was the only eIF protein that was significantly reduced in both conditions. In addition, many 40S ribosome subunits (RpS proteins) were detected at significantly reduced levels (Supplementary Fig. S10a). The most strongly reduced peptides mapping to the RpS subunits were RpS10b, Rps27A, RpS20, and Rps12 (Fig. 6e). According to the published human 40S ribosome structure (PDB 7r4x), these subunits cluster together in a specific part of the ribosome (Fig. 6f). Therefore, we speculate that the reduction of *RpS12* transcripts in *NELF-E* RNAi fat body leads to the instability of the other subunit peptides.

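The *RpS12* transcript was at 660.1 ± 319 scaled CPM (SD, n = 3) in *lacZ* RNAi and 206 ± 56.3 (SD, n = 3) in the libraries labelled *NELF-E* RNAi. The fitted log2 fold change was −1.56 (standard error 0.51, adjusted p = 0.146 from limma with Benjamini-Hochberg adjustment), with every *NELF-E* RNAi library below every *lacZ* RNAi library. DESeq2's Wald test gave an adjusted p of 0.00347, and limma without *lacZ* RNAi replicate 1 gave 0.00518, with a range of 0.000403 to 0.502 over the alternatives. DESeq2 called 3 of 38 RpS transcripts reduced (*RpS12*, *RpS2* and *RpS9*) and 3 of 53 RpL transcripts (*RpL22*, *RpL28* and *RpL3*), and it called *RpLP0-like* induced. Limma called *RpS2* alone (adjusted p = 0.0219). Apart from *RpS12*, these names were read after the values were seen. The median log2 fold change of the RpS transcripts was −0.47 after scaling and 0.29 with CPM as deposited. The median of all transcripts was −0.05 and 0.65, so the RpS median lay below it under both. After scaling, the RpS median was −0.20 without *lacZ* RNAi replicate 2 and −0.96 without *lacZ* RNAi replicate 1. The RpL median was 0.29 with CPM as deposited and between −0.97 and −0.14 with 1 library left out after scaling. Without *lacZ* RNAi replicate 1, limma called 18 RpS and 28 RpL transcripts reduced. The transcript of the translation initiation factor *eIF3h* had a log2 fold change of −1.16 (standard error 0.38, adjusted p = 0.144), and DESeq2 called it (adjusted p = 0.0201), with a range of 0.000448 to 0.474 over the alternatives. Limma called it without *lacZ* RNAi replicate 1 (log2 fold change −1.51, adjusted p = 0.00682). Exons of *eIF3h* overlap *senju* on the opposite strand.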

The effect of *NELF-E* RNAi appeared selective as none of the RpL subunits were significantly reduced in the *NELF-E* RNAi or *4EHP* RNAi data (Fig. 6e and Supplementary Fig. S6). In fact, many RpL subunit peptides were detected at higher levels, possibly through a feedback regulatory mechanism against RpS reduction (Fig. 6e). Also detected at higher levels were the three eIF2 subunits, and the increase in the total eIF2α was validated through western blots (Supplementary Fig. S11). Phospho-eIF2α levels didn’t increase together with total eIF2α, resulting in a reduced ratio of phospho-eIF2α to total eIF2α in the *NELF-E* RNAi samples (Supplementary Fig. S11).

To test if the reduction of RpS subunit contributes to ATF4 signaling impairment, we employed the *RpS12*^*S2783*^, a loss of function allele caused by a transposable P-element insertion. The homozygotes were lethal as expected, but the *RpS12*^*S2783*^*/+* heterozygotes were viable and reduced *Thor*^*intron*^*-DsRed* signals in the larval fat body as compared to controls (Fig. 6g). Similar to the case of *4EHP* and *NELF-E* knockdown, *RpS12*^*S2783*^*/+* did not reduce the expression of control *dcg-Gal4* > *UAS-GFP* (Fig. 6g, h), indicating that crc/ATF4 signaling is specifically sensitive to the reduction of the *RpS12* gene dosage.

### crc/ATF4 signaling is selectively impaired by the reduction of eIF3 subunits

We next turned our attention to the eIF3 complex as eIF3l was commonly reduced by the knockdown of *4EHP* and *NELF-E*, and because eIF3 partners with the post-termination 40S subunit for re-initiation downstream of uORFs^23,24,30^. The knockdown of certain subunits caused larval lethality or severe developmental delay, but fat body-specific expression of RNAi lines targeting eIF3 subunits, *eIF3h* and *eIF3l*, and the eIF3-associated factor *eIF3j*, did not interfere with larval development, with most flies successfully reaching pupal stages (Supplementary Fig. S12). We found that *eIF3l* knockdown in the fat body reduced *Thor*^*intron*^*-DsRed* signals in the larval fat body as compared to controls (Fig. 7a–d).

**Fig. 7:**
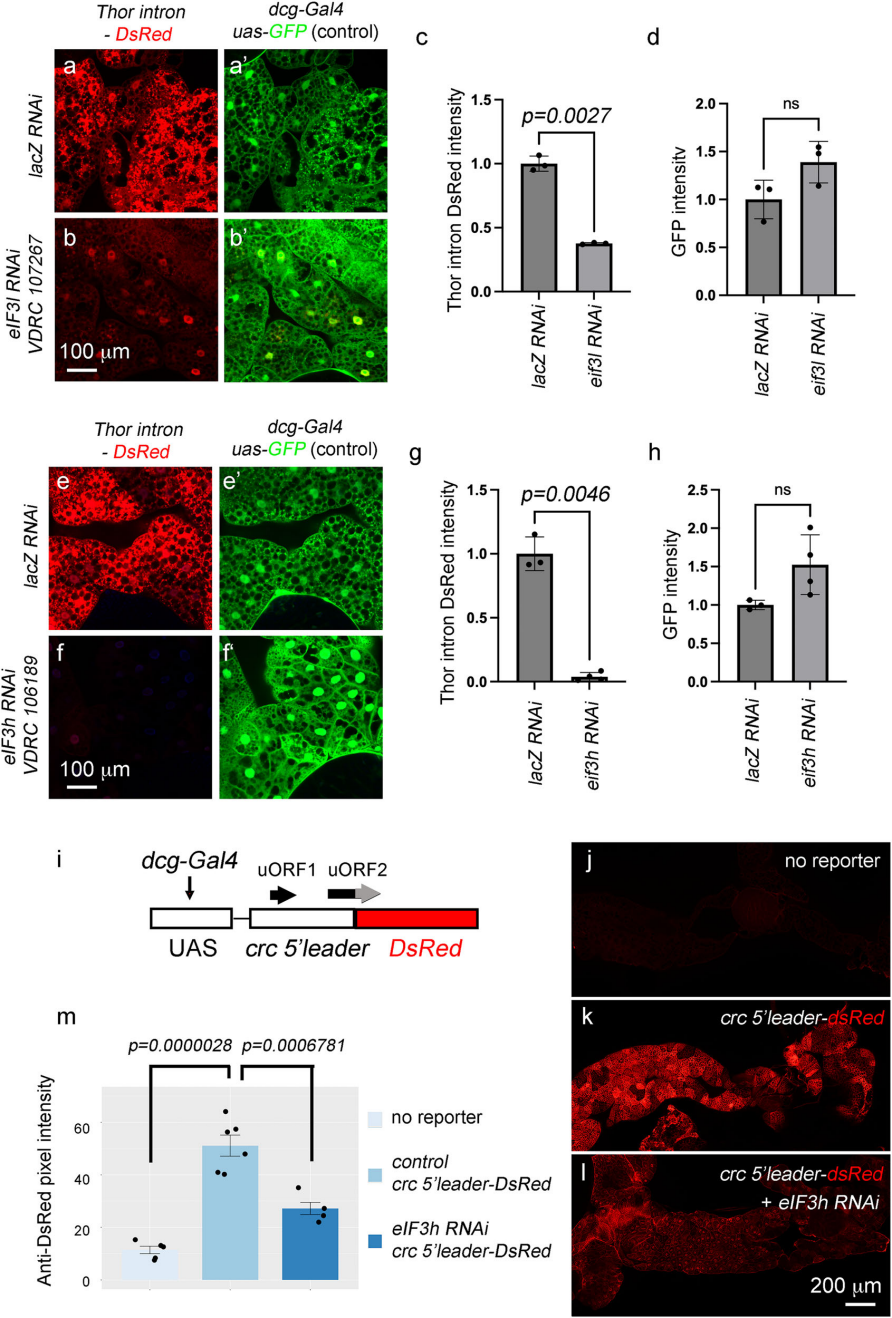
*eIF3l* and *eIF3h* are required for physiological crc (ATF4) signaling. **a**–**h** *Thor* ^*intron*^*-DsRed* signal (red in** a**, **b**, **e**, **f**) and the control *dcg-Gal4, UAS-GFP* fluorescence (green in **a’**, **b’**,** e’**, **f’**) in larval fat bodies with the expression of the indicated RNAi lines*. lacZ* RNAi (**a**, **e**) was used as controls. VDRC 107267 was used to knock down *eIF3l,* and VDRC 106189 was used to target *eIF3h*. **c**, **d**, **g**, **h** Quantification of DsRed (**c**, **g**) and GFP pixel intensities (**d**, **h**) from three biological replicates (*n* = 3) for each of the indicated genotypes. Data presented are mean values +/− SD. Two-tailed Welch’s *t* test was used to assess statistical significance. *p-*values are indicated. ns = not significant. **i** A schematic diagram of the *crc 5’UTR-dsRed* reporter. The transgene is expressed through the *dcgGal4/UAS* system. Black arrows above the transgene indicate uORFs. uORF2 overlaps with the DsRed ORF (red), but in a different reading frame. The gray part of the uORF2 symbolizes changes in the uORF2 coding sequence. **j**–**l** Anti-DsRed immunolabeling (red) of late larval fat body does not detect signals in a control fat body without the reporter (**j**), but shows reporter activity in response to *crc-5’leader-DsRed* expression (*dcg-Gal4, UAS-crc-5’leader-DsRed*)(**k**). This reporter signal is suppressed when *eIF3h* RNAi (VDRC 106189) is co-expressed (**l**). **m** Quantification of the DsRed pixel intensities of control reporter (no RNAi) samples (*n* = 6 biological replicates), reporter + *eIF3h* RNAi samples (*n* = 4 biological replicates) and no reporter (*n* = 5 biological replicates). Data presented are mean values +/− SE. Ordinary one-way ANOVA and post-hoc Tukey’s HSD were used for statistical analysis. ns indicates not significant.

To independently validate the role of eIF3, we knocked down *eIF3h*. Of note, our previous screen had scored *eIF3h* RNAi as a suppressor of the crc/ATF4-signaling reporter expression^22^. Two independent RNAi lines targeting *eIF3h* (VDRC 106189 and BDSC 55603) suppressed *Thor* ^*intron*^*-DsRed* expression when expressed in the larval fat body (Fig. 7e–g and Supplementary Fig. S13). These knockdown conditions did not block a control *GFP* transgene expression

(Fig. 7e’, f’, h), further supporting a specific effect of *eIF3h* knockdown on ATF4 signaling. We also examined an allele of *eif3h, k09003*, with a transposable element (P-element) inserted in its coding sequence. Homozygotes *eif3h*^*k09003*^ did not survive to late larval stages, but the heterozygote 3^rd^ instar larvae had weaker *Thor*^*intron*^*-DsRed* expression in the fat body (Supplementary Fig. S14).

To gain further insight into *eIF3h* RNAi’s effect, we generated a UAS line with the *crc* 5’ leader preceding the DsRed reporter (Fig. 7i). This transgene will not capture potential crc (ATF4) regulation that acts through the protein-coding sequence but is designed to report regulatory inputs at the 5’ leader upstream of the main ORF. We first tested the stress-inducible nature of this reporter in eye imaginal discs. When the reporter was expressed with the eyespecific *GMR-Gal4*, no DsRed expression was detected, indicating that the *crc* 5’ leader inhibited the main ORF translation in unstressed cells. Expressing *Rh1*^*G69D*^, a missense allele of *Rh1* that induces crc/ATF4 when expressed in eye imaginal discs^57^, robustly induced DsRed expression (Supplementary Fig. S15). The equivalent experiment in the *PERK −/−* background abolished DsRed induction, indicating that *crc 5’ leader-DsRed* reports eIF2α kinase-mediated crc induction (Supplementary Fig. S15). When driven with the fat body-specific Gal4 driver, we detected clear *crc 5’ leader-DsRed* signals that reported physiological ISR activity (Fig. 7j, k). Such reporter signal was significantly suppressed when *eIF3h* was knocked down (Fig. 7l, m). *eIF3h* RNAi did not significantly reduce phospho-eIF2α levels (Supplementary Fig. S16). These results support the idea that depletion of *4EHP* or *NELF-E* reduces eIF3 levels, and physiological ATF4 signaling is suppressed by the reduction of eIF3 subunits.

While our data demonstrates the requirement of *eIF3h*, overexpression of *eIF3h* alone was not sufficient to induce *Thor* ^*intron*^*-DsRed* (Supplementary Fig. S17a–c), perhaps because other eIF3 subunits could be limiting. Consistently, overexpressing *eIF3h* did not rescue the suppression of *Thor*^*intron*^*-DsRed* caused by *NELF-E* RNAi (Supplementary Fig. S17d, e).

Finally, we examined if the newly identified regulators are themselves under the control of crc/ATF4 signaling. We found that the transcript levels of *4EHP, NELF-E*, and *eIF3h* did not change significantly in late larval fat bodies as examined through RT-qPCR (Supplementary Fig. S18). These results do not support a feedback regulatory relationship between crc/ATF4 and *4EHP*, *NELF-E, eIF3h*.

## Discussion

In this study, we report that *4EHP* and *NELF-E* form a regulatory axis required for physiological crc/ATF4 signaling. 4EHP uses its 5’ cap-binding domain to bind *NELF-E* mRNA and promote *NELF-E* expression. *4EHP* and *NELF-E* regulate a highly overlapping set of genes and proteins, including subunits of the 40S ribosome and the eIF3 complex. Reducing these components, such as *Rps12* or *eIF3h*, suppresses crc/ATF4 signaling. While the *Drosophila* lines used in this study were not backcrossed to a common parental strain, key results were corroborated with independent RNAi lines or with classical mutant alleles. These results support a previously unrecognized relationship between *4EHP* and *NELF-E* and their roles in crc/ATF4 signaling (Fig. 8).

**Fig. 8:**
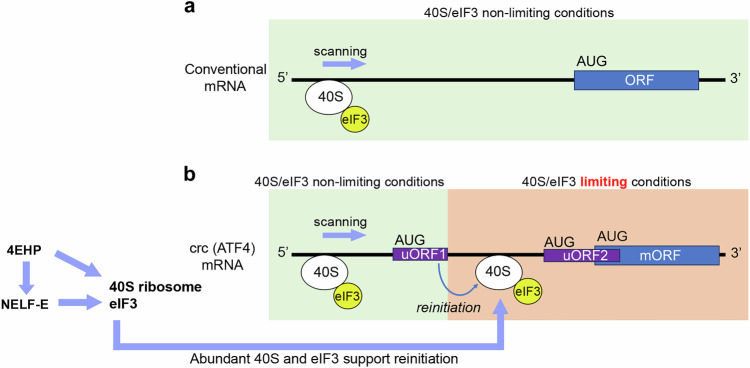
A model of crc (ATF4) regulation by 4EHP and NELF-E. **a** Translation of a conventional mRNA with a single Open Reading Frame. The 40S ribosome is depicted as a white oval, and the eIF3 complex in yellow. Other translation initiation factors are not shown. The 40S/eIF3 complex forms at the 5’ end and scans the mRNA in search of an AUG start codon. Neither 40S nor eIF3 is limiting under these conditions. **b** Translation of *crc* (*ATF4*) mRNA with two upstream ORFs (uORF1 and uORF2) that precede the main ORF (mORF). Like other mRNAs, the 40S/eIF3 complex scans the mRNA from the 5’ end. Translation elongation and termination of uORF1 is predicted to cause 40S/eIF3 dissociation from the mRNA. The limiting amounts of 40S/eIF3 complex that remain associated after uORF1 translation mediates reinitiation of translation at downstream ORFs. Because *4EHP* and *NELF-E* are required to produce abundant levels of 40S and eIF3 subunits, loss of *4EHP* or *NELF-E* impairs the translation of the crc (ATF4) mORF significantly.

Compared to the mRNA cap-binding protein eIF4E, there has been only a limited understanding of 4EHP function. While both proteins can bind to mRNA caps, only eIF4E can recruit eIF4G for translation initiation. 4EHP reportedly represses the translation of many mRNAs upon binding^39,42^. A small number of in vivo studies had identified 4EHP’s role in *Drosophila* development and in mouse behavior^39,58,59^. We find that *Drosophila* 4EHP has a specific role in regulating NELF-E and ATF4 signaling. ATF4 is an established regulator of nonessential amino acid biosynthesis, and the fat body is an organ that readily reprograms metabolism in response to amino acid deprivation^60–62^. Consistently, the loss *4EHP* reduced specific aspects of amino acid metabolism.

Our results show that the loss of *4EHP* impacts the proteostasis-related phenotypes of two degenerative disease models in *Drosophila*. One of the degenerative disease models we examined was the *parkin* mutant, which reportedly has higher PERK activity^12^. Consistently, we found that *parkin* loss strongly activated PERK’s downstream ATF4 signaling. Moreover, our data suggest that the excessive ATF4 signaling associated with *parkin* loss contributes to the phenotype.

Our TRIBE screen provides insights into the molecular function of 4EHP. The overall results indicate that 4EHP binds to a small fraction of cellular mRNAs. The results are consistent with the finding that 4EHP has a significantly weaker 5’ cap binding affinity compared to eIF4E^41^. 4EHP may bind to specific target mRNAs through a combination of its capbinding domain function and its interaction with other RNA-binding proteins. Among the highest-scoring 4EHP interactors was the mRNA of *NELF-E*. Because NELF-E protein levels were found to be reduced after *4EHP* RNAi, we conclude that 4EHP stimulates NELF-E expression after binding to the mRNA. Whether 4EHP acts as a translational regulator of *NELF-E* is unclear and beyond the scope of this study. It is possible that 4EHP stimulates *NELF-E* translation, analogous to its role in translating certain mRNAs^63,64^. Alternatively, 4EHP may affect *NELF-E* expression indirectly, perhaps by regulating mRNA maturation or transport.

NELF was initially characterized as a complex that promotes RNA polymerase II pausing at promoter proximal sites of certain genes^65,66^. More recent studies have reported NELF’s alternative role in regulating the cap-binding complex on nascent mRNAs^67–69^. The net effect of *NELF* depletion is a change in gene expression, with a reduction in transcripts involved in heat shock, ERK signaling, and innate immune response^55,56,70–72^. Our study shows that *NELF-E* is required for ATF4 signaling. Specifically, we found a clear reduction of crc/ATF4 in the larval fat body after *NELF-E* knockdown. Consistently, gene expression profiling data showed that *NELF-E* RNAi in the fat body caused a strong reduction in established ATF4 target gene expression. While the association between NELF and ATF4 target genes had evaded notice in previous studies, our own analysis of publicly available datasets further supports the relationship between NELF and amino acid biosynthesis. For example, a microarray study of *NELF* depleted *Drosophila* S2 cells reported a reduction in two out of three enzymes that convert 3-phospho-glycerate to Serine (*aay* and *CG11899*)^55^. Moreover, a study of mouse embryonic stem cells reported that *NELF-B* knockout caused the reduction of two out of three serine biosynthetic enzymes (*Phgdh* and *PSAT1*) and three well-established one-carbon pathway enzymes (*Shmt2*, *Mthfd1*, *Mthfd2*)^56^. These results suggest a relationship between NELF and ATF4-induced amino acid metabolism that is largely conserved across cell types and between species.

We did not see a change in *Drosophila crc* transcript levels after *NELF-E* knockdown, suggesting that *Drosophila NELF-E* regulates *crc* through a post-transcriptional regulatory mechanism. Among the proteins reduced in *NELF-E* RNAi fat body were multiple subunits of the 40S ribosome and an eIF3 subunit. This was interesting because eIF3 works together with the 40S ribosome during translation initiation^73^. Many other translation initiation factors dissociate from the ribosome once uORF translation initiates, but eIF3 remains bound to the translating 80S ribosome^26,27,29^. Such properties make eIF3 a prime candidate factor required for re-initiation after uORF translation, because eIF3 retained by the ribosome may help recruit other essential translation initiation factors that were lost during uORF translation (Fig. 8). Consistent with this idea, studies in yeast, *Arabidopsis*, and with human cells reported that eIF3 is required for the translation of ORFs that contain regulatory uORFs^23,24,30,31^. We found that the knockdown of *eIF3h* impairs ATF4 signaling, but not the expression of a control transgene. eIF3h is one of the non-core subunits of eIF3, with no homologs in *S. cerevisiae*. The data indicate that crc/ATF4 signaling is particularly sensitive to a reduction in *eIF3h* levels. In our experiments, a moderate reduction of 40S subunits or eIF3 did not affect the expression of *UAS-GFP*, a control transgene with a single ORF, and these results imply that ribosomes and eIF3 are not rate-limiting for that transcript expression. On the other hand, we found that the uORF-containing *crc* was highly sensitive to even a moderate reduction of *RpS12, eIF3l,* or *eIF3h*. This could reflect the fact that eIF3 is gradually lost from the ribosome during uORF translation, and there is a limiting amount of 40S-eIF3 downstream of the uORF to help re-initiate translation (Fig. 8).

In summary, our results support an ATF4-regulatory axis involving *4EHP*, *NELF-E*, 40S subunits and eIF3, which are required for physiological and pathological ATF4 signaling activity in *Drosophila*. The study provides insight into an ATF4 regulatory mechanism with pathological implications.

## Methods

### Fly strains

All flies were reared in a standard cornmeal-agar diet supplemented with molasses unless otherwise specified. Due to sexual differences in metabolism and ATF4 signaling, males were analyzed unless otherwise stated. All gene overexpression and RNAi experiments were done using the Gal4/UAS binary expression system^37^. *NELF-E* RNAi crosses were maintained at 20 °C due to larval lethality at higher temperatures. All other crosses were maintained at 25 °C. The following fly stocks were used for this study: *w*^*1118*^ (BDSC # 5905), *Thor* (*4E-BP*)^*intron*^*-* *DsRed*^34^, *dcg-Gal4, UAS-crc*^33^, *UAS-lacZ* RNAi^74^*, UAS-ATF4* (*crc*) RNAi (VDRC #109014), *UAS-4EHP* RNAi (VDRC #38399 and BDSC #36876), *UAS-NELF-E* RNAi (VDRC #21009, BDSC #32835), *UAS-eIF3h* RNAi (VDRC #106189, BDSC #55603), *UAS-eIF3l* RNAi (VDRC #107267), *UAS-4E-T* RNAi (VDRC #101047 and # 34755), *4EHP*^*CP53*^^39^, *park*^D*21*^^50^, *park*^*25*^^49^, *Perk*^*e01744*^ (BDSC #85557).

### Molecular cloning

To generate flies expressing 4EHP-ADAR constructs for TRIBE, fusion protein sequences were subcloned into the pUAST attB vector. The 4EHP-RD CDS (full sequence Flybase ID FBtr0303160) composed the N-terminus of the fusion protein, followed by a 3’ linker joined to the 5’ end of the ADAR-RN catalytic domain sequence. In accordance with previous reports using TRIBE, the ADAR sequence contains a mutation at E488Q to “hyper”-activate ADAR’s function to improve sensitivity^52^. The ADAR catalytic domain was followed by a second linker, joined by a C-terminal V5 tag. For 4EHP^W114A^-ADAR, the TGG codon for tryptophan at nucleotides 340–342 was substituted for GCT to encode alanine. The full construct was generated via Invitrogen GeneArt Gene Synthesis Services. EcoR1 and Kpn1 sites were introduced to the construct via High Fidelity PCR amplification using the following primers: ADAR-F-EcoR1 5’- GCGGAATTCATGAGCATGGAGAAAGTAGC-3’; ADAR-R-Kpn1 5’- AGTGGTACCTCACGTAGAATCGAGACCGA-3’. The resulting product was verified to be free of PCR-induced mutations using sanger sequencing with services provided by Genewiz. The pUAST attB plasmids containing the verified complete construct were injected into the line 24482 by BestGene Inc to insert into the 2^nd^ chromosome at a 51 C locus.

To generate the *crc 5’UTR-DsRed* reporter, the *crc* RA isoform was used, and its *ATF4* main ORF was replaced with the DsRed coding sequence. The resulting *crc* 5’UTR fused to DsRed was subcloned into the pUAST attB vector and injected into the VK37 strain to insert into the 2^nd^ chromosome at 22A3.

### Metabolic profiling

Late larval stage samples from control (*w*^*1118*^*)* and *4EHP*^*CP53*^ homozygous flies were analyzed by the NYU Metabolomics Core Resource Laboratory using the hybrid LCSM assay. Triplicate samples for each genotype were processed after scaling the metabolite extraction to a measured aliquot (5 larvae/mL). A panel of 147 metabolites were assessed, and 89 metabolites were detected in all 6 samples after background threshold correction. To assess differential metabolite expression, metabolite peak intensities were extracted to a library of m/z values and retention times developed with authentic standards. Intensities were extracted with an in-house script with a 10 ppm tolerance for the theoretical m/z of each metabolite, and a maximum of 30 s retention time window. A cocktail of isotope-labeled amino acid standards was spiked into the metabolite extraction solvent cocktail. Peak intensities were extracted according to a library of m/z values and retention times for the doubly labeled (13 C and 15 N uniform) amino acids.

### Nutrient starvation experiments

For full nutrient starvation experiments, day-1 adult male flies were collected and relocated to vials containing medium composed of 1.5% agarose in PBS, which were incubated at room temperature. At twelve-hour intervals, deaths were recorded. The experiment was run until all populations perished from starvation. For protein-only diet experiments, a medium composed of 1.5% agarose and 1.6% BSA in PBS was used.

### Photoreceptor degeneration assay

We collected 0-1 day AE flies from each genotype (Light: *w*^*1118*^, *n* = 44. *4EHP*^*CP53*^, *n* = 37. *crc*^*GFSTF*^, *n* = 57. Dark: *w*^*1118*^, *n* = 37. *4EHP*^*CP53*^, *n* = 15. *crc*^*GFSTF*^, *n* = 38.) and kept in regular cornmeal vials covered by parafilm made holes for a gas exchange. These vials were put into two cardboard boxes (11.5 cm × 11.5 cm × 14 cm) which are with or without a lid. The boxes are put in a 25 °C incubator during the assay. For the light source, we put an LED light pad (B4 Tracing Light Box with Internal Cord + Foldable Stand, 14.2 * 10.6 Inches Light Board for Tracing, 3-Levels Brightness, 8000 LUX Tracing Light Pad for Children, VKTEKLAB) on the boxes and adjusted the intensity to be 211-259 lux in the no-lid box. The deep pseudopupil (Dpp) in living flies was observed under SMZ1500 (Nikon) under blue light. The observation was done from day 10 to day 28 AE. The survival data was analyzed using “GraphPad Prism 10” (GraphPad Software).

### Confocal microscopy and Immunohistochemistry

Freshly dissected larval tissue was fixed by incubating in 4% PFA for 20 min, and then washed in 0.1% PBS-T three times, 5–10 min each wash. For images displaying samples expressing *Thor*^*intron*^*-DsRed* and *UAS-GFP*, tissues were then suspended onto whole mount slides in either a solution of 50% glycerol containing DAPI or Vectashield antifade mounting medium for fluorescence with DAPI (H-1200). For images displaying samples expressing *crc5’-dsRed*, tissues were labeled with anti-DsRed (Takara 632496, 1:1000) and anti-Rh1 (DSHB 4C5 antibody 1:200) for 1 h. Samples were then washed three additional times before incubated with 546 nm secondary antibodies (1:500) for one hour. After final washes, the tissues were mounted for imaging. Confocal imaging was performed with LSM 700 using a 20x objective lens. Signal intensity was quantified in ImageJ by measuring red (*Thor*^*intron*^*-DsRed*, *crc’5-DsRed*) or green (*UAS-GFP*) fluorescence over the range defined by DAPI-stained nuclei.

### RT-qPCR

RNA from the *Drosophila* larval fat body was isolated with TRIzol (Thermo Fisher Scientific) following the manufacturer’s instructions. Unless otherwise stated, each biological replicate for RT-qPCR and RNA-seq experiments was composed of RNA derived from 10 male *Drosophila* larval fat bodies for all genotypes. For sample homogenization, pestles for 1.5 mL microcentrifuge tubes (USA Scientific, 1415–5390) were used. Maxima H Minus Reverse Transcriptase was used to generate cDNA from 500 ng RNA, which was subsequently used to perform qPCR with GreenPower SYBR® Green PCR Master Mix (Invitrogen). Relative mRNA levels were determined by using the delta delta CT method to measure cycle threshold, normalized to products generated using primers for *Rp49* or *Rpl15*. The primers for *Thor* and *ATF4* are previously recorded elsewhere. Other primers as follows: Rp49-F 5’- AGATCGTGAAGAAGCGCACCAAG-3’; Rp49-R 5’- CACCAGGAACTTCTTGAATCCGG- 3’; Rpl15-F 5’-AGGATGCACTTATGGCAAGC-3’; Rpl15-R 5’- GCGCAATCCAATACGAGTTC-3’; 4EHP-F 5’- CAGCGATGTGGATAATCAG-3’; 4EHP-R 5’- GAGAACCAGAGGCAGTAT-3’; NELFE-F 5’- TTCATGGCAAGAATGTGAATGG-3’; NELFE-R 5’- GATTTGCTGGCGGCAATAG-3’. eIF3h-F 5’- CTTCAAGCAGGATACGGAGAAG-3’; eIF3h-R 5’-GTTTGATCACTTCCTCCTCTGG-3’.

### RNA-seq and data analysis

RNA from the *Drosophila* larval fat body was isolated with TRIzol following the manufacturer’s instructions. The extracted RNA was then treated with DNase (Turbo DNA free kit) to remove contaminant genomic DNA, and then ethanol precipitated. The samples were vacuum dried, resuspended in dH_2_O and sent to the NYU Genome Technology Center (RRID: SCR_017929) for RNA sequencing using the Illumina NovaSeq 6000 platform using Sp100 Flow Cell v1.5. Triplicate samples for each genotype were analyzed. The cDNA library was prepared from polyA-containing mRNA. We followed Igor Dolgalev’s Seq-N-Slide automated workflow (https://github.com/igordot/sns) to process the fastq files. The DESeq2 package (R v3.6.1) was used for differential gene expression analysis between groups of samples. We filtered the data to analyze transcripts with baseMean values above 350. Normalized cpm counts were used to generate heatmaps.

### Identification of 4EHP-binding RNAs through TRIBE

Targets of RNA-binding proteins discovered by editing (TRIBE) experiments were performed following published protocols^75^. Specifically, we generated an in-frame fusion between 4EHP’s coding sequence and the catalytic domain of ADAR through gene synthesis. As a negative control, we generated an equivalent construct with the W114A mutation of 4EHP that disrupts its mRNA cap-binding domain. These sequences were subcloned into pUAST-attB, which were injected to generate targeted insertion lines on the 2^nd^ chromosome. The transgenes were expressed in the larval fat body using the *dcg-Gal4* driver, and the RNAs were sequenced through the NYU Genome Technology Core (see above) to generate fastq files. Preprocessing/adapter trimming was performed using FLEXBAR (https://github.com/seqan/flexbar). Read mapping was done using HiSAT2 version 2.1.0.

JACUSA was used to identify genomic positions where base frequency distributions differ substantially in RNA-DNA (RDD) or RNA-RNA (RRD) comparisons. For the identification of ADAR-edited sites, we followed the Dieterich lab TRIBE workflow (https://github.com/dieterich-lab/tribe-workflow). We specifically considered as 4EHP targets those that showed preferential A to G conversion by wild-type 4EHP-ADAR as compared to the negative control (4EHP ^W114A^ mutant-ADAR). The binding score was defined as a log-likelihood ratio of A to G change on specific nucleotides between the two conditions.

### Antibodies and western blots

Protein extracts were prepared from larval fat bodies with either RIPA buffer or the TRIzol reagent according to the manufacturer’s instructions. Protein was resuspended in 1% SDS and quantitated using Pierce BCA Protein Assay. SDS-PAGE was run on approximately 3-microgram samples and transferred onto PVDF (Immobilon-P, IPVH00010) or nitrocellulose (Bio-rad, 1620115) membranes. Membranes were blocked using 5% milk in TBS-T or using SuperBlock blocking buffer in TBS (thermo scientific, 37535). Primary antibodies used include guinea pig anti-crc (ATF4)^34^, anti-phospho-eIF2α (1:500, Cell Signaling 9721S), anti-beta tubulin (Covance #MMS-410P), anti-NELF-E^70^, anti-DsRed (Takara), anti-Rh1 (DSHB). Secondary antibodies containing HRP (1:5000-1:10000 dilution) were used to image bands, with captured via ChemiDoc or developed using autoradiography sheets. Band intensity was then measured using ImageJ.

### Quantitative proteomics

For each genotype, triplicate samples were analyzed. Protein extracts were prepared from ten male larval fat bodies with the Total Protein Extraction Kit for Adipose Tissue/Cultured Adipocytes (AT-022, Invent Biotechnologies Inc) following the manufacturer’s instructions. 10 microliters from each sample was diluted two fold with a buffer consisting of 5% SDS, 20 mM CAA, 20 mM TCEP, 100 mM Tris (pH = 8) and incubated 15 minutes at 90 °C. 10 microliters of magnetic SP3 beads suspension (5% solids) was added, and the proteins were precipitated on beads by two fold dilution with ethanol. The beads were then washed three times with 150 microliter of 85% ethanol, followed by digestion in 100 microliter of buffer containing 0.2 micrograms of trypsin for 8 h at 37 °C (1000 rpm). The resulting peptides were loaded on Evosep Pure C18 tips and analyzed in DIA mode on QExactive HF-X coupled to Evosep One LC system (88 min LC gradient). The resulting MS RAW data were analyzed in Spectronaut using directDIA search mode. Quantification was done on the MS2 level.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1 - 7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All RNA-seq and TRIBE sequence files are available through the NIH GEO (accession number GSE309407). The raw proteomics data is available through the MassIVE repository (dataset ID MSV000099506). Source data are provided in this paper.

# Supplementary material for: 4EHP and NELF-E regulate physiological ATF4 induction and proteostasis in disease models of Drosophila
**Source:** Nat Commun. 2025 Dec 23;17:626. doi: 10.1038/s41467-025-67357-5
**Supplement:** Supplementary file 1 — Supplemental Information

# **4EHP and NELF-E regulate physiological ATF4 induction and proteostasis in disease models of *Drosophila***

## **Supplemental Information**

Kristoffer Walsh<sup>1</sup>, Hidetaka Katow<sup>1</sup>, Hannah Junn<sup>1</sup>, Deepika Vasudevan<sup>1,2</sup>, Christoph Dieterich<sup>3</sup>,  
Hyung Don Ryoo<sup>1, §</sup>

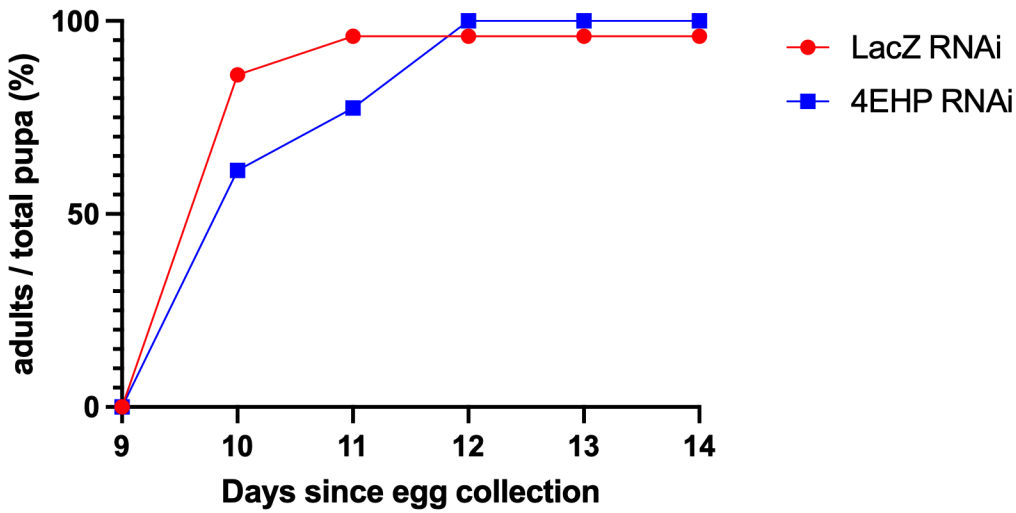

|                 |        |
|-----------------|--------|
|                 |        |
| P value         | 0.0435 |
| P value summary | *      |

**Figure S1: A moderate developmental delay caused by *4EHP* RNAi in the fat body.** The rate of eclosion (y axis: number of adults eclosed divided by the total number of pupae) on the indicated days after egg collection. Most control *lacZ* RNAi flies (*dcp-Gal4/UAS-lacZ RNAi*) (n = 48) eclose at day 10, and *4EHP* RNAi (*dcp-Gal4/UAS-4EHP RNAi*) (n = 31) show a moderate delay in adult eclosion. Statistics was assessed through log-rank analysis. \* indicates  $p < 0.05$ .

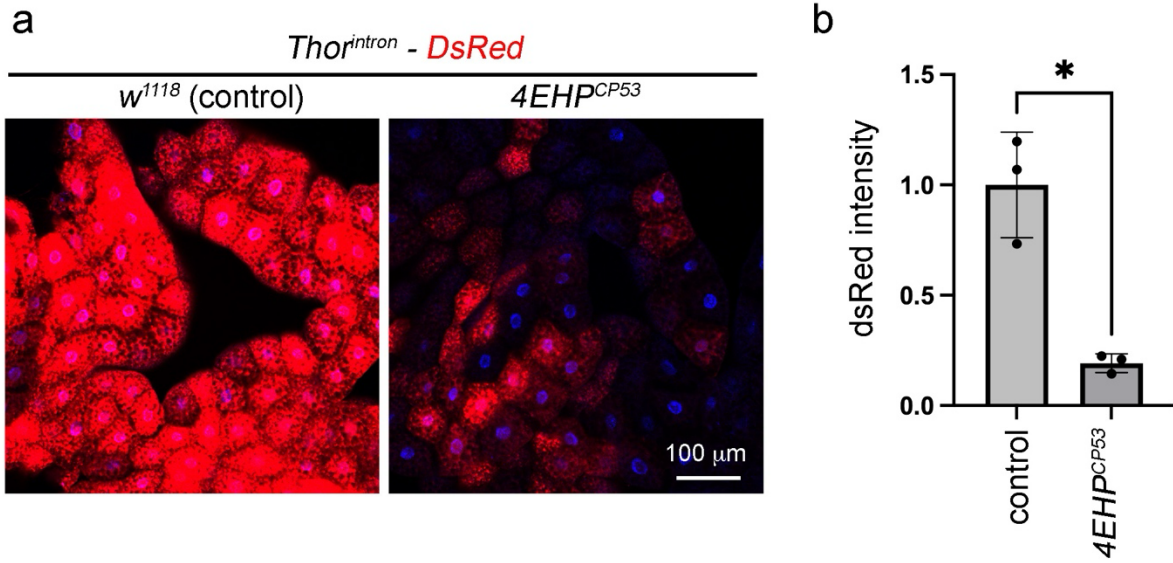

**Figure S2: *Thor<sup>intron</sup>-DsRed* expression is reduced in the *4EHP<sup>CP53</sup>* mutant fat body.** (a) *Thor<sup>intron</sup>-DsRed* (red) in the dissected 3rd instar larval fat body. Nuclei are counter-labeled with DAPI (blue). Strong reporter signal in the control *w<sup>1118</sup>* background (left) becomes weaker in the *4EHP<sup>CP53</sup>* background (right). (b) Quantification of the DsRed intensity in three biological replicates (n = 3) per genotype, *w<sup>1118</sup>* (control) vs *4EHP<sup>CP53</sup>* (p = 0.0251). Data presented are mean values +/- SD. Two-tailed Welch's T-test was used for the statistical analysis. \* indicates p < 0.05.

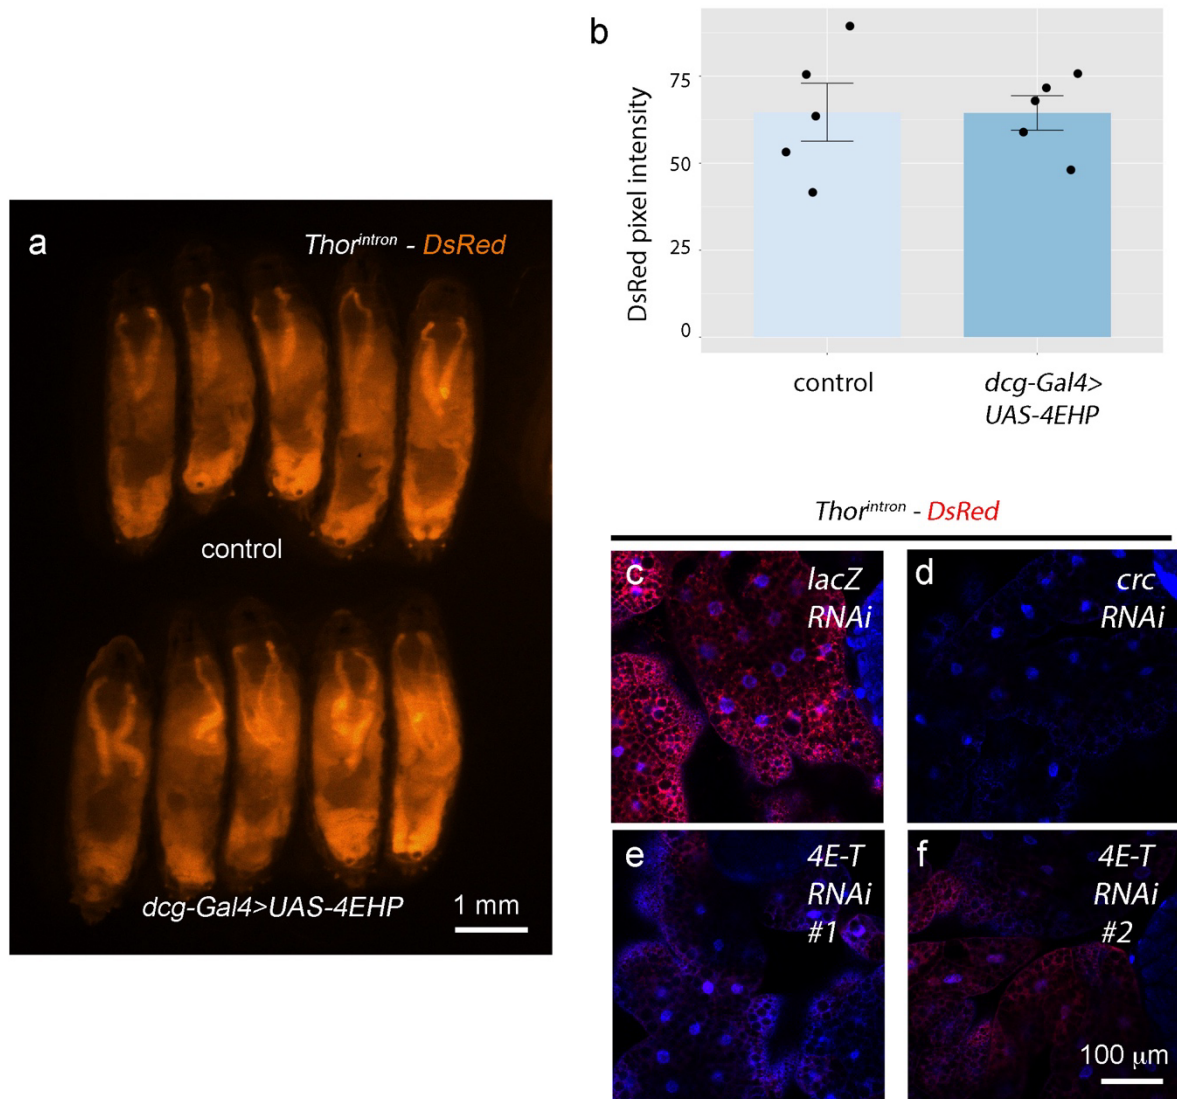

**Figure S3: *Thor<sup>intron</sup>-DsRed* expression is not enhanced by *4EHP* overexpression but reduced by *4E-T* knockdown in the fat body.** (c) (a, b) Late third instar larvae with the *Thor<sup>intron</sup>-DsRed* reporter. The DsRed signals from control larvae of the genotype *dcg-Gal4, Thor<sup>intron</sup>-DsRed/+* (top five larvae) are similar to those overexpressing *4EHP* in the fat body (bottom five larvae). (b) Quantification of the DsRed intensities from the larvae in (a). The two-tailed unpaired t-test finds the difference statistically insignificant. (c- f) Dissected 3rd instar fat body with *Thor<sup>intron</sup>-DsRed* (red). Nuclei were counter-labeled with DAPI (blue). (c) A negative

control fat body with *lacZ* RNAi. (d) *crc* (*atf4*) knockdown reduces *Thor<sup>intron</sup>-DsRed* expression. (e, f) Two independent RNAi lines against *4E-T* also reduce *Thor<sup>intron</sup>-DsRed* expression. RNAi #1 is VDRC GD34755, and RNAi #2 is KK 101047.

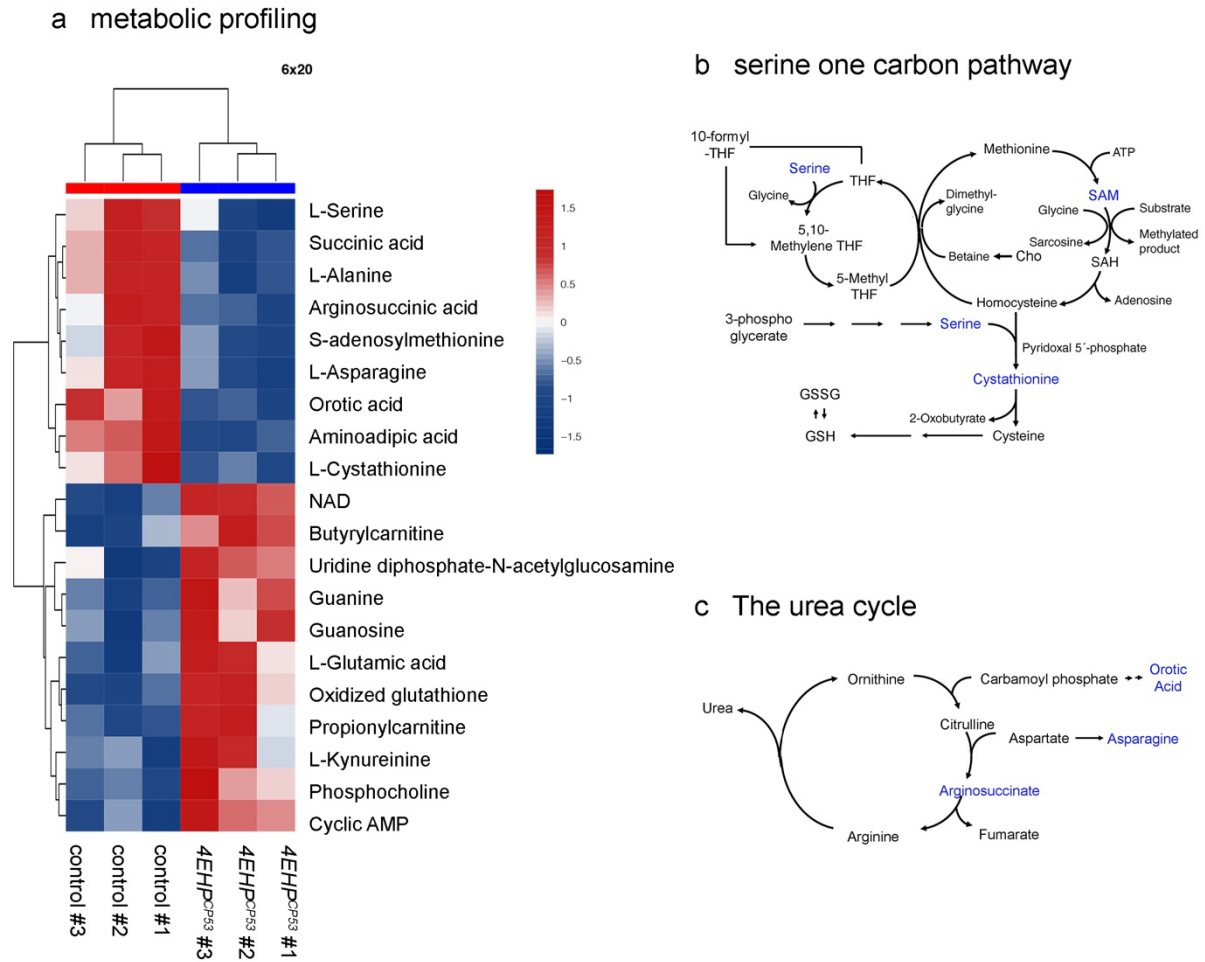

**Figure S4: Loss of *4EHP* reduces amino acid metabolites within the serine-one-carbon and the urea cycle pathways.** (a) A heat map of the metabolites that changed significantly in *4EHP*<sup>CP53</sup> homozygous third instar larvae. A panel of 147 metabolites was examined. Blue indicates metabolites that were significantly reduced, and red indicates those with significantly higher levels in each row. Out of the nine significantly downregulated metabolites, seven were either amino acids or their metabolites. (b, c) A schematic diagram of the serine-one-carbon pathway (b) and the urea cycle (c). Six metabolites that were significantly downregulated in *4EHP*<sup>CP53</sup> are shown in blue.

a lifespan (standard food)

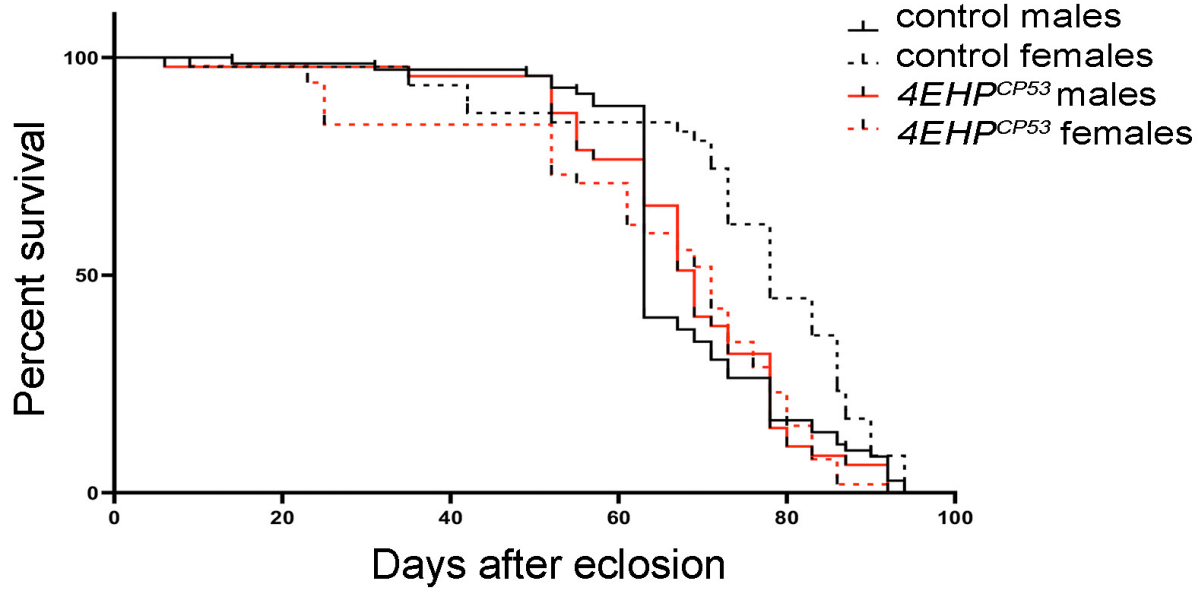

**Figure S5: Lifespan of wild type and  $4EHP^{CP53}$  mutant flies.** Shown are survival curves of wild type and  $4EHP^{CP53}$  mutant males and females reared with standard food. The n numbers for each genotype are: control males = 37, control females = 47,  $4EHP^{CP53}$  males = 47,  $4EHP^{CP53}$  females = 49. Log-rank was used to test statistical significance.  $p = 0.8567$  between control and  $4EHP^{CP53}$  males.  $P < 0.0001$  between control and  $4EHP^{CP53}$  females.

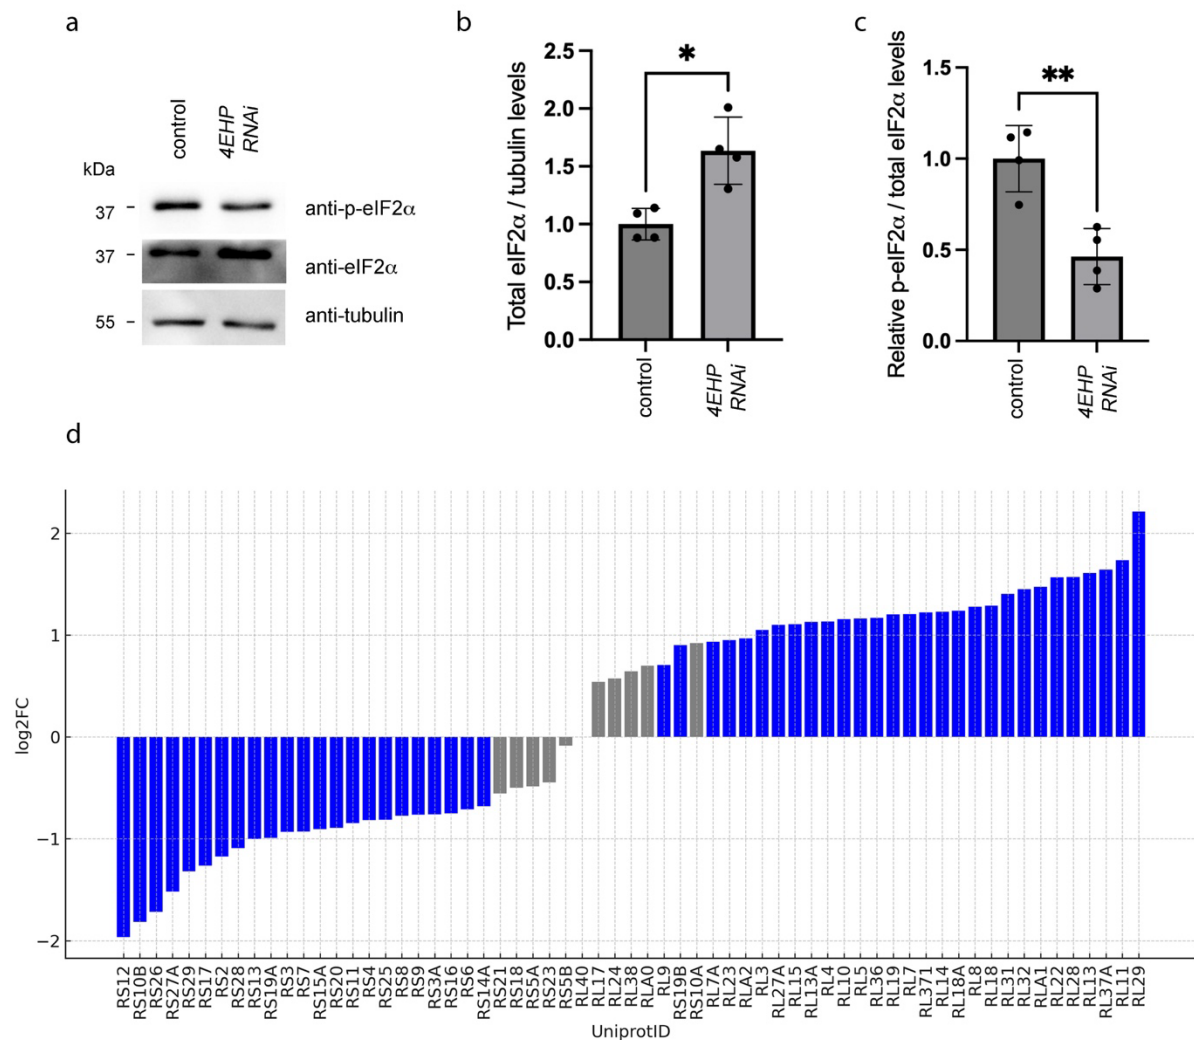

**Figure S6: Changes in the protein levels of eIF2 and ribosome subunits caused by 4EHP RNAi.** (a-c) Western blot results. (a) Representative blots of anti-phospho-eIF2 $\alpha$  (top gel), anti-(total)-eIF2 $\alpha$  (middle gel), and anti-tubulin (bottom gel) from larval fat bodies of *lacZ RNAi* control (lane 1) or *4EHP RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. (b) Quantification of total eIF2 $\alpha$

protein band intensity normalized with tubulin. *4EHP RNAi* samples measured higher for total eIF2 $\alpha$  protein, in agreement with proteomic results. (c) Quantification of relative P-eIF2 $\alpha$  to total eIF2 $\alpha$ . An increase in total eIF2 $\alpha$  results in a significant decrease in the relative P-eIF2 $\alpha$  / total eIF2 $\alpha$  ratio. Data in (b) and (c) presented are mean values  $\pm$  SD. Two-tailed Welch's t-test was used for statistical analysis, in (b) *lacZ* (control) vs *4EHP RNAi*, total eIF2 $\alpha$  ( $p = 0.0147$ ) as well as in (c) *lacZ* (control) vs *4EHP RNAi*, phospho-to-total eIF2 $\alpha$  ratio ( $p = 0.0043$ ). Data represent four biological replicates ( $n = 4$ ). \* indicates  $p < 0.05$ , and \*\* indicates  $p < 0.005$ . (d) The graph is based on the quantitative proteomics data presented in Table S3. Those with significant changes ( $p_{adjusted} < 0.05$ ) are labeled in blue. Significantly reduced ribosomal proteins are all part of the 40S subunit (RpS), while many 60S subunit proteins (RpLs) are detected at higher levels.

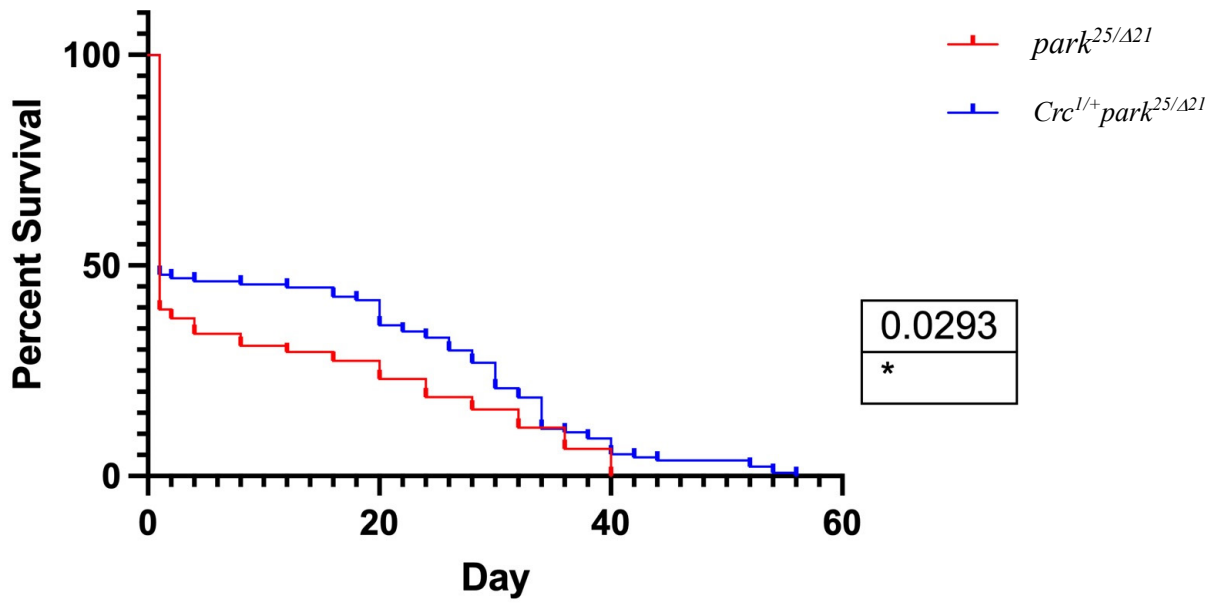

**Figure S7: Lifespan of *parkin* homozygote adults in a control or *crc*<sup>1</sup> heterozygous**

**background.** Shown are survival curves of adult flies reared with standard food. *park*<sup>25/Δ21</sup> represents the genotype *parkin*<sup>25</sup>/*parkin*<sup>Δ21</sup>. The n numbers for each genotype are: *park*<sup>25/Δ21</sup> = 139, *crc*<sup>1/+</sup>; *park*<sup>25/Δ21</sup> = 134. Log-rank was used to test statistical significance. *p* = 0.0293.

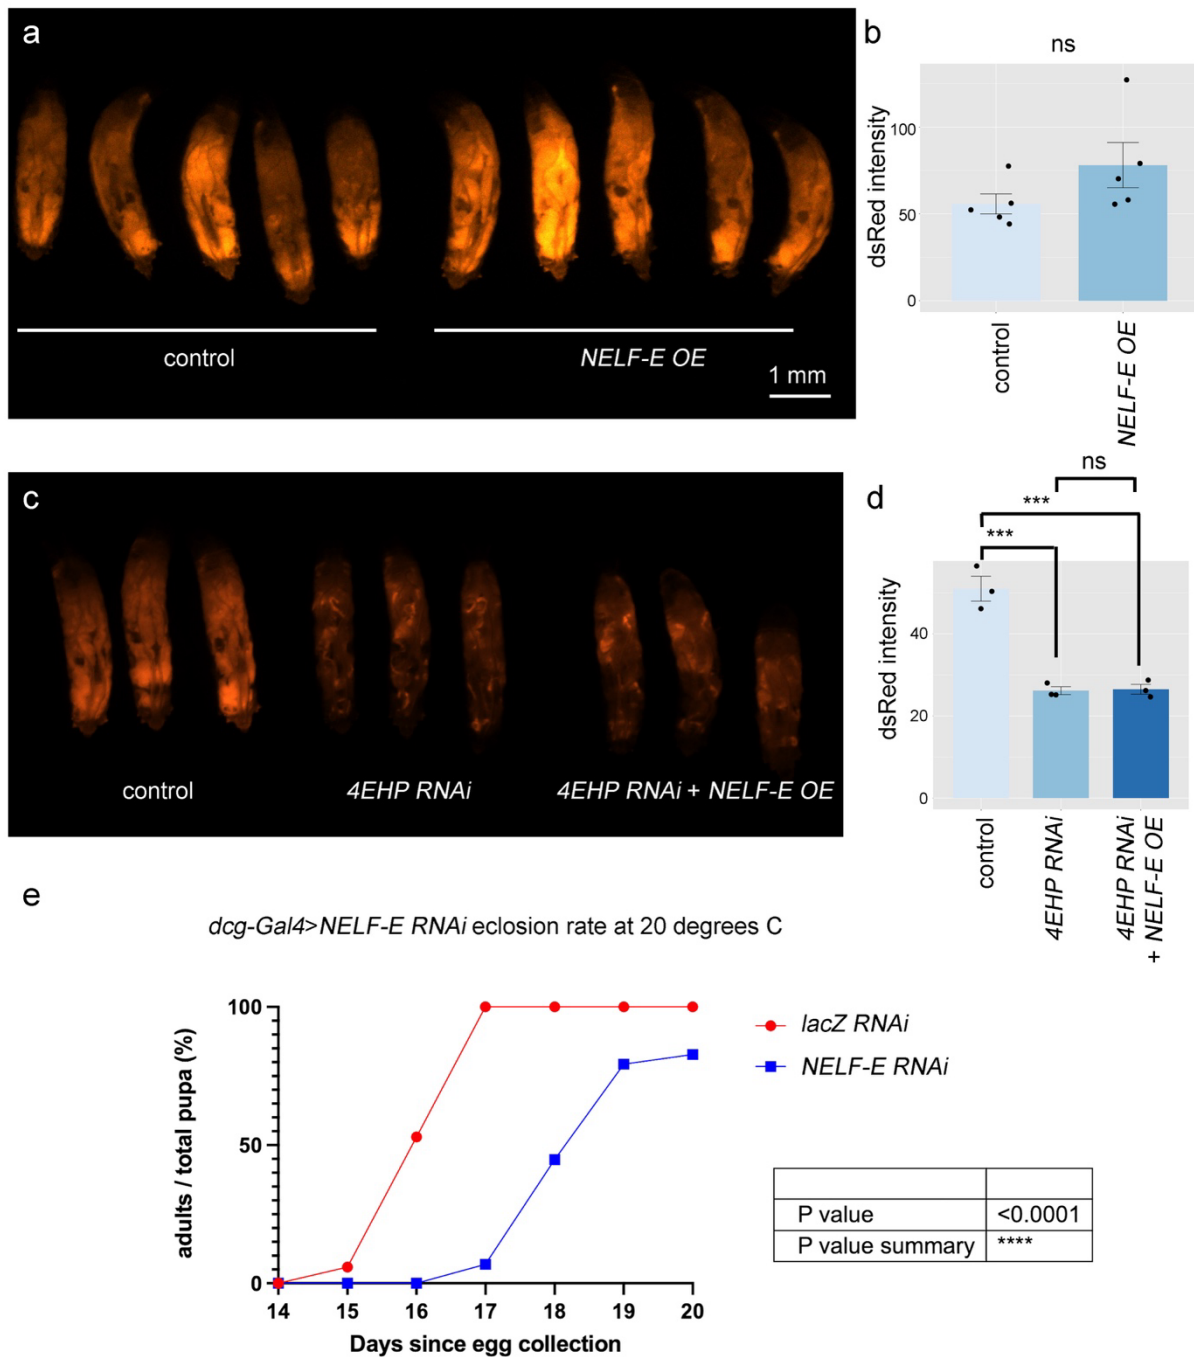

**Figure S8: *NELF-E* overexpression is not sufficient to induce *Thor<sup>intron</sup>-DsRed* expression.**

Shown are dorsal views of late third instar larvae expressing *Thor<sup>intron</sup>-DsRed* (red) in the indicated genetic backgrounds. Knockdown or overexpression was done using the fat body-

specific *dcr-Gal4* driver. *NELF-E OE* refers to *NELF-E* overexpression (a) Comparison of *Thor<sup>intron</sup>-DsRed* levels between controls (left five larvae; genotype *Thor<sup>intron</sup>-DsRed, dcr-Gal4/+*) and those overexpressing *NELF-E* (right five larvae; genotype *Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-NELF-E*). (b) Quantification of the average DsRed pixel intensities from the larvae in (a). The two-tailed unpaired t-test was used to assess statistical significance. ns = not significant. (c) *4EHP RNAi* reduces the *Thor<sup>intron</sup>-DsRed* signal, which is not rescued by *NELF-E* overexpression. Genotype: control (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/+*), *4EHP RNAi* (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-4EHP RNAi*), *4EHP RNAi + Nelf-E OE* (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-4EHP RNAi, UAS-Nelf-E*). (d) Quantification of the average DsRed intensities from the image in (c). ANOVA followed by Tukey's HSD was used to assess statistical significance. ns is non significance. \*\*\* represents  $p < 0.0005$ . (e) Developmental delay caused by *NELF-E* knockdown using the *dcr-Gal4* driver. The y axis shows the percent of eclosed adults from pupae, and the x axis indicates the number of days after eggs were collected. A significant developmental delay occurs when *NELF-E RNAi* is targeted to the fat body, even when grown at a lower temperature (20 °C) where *dcr-Gal4* activity is reduced. Due to the lower temperature, all flies will undergo slower development than shown in Supplemental Figure S1. About half of control *lacZ RNAi* flies (*dcr-Gal4/UAS-lacZ RNAi*) (n = 17) eclose at day 16, with the remainder eclosing at day 17; meanwhile, *NELF-E RNAi* (*dcr-Gal4/UAS-NELF-E RNAi*) (n = 29) show a significant delay ( $p < 0.0001$ ) of approximately two days under these conditions. Statistics was assessed through log-rank analysis.

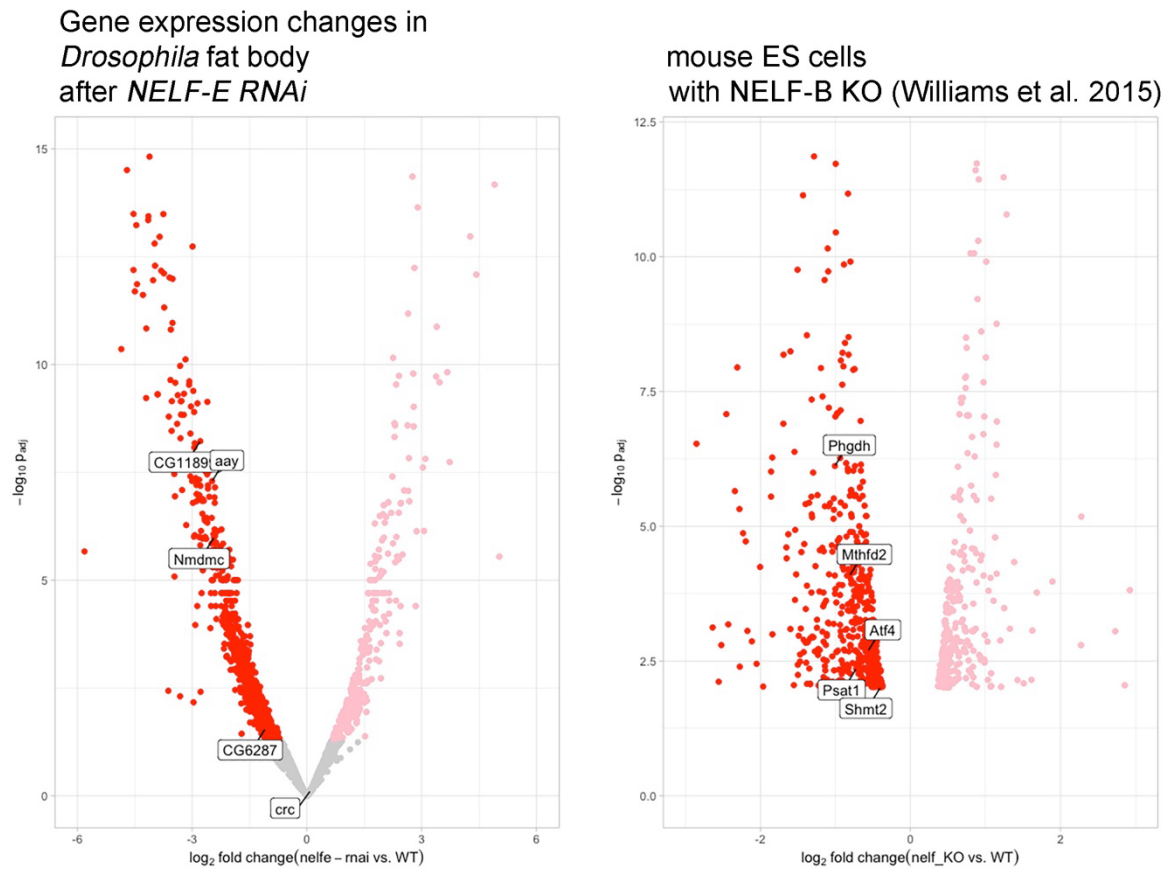

| <i>Drosophila</i> | mouse         |
|-------------------|---------------|
| <i>CG6287</i>     | <i>Phgdh</i>  |
| <i>CG11899</i>    | <i>Psat1</i>  |
| <i>Nmdmc</i>      | <i>Mthfd2</i> |
| <i>crc</i>        | <i>Atf4</i>   |

**Figure S9: RNA profile changes in *NELF* deficient cells.** Shown are volcano plots of gene expression changes reported in previous studies [55, 56]. Those significantly reduced ( $p_{adj} < 0.05$ ) are in red, and those increased are in pink. (Left) Gene expression changes in *NELF-E* RNAi *Drosophila* fat body samples [55]. (Right) Gene expression changes in *NELF-B* knockout mES cells reported in Williams et al., 2015 [56]. The data in the spreadsheets of those studies

were converted to a volcano plot here, with the Serine-One-Carbon pathway enzymes and *Atf4* highlighted in the insets. The table below shows the homologous genes between the two species.

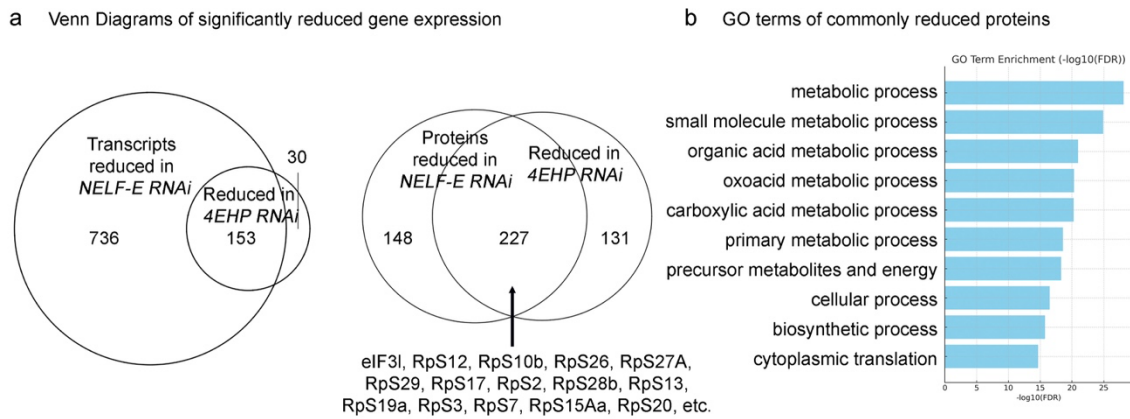

**Figure S10: Overlap of gene expression changes between *4EHP* RNAi and *NELF-E* RNAi fat bodies.** (a) Venn Diagrams of significantly reduced gene expression ( $p_{\text{adjusted}} < 0.05$ ) under the two conditions of RNAi. The left diagram shows a reduction in transcripts, and the right diagram shows peptide level reductions. (b) Enriched GO Terms of commonly reduced proteins.

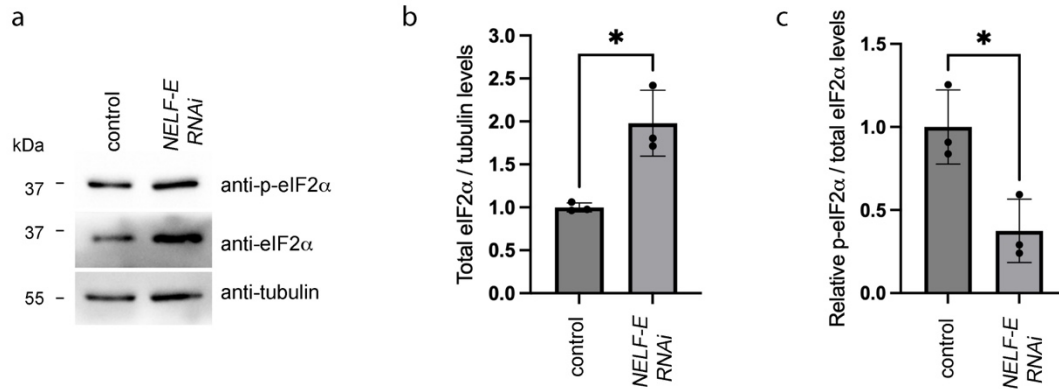

**Figure S11: Changes in levels of eIF2α protein in *NELF-E RNAi*.** (a) Anti-phospho-eIF2α (top gel), anti-(total)-eIF2α (middle gel) and anti-tubulin (bottom gel) western blots from larval fat bodies of *lacZ RNAi* control (lane 1) or *NELF-E RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. (b) Quantification of total eIF2α protein band intensity normalized to tubulin. *NELF-E RNAi* samples had higher levels of total eIF2α protein, validating the proteomic results (p = 0.0453). (c) Quantification of the relative P-eIF2α / total eIF2α ratio. The increase in total eIF2α in *NELF-E RNAi* samples causes a significant decrease in the relative P-eIF2α / total eIF2α ratio (p = 0.0219). Two-tailed Welch's t-test was used for statistical analysis. Data presented are mean values +/- SD and represent three biological replicates (n = 3) per genotype. \* indicates p < 0.05.

## Developmental stage at 6 days after egg laying

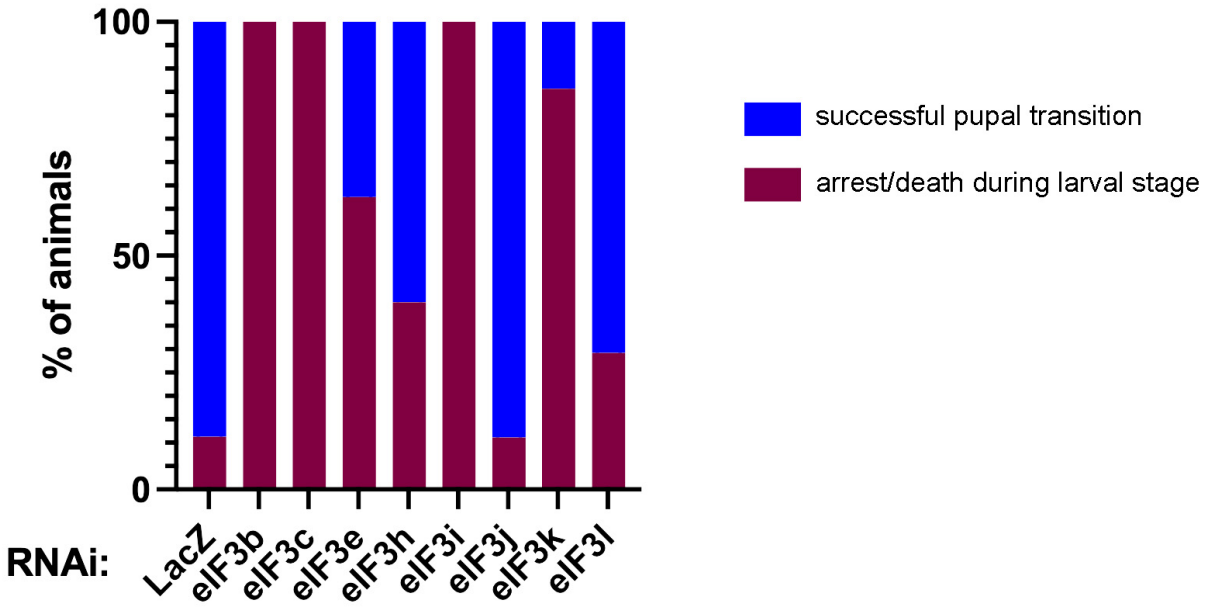

**Figure S12: Developmental delay caused by *eIF3* subunit knockdown in the fat body.** A bar graph shows the developmental stage of the flies at 6 days after egg laying. The indicated genes were knocked down using *dcr-Gal4*. Blue represents those that reach the pupal stage, while red indicates those arrested or dead at an earlier developmental stage. Note that most control (*lacZ* RNAi) flies become pupae by this point. Knockdown of *eIF3b*, *eIF3c*, or *eIF3i* results in complete lethality or developmental arrest.) The n numbers of each RNAi condition is as follows: *LacZ* (n = 80), *eIF3b* (n = 28), *eIF3c* (n = 15), *eIF3e* (n = 16), *eIF3h* (n = 35), *eIF3i* (n = 30), *eIF3j* (n = 45), *eIF3k* (n = 35), *eIF3l* (n = 24).

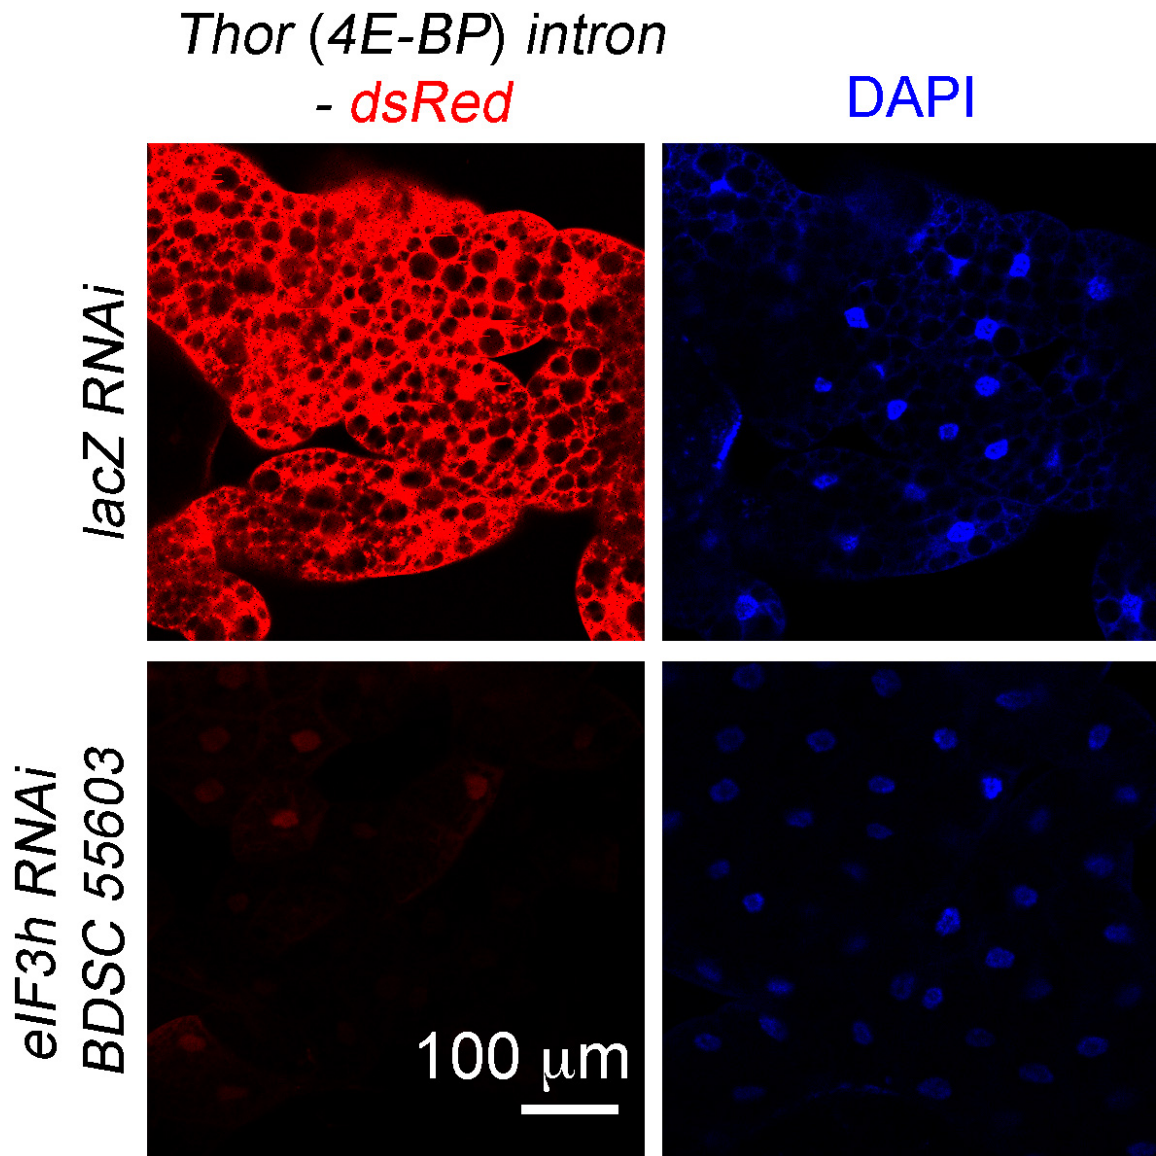

**Figure S13: Validation of the *eIF3h* RNAi phenotype with an independent RNAi line.**

BDSC 55603 was used for *eIF3h* knockdown. *lacZ* RNAi was used as a control. *Thor<sup>intron</sup>-DsRed* (red) signal is specifically reduced by *eIF3h* RNAi. DAPI (blue) labels the nuclei.

*Thor*<sup>intron</sup> - *dsRed*

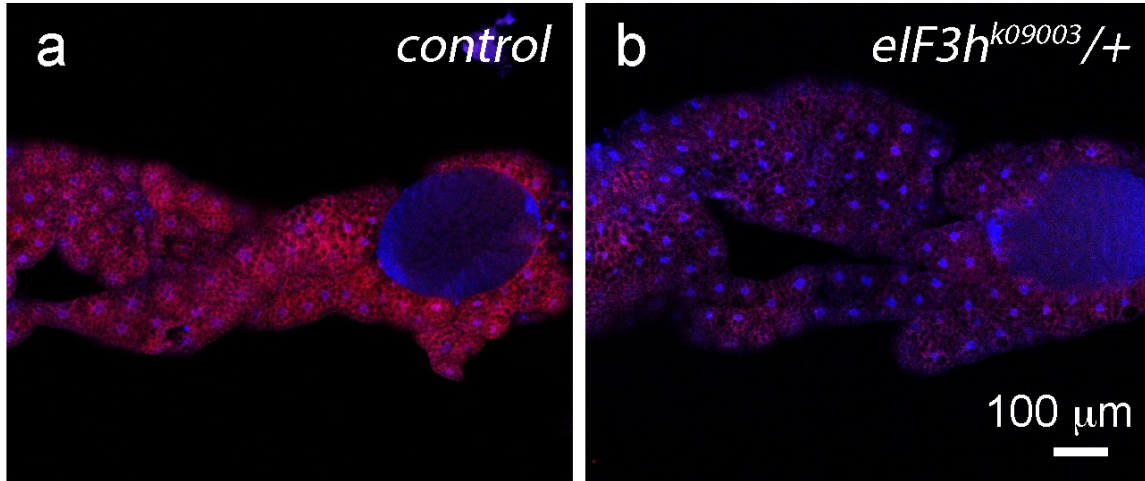

**Figure S14: *Thor*<sup>intron</sup>-*DsRed* signal is reduced in *eIF3h* heterozygous larval fat body.**

Shown are dissected 3rd instar larval fat body containing *Thor*<sup>intron</sup>-*DsRed* (red), counter-labeled with DAPI (blue). (a) The reporter expression in the control *w*<sup>118</sup> background. (b) The reporter signal in the *eIF3h*<sup>k09003/+</sup> genetic background.

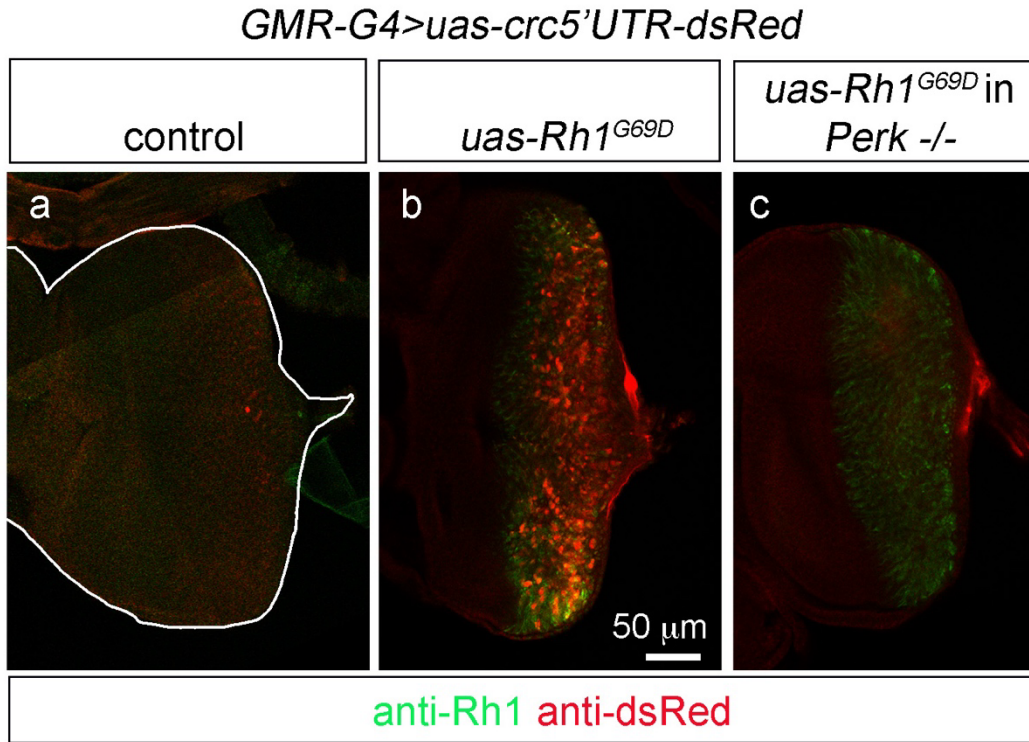

**Figure S15: *crc5'UTR-DsRed* reporter is induced by stress-imposing *Rh1<sup>G69D</sup>* expression dependent on the eIF2 $\alpha$  kinase, *Perk*.** Shown are 3rd instar larval eye imaginal discs, with the *crc5'UTR-DsRed* reporter expressed in the posterior (right) half through the *GMR-Gal4* driver. DsRed was detected with anti-DsRed (red) and *Rh1<sup>G69D</sup>* labeled with anti-Rh1 (green). (a) A control disc without *Rh1<sup>G69D</sup>* expression. Even though the reporter is driven by *GMR-Gal4*, DsRed is not expressed due to the regulatory *crc 5'UTR* sequence. The imaginal disc outline is shown in white. (b) A disc co-expressing *Rh1<sup>G69D</sup>*. DsRed is induced within the domain of *Rh1<sup>G69D</sup>* expression. (c) A disc expressing *Rh1<sup>G69D</sup>* in the *Perk<sup>e01744</sup>* homozygous background.

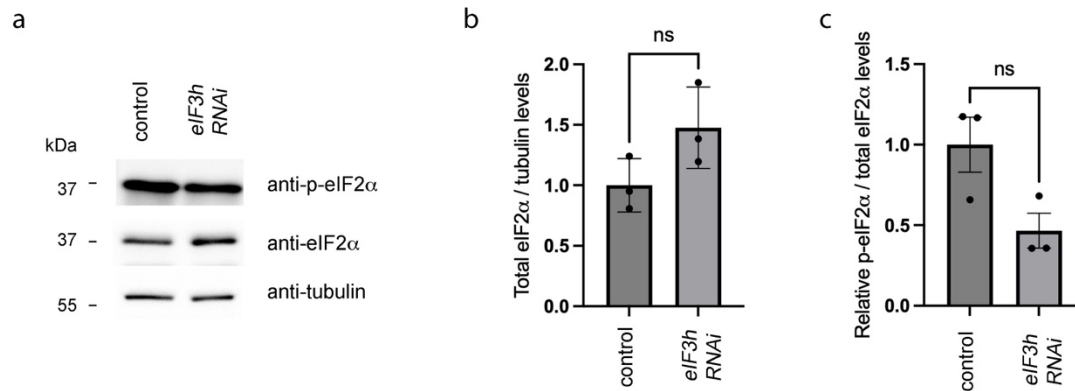

**Figure S16: Changes in the levels of eIF2α protein in *eIF3h RNAi*.** (a) Anti-phospho-eIF2α (top gel), anti-(total)-eIF2α (middle gel) and anti-tubulin (bottom gel) western blots from larval fat bodies of *lacZ RNAi* control (lane 1) or *eIF3h RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. Replicates from either gel were probed with antibodies recognizing phosphorylated eIF2α or total eIF2α and tubulin. (b) Quantification of total eIF2α protein band intensity normalized to tubulin. *eIF3h RNAi* samples trended higher than control, but these results were not statistically significant ( $p = 0.1212$ ). Data presented are mean values  $\pm$  SD. (c) Quantification of the relative P-eIF2α to total eIF2α ratio. *eIF3h RNAi* did not cause a statistically significant change in the P-eIF2α / total eIF2α ratio ( $p = 0.0683$ ). Data presented are mean values  $\pm$  SEM. Two-tailed Welch's t-test was used for statistical analysis in (b) and (c); data represent three biological replicates ( $n = 3$ ). ns indicates not significant.

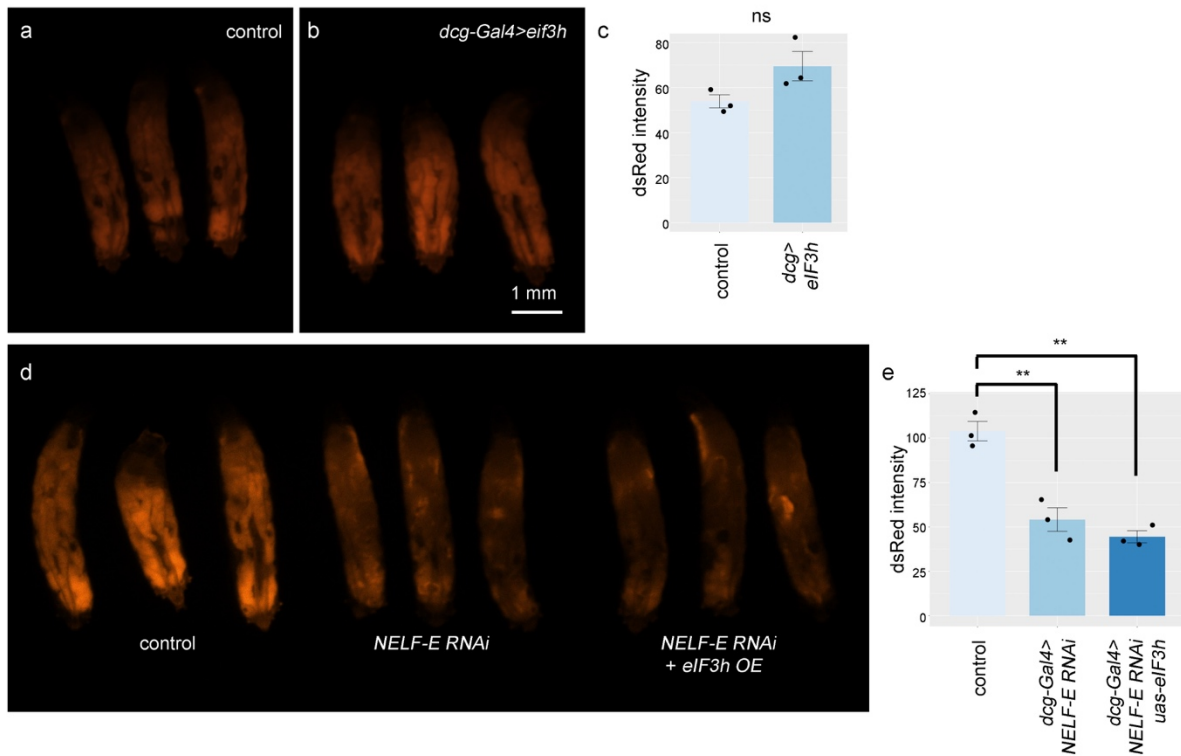

**Figure S17: *eIF3h* overexpression does not increase the *Thor*<sup>intron</sup>-DsRed signal.** Shown are late third instar male larvae. (a) Control larvae of the genotype *dcg-Gal4*, *Thor*<sup>intron</sup>-DsRed/+.

(b) *eIF3h* overexpressing larvae (genotype; *dcg-Gal4*, *Thor*<sup>intron</sup>-DsRed/UAS-*eIF3h*). (c) Quantification of the DsRed intensities of the indicated genotypes. *dcg>eIF3h* is an abbreviation of *dcg-Gal4*, *Thor*<sup>intron</sup>-DsRed/UAS-*eIF3h*. The two tailed unpaired t-test was used to assess statistical significance. ns = non significance. (d) *NELF-E* RNAi reduces the *Thor*<sup>intron</sup>-DsRed signal, which is not rescued by *eIF3h* overexpression. Genotype: control (*Thor*<sup>intron</sup>-DsRed, *dcg-Gal4*/+), *NELF-E* RNAi (*Thor*<sup>intron</sup>-DsRed, *dcg-Gal4*/UAS-*NELF-E* RNAi), *NELF-E* RNAi + *eIF3h* OE (*Thor*<sup>intron</sup>-DsRed, *dcg-Gal4*/UAS-*NELF-E* RNAi, UAS-*eIF3h*). (e) Quantification of

the average DsRed intensities from the image in (d). ANOVA followed by Tukey's HSD was used to assess statistical significance. \*\* represents  $p < 0.005$ .

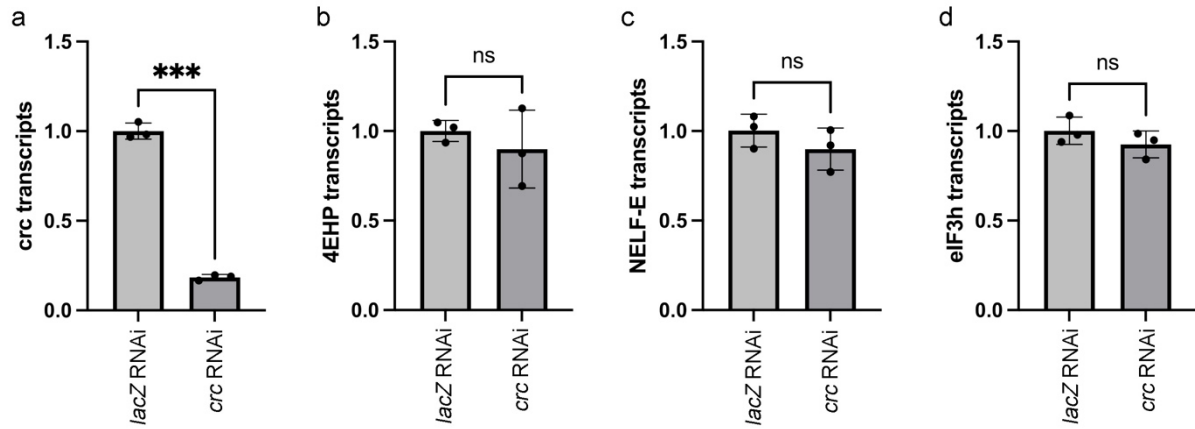

**Figure S18: RT-qPCR of transcripts in *crc* RNAi fat body samples.** The transcript levels of the indicated genes were assessed through RT-qPCR from control (*lacZ* RNAi) or *crc* RNAi larval fat body samples. *crc* transcripts were reduced after *crc* knockdown (a), but *4EHP* (b), *NELF-E* (c), and *eIF3h* (d) levels did not change significantly. Welch's t-test was used to assess significance. \*\*\* =  $p < 0.0005$ . ns = non significance.

## Reference

1. Gilchrist, D.A., et al., *NELF-mediated stalling of Pol II can enhance gene expression by blocking promoter-proximal nucleosome assembly*. Genes Dev, 2008. **22**(14): p. 1921-33.
2. Williams, L.H., et al., *Pausing of RNA polymerase II regulates mammalian developmental potential through control of signaling networks*. Mol Cell, 2015. **58**(2): p. 311-322.

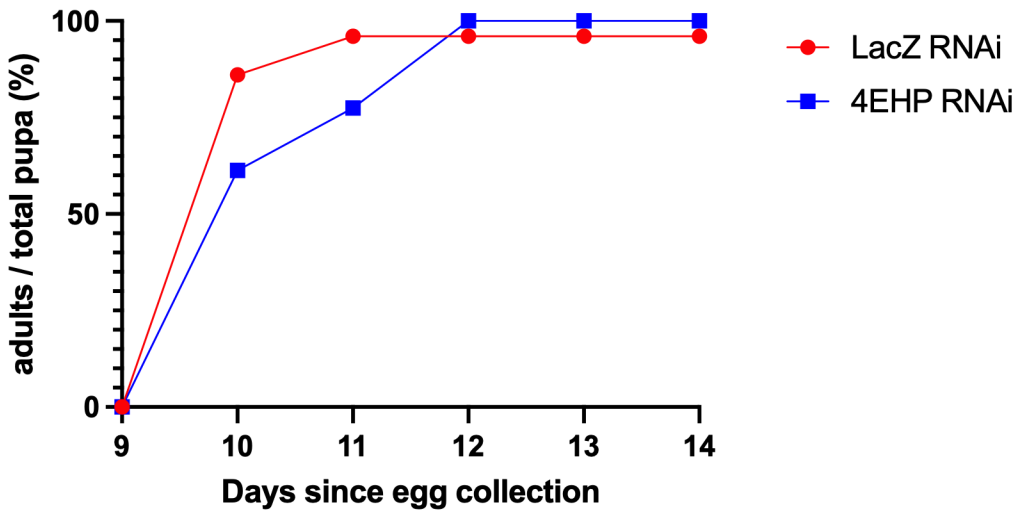

|                 |        |
|-----------------|--------|
|                 |        |
| P value         | 0.0435 |
| P value summary | *      |

**Figure S1: A moderate developmental delay caused by *4EHP* RNAi in the fat body.** The rate of eclosion (y axis: number of adults eclosed divided by the total number of pupae) on the indicated days after egg collection. Most control *lacZ* RNAi flies (*dcp-Gal4/UAS-lacZ RNAi*) (n = 48) eclose at day 10, and *4EHP* RNAi (*dcp-Gal4/UAS-4EHP RNAi*) (n = 31) show a moderate delay in adult eclosion. Statistics was assessed through log-rank analysis. \* indicates  $p < 0.05$ .

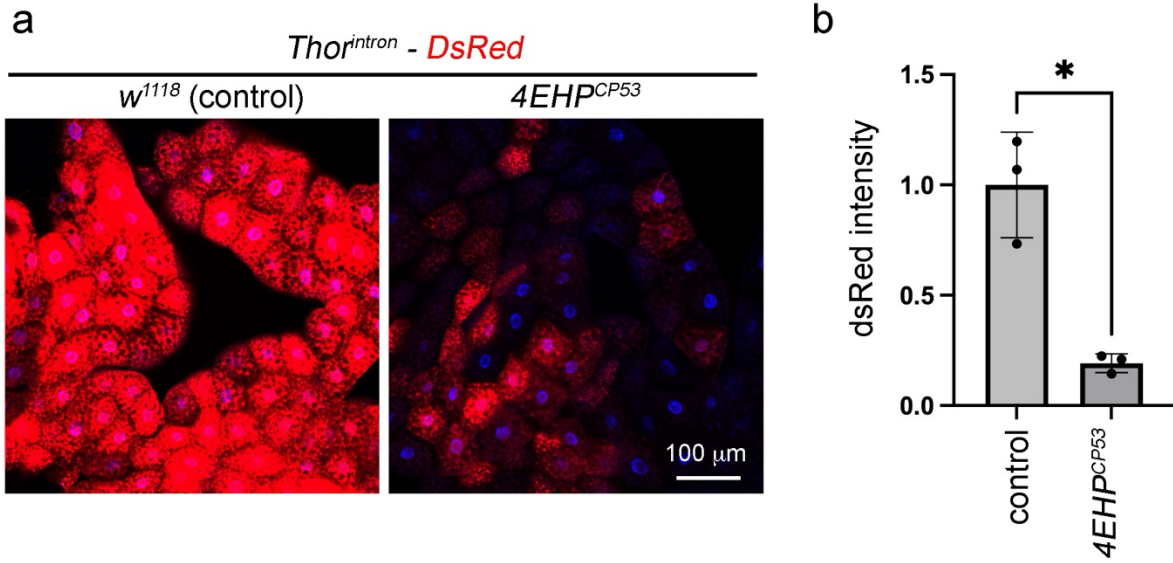

**Figure S2: *Thor<sup>intron</sup>-DsRed* expression is reduced in the *4EHP<sup>CP53</sup>* mutant fat body.** (a) *Thor<sup>intron</sup>-DsRed* (red) in the dissected 3rd instar larval fat body. Nuclei are counter-labeled with DAPI (blue). Strong reporter signal in the control *w<sup>1118</sup>* background (left) becomes weaker in the *4EHP<sup>CP53</sup>* background (right). (b) Quantification of the DsRed intensity. Welch's T-test was used for the statistical analysis. \*\* indicates  $p < 0.005$ .

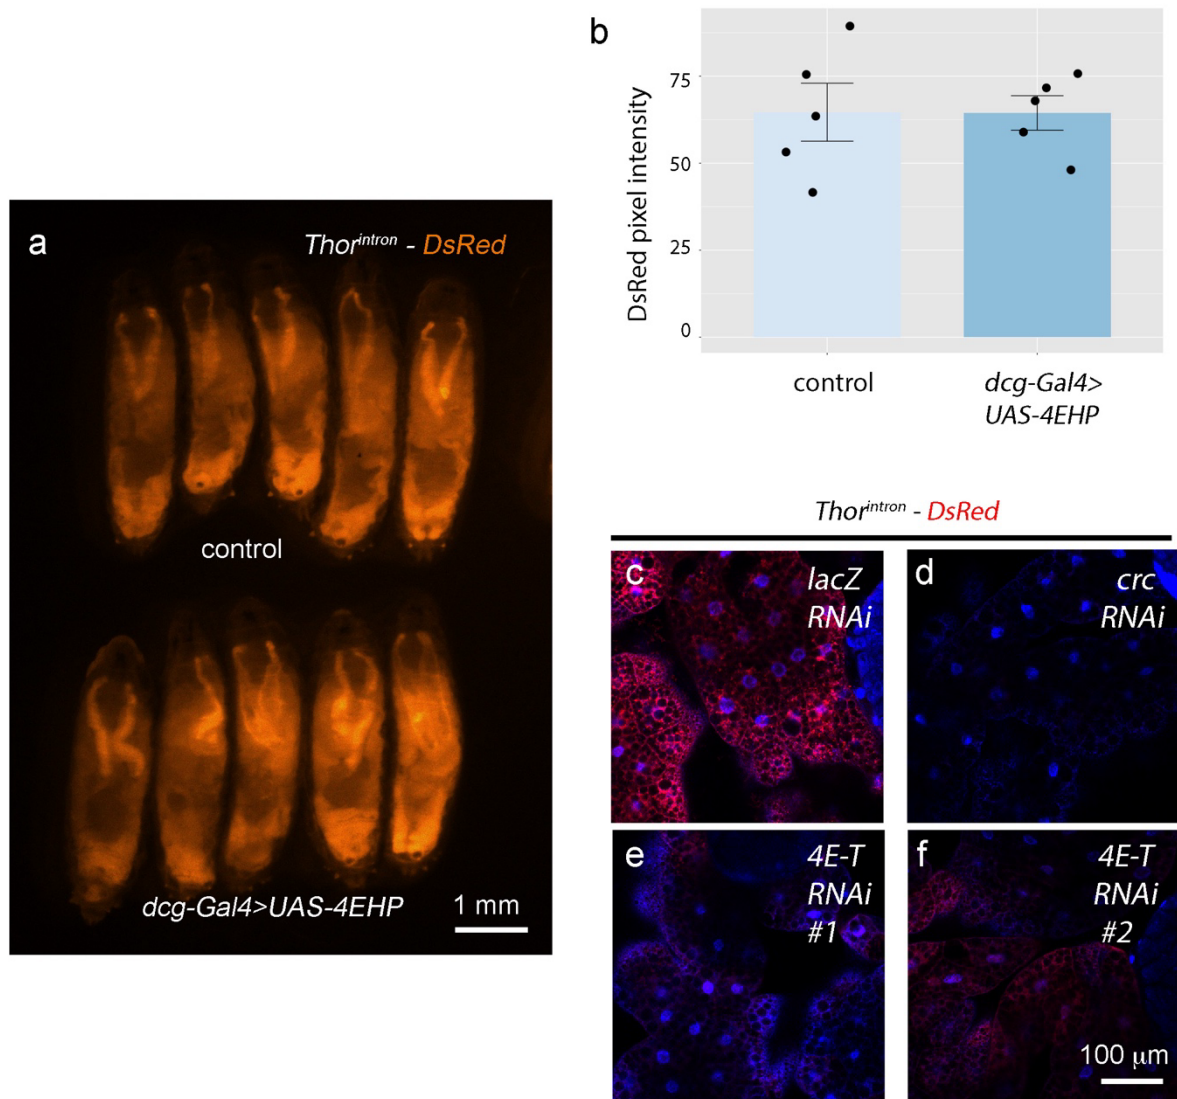

**Figure S3: *Thor<sup>intron</sup>-DsRed* expression is not enhanced by *4EHP* overexpression but reduced by *4E-T* knockdown in the fat body.** (c) (a, b) Late third instar larvae with the *Thor<sup>intron</sup>-DsRed* reporter. The DsRed signals from control larvae of the genotype *dcg-Gal4, Thor<sup>intron</sup>-DsRed/+* (top five larvae) are similar to those overexpressing *4EHP* in the fat body (bottom five larvae). (b) Quantification of the DsRed intensities from the larvae in (a). The two-tailed unpaired t-test finds the difference statistically insignificant. (c- f) Dissected 3rd instar fat body with *Thor<sup>intron</sup>-DsRed* (red). Nuclei were counter-labeled with DAPI (blue). (c) A negative

control fat body with *lacZ* RNAi. (d) *crc* (*atf4*) knockdown reduces *Thor<sup>intron</sup>-DsRed* expression. (e, f) Two independent RNAi lines against *4E-T* also reduce *Thor<sup>intron</sup>-DsRed* expression. RNAi #1 is VDRC GD34755, and RNAi #2 is KK 101047.

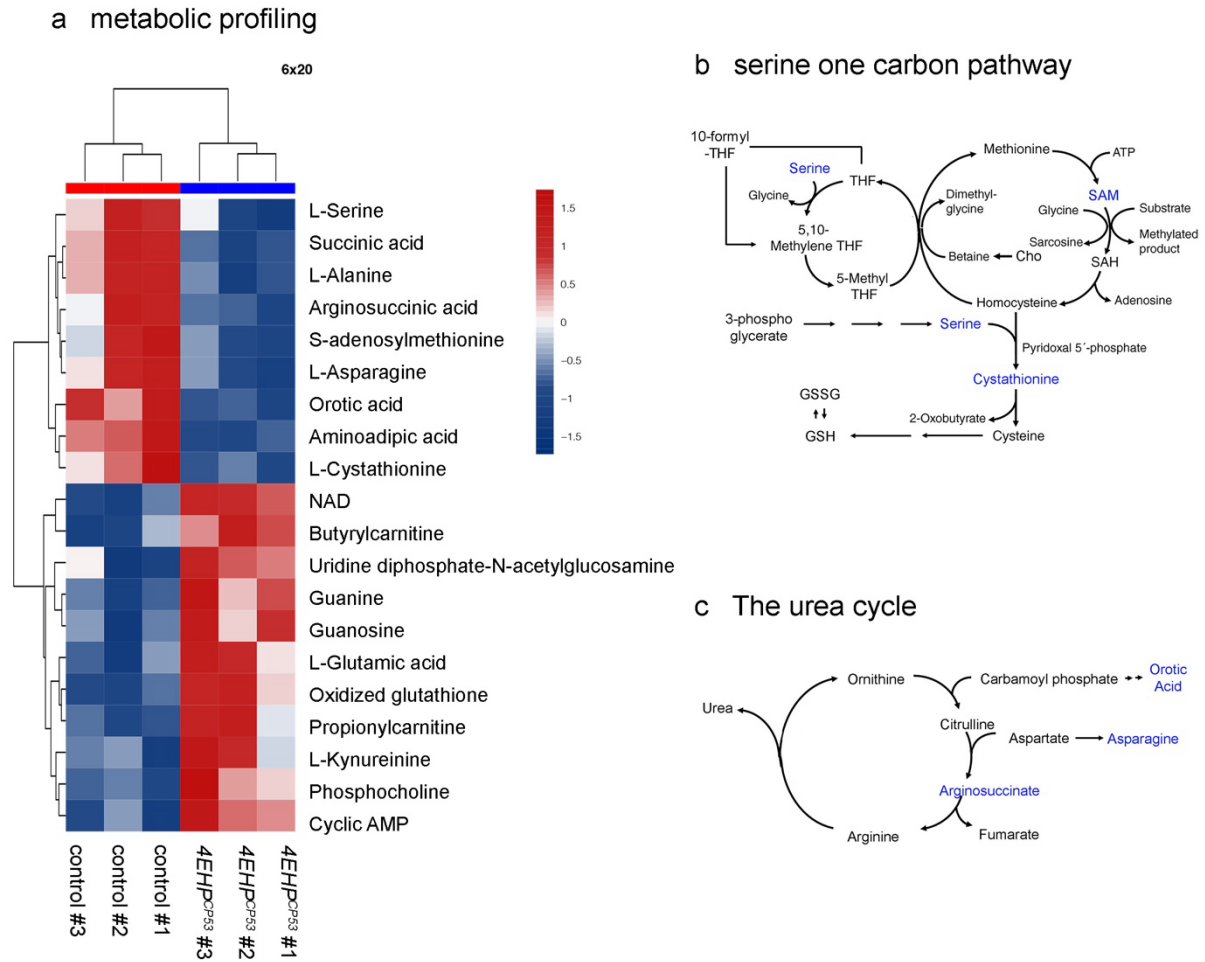

**Figure S4: Loss of *4EHP* reduces amino acid metabolites within the serine-one-carbon and the urea cycle pathways.** (a) A heat map of the metabolites that changed significantly in *4EHP*<sup>CP53</sup> homozygous third instar larvae. A panel of 147 metabolites was examined. Blue indicates metabolites that were significantly reduced, and red indicates those with significantly higher levels in each row. Out of the nine significantly downregulated metabolites, seven were either amino acids or their metabolites. (b, c) A schematic diagram of the serine-one-carbon pathway (b) and the urea cycle (c). Six metabolites that were significantly downregulated in *4EHP*<sup>CP53</sup> are shown in blue.

a lifespan (standard food)

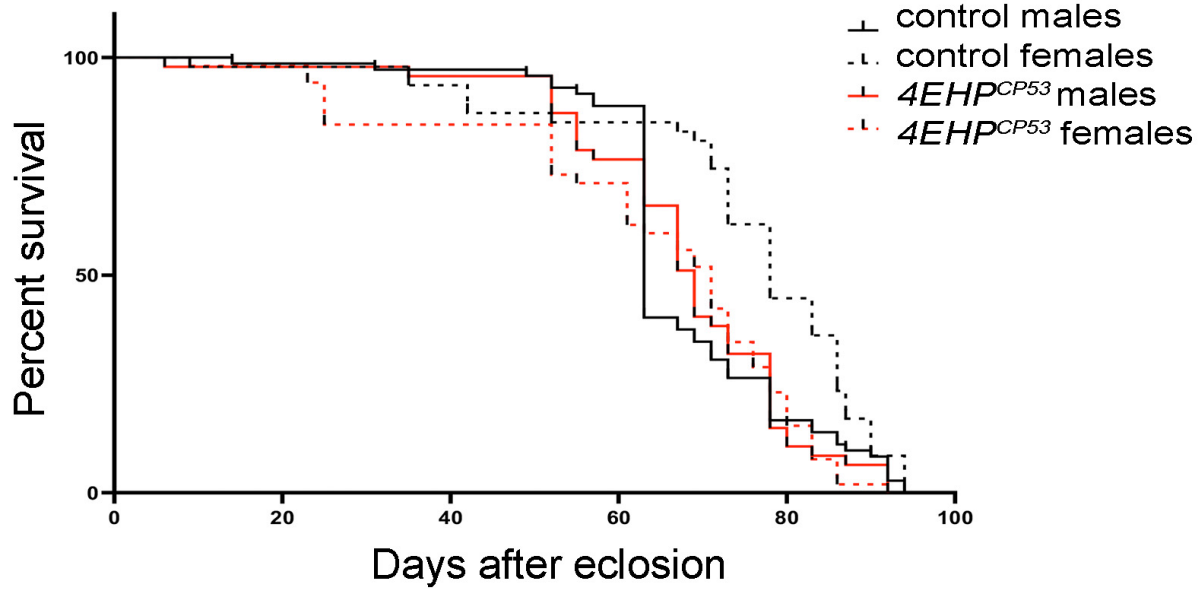

**Figure S5: Lifespan of wild type and  $4EHP^{CP53}$  mutant flies.** Shown are survival curves of wild type and  $4EHP^{CP53}$  mutant males and females reared with standard food. The n numbers for each genotype are: control males = 37, control females = 47,  $4EHP^{CP53}$  males = 47,  $4EHP^{CP53}$  females = 49. Log-rank was used to test statistical significance.  $p = 0.8567$  between control and  $4EHP^{CP53}$  males.  $P < 0.0001$  between control and  $4EHP^{CP53}$  females.

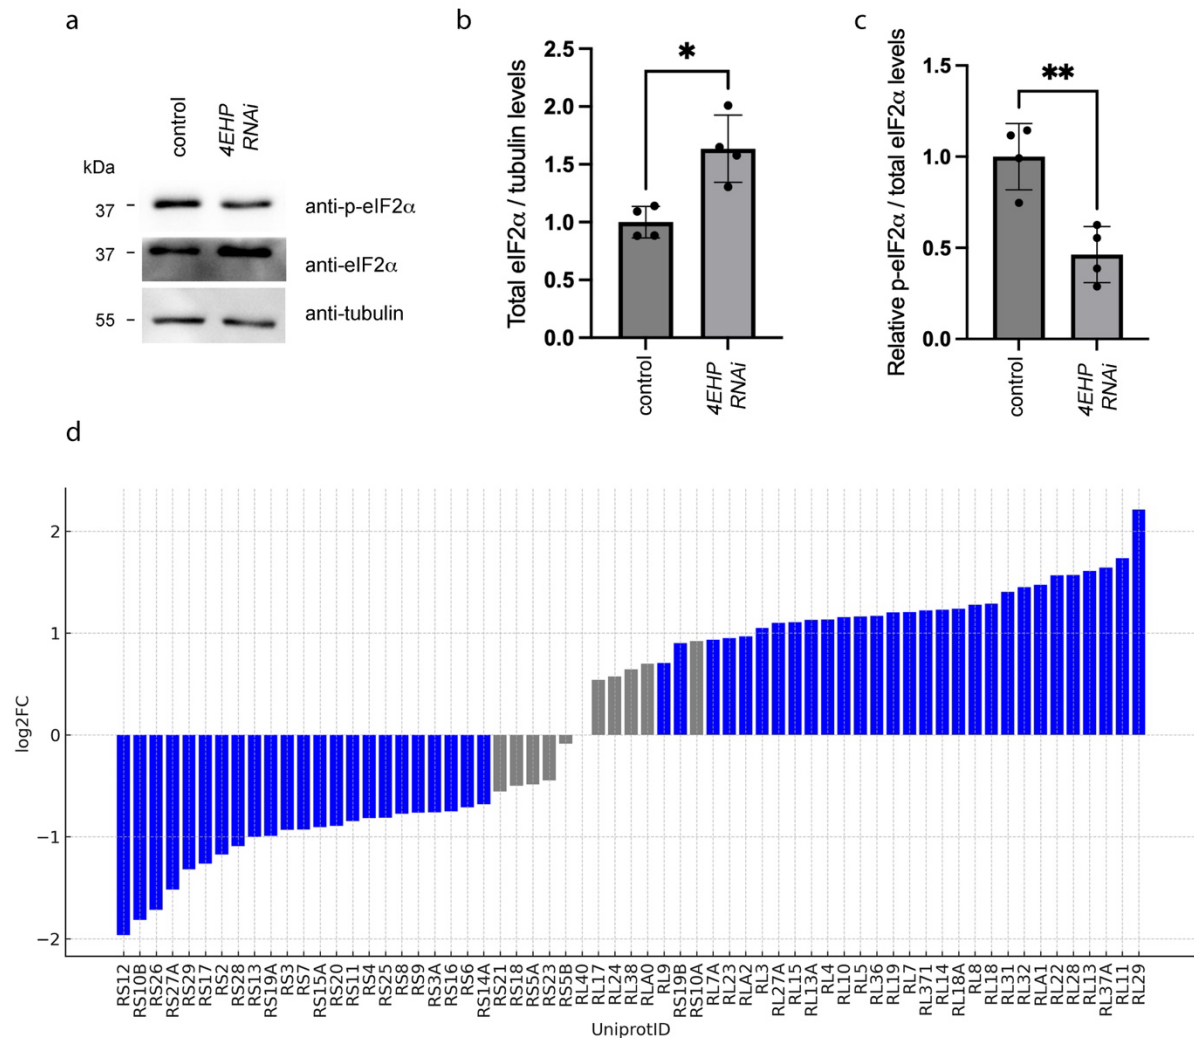

**Figure S6: Changes in the protein levels of eIF2 and ribosome subunits caused by *4EHP RNAi*.** (a-c) Western blot results. (a) Representative blots of anti-phospho-eIF2 $\alpha$  (top gel), anti-(total)-eIF2 $\alpha$  (middle gel), and anti-tubulin (bottom gel) from larval fat bodies of *lacZ RNAi* control (lane 1) or *4EHP RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. (b) Quantification of total eIF2 $\alpha$

protein band intensity normalized with tubulin. *4EHP RNAi* samples measured higher for total eIF2 $\alpha$  protein, in agreement with proteomic results. (c) Quantification of relative P-eIF2 $\alpha$  to total eIF2 $\alpha$ . An increase in total eIF2 $\alpha$  results in a significant decrease in the relative P-eIF2 $\alpha$  / total eIF2 $\alpha$  ratio. Welch's t-test was used for statistical analysis. Data represent four biological replicates. \* indicates  $p < 0.05$ , and \*\* indicates  $p < 0.005$ . (d) The graph is based on the quantitative proteomics data presented in Table S3. Those with significant changes ( $p_{adjusted} < 0.05$ ) are labeled in blue. Significantly reduced ribosomal proteins are all part of the 40S subunit (RpS), while many 60S subunit proteins (RpLs) are detected at higher levels.

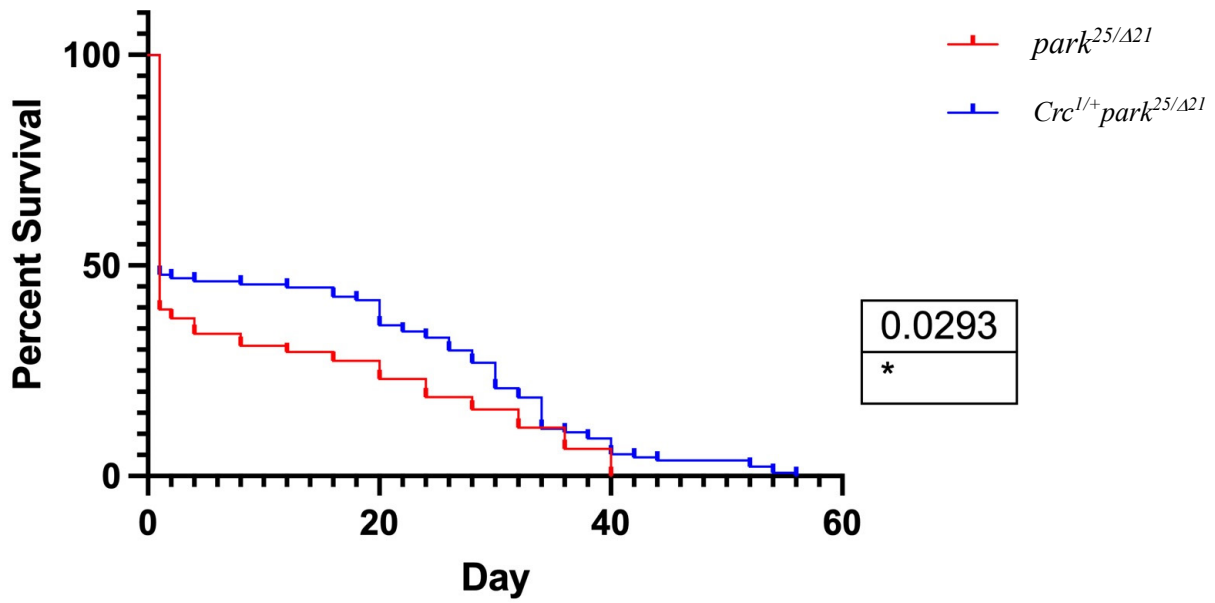

**Figure S7: Lifespan of *parkin* homozygote adults in a control or *crc*<sup>1</sup> heterozygous**

**background.** Shown are survival curves of adult flies reared with standard food. *park*<sup>25/Δ21</sup> represents the genotype *parkin*<sup>25</sup>/*parkin*<sup>Δ21</sup>. The n numbers for each genotype are: *park*<sup>25/Δ21</sup> = 139, *crc*<sup>1/+</sup>; *park*<sup>25/Δ21</sup> = 134. Log-rank was used to test statistical significance. *p* = 0.0293.

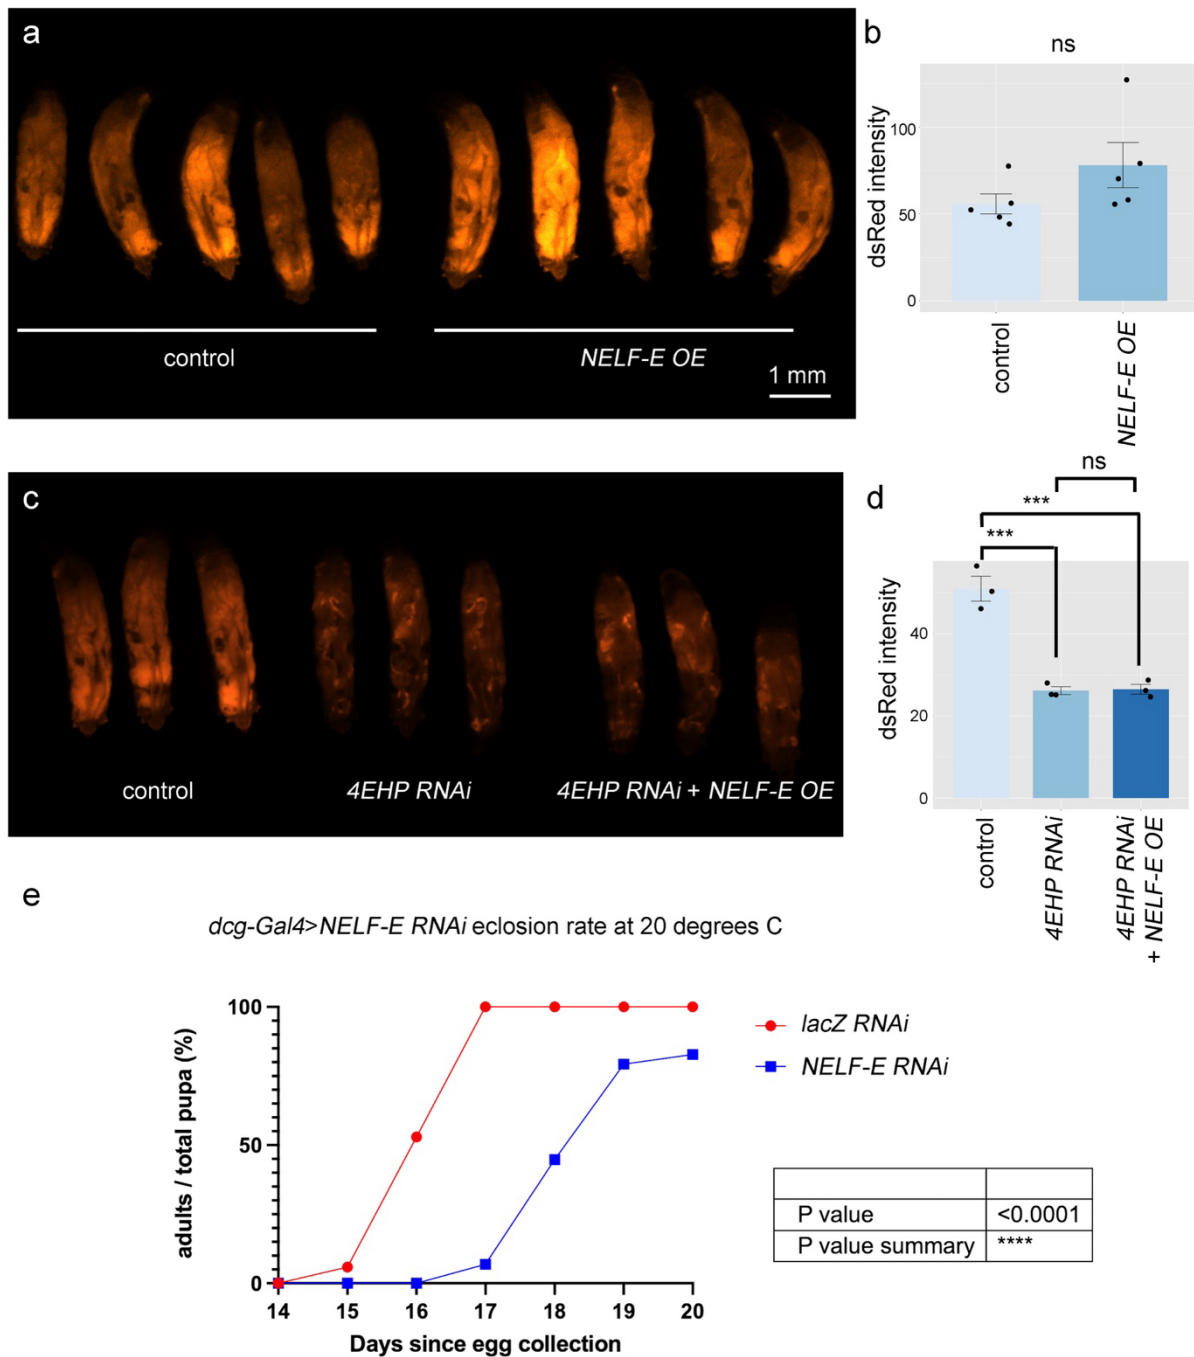

**Figure S8: *NELF-E* overexpression is not sufficient to induce *Thor<sup>intron</sup>-DsRed* expression.**

Shown are dorsal views of late third instar larvae expressing *Thor<sup>intron</sup>-DsRed* (red) in the indicated genetic backgrounds. Knockdown or overexpression was done using the fat body-

specific *dcr-Gal4* driver. *NELF-E OE* refers to *NELF-E* overexpression (a) Comparison of *Thor<sup>intron</sup>-DsRed* levels between controls (left five larvae; genotype *Thor<sup>intron</sup>-DsRed, dcr-Gal4/+*) and those overexpressing *NELF-E* (right five larvae; genotype *Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-NELF-E*). (b) Quantification of the average DsRed pixel intensities from the larvae in (a). The two-tailed unpaired t-test was used to assess statistical significance. ns = not significant. (c) *4EHP RNAi* reduces the *Thor<sup>intron</sup>-DsRed* signal, which is not rescued by *NELF-E* overexpression. Genotype: control (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/+*), *4EHP RNAi* (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-4EHP RNAi*), *4EHP RNAi + Nelf-E OE* (*Thor<sup>intron</sup>-DsRed, dcr-Gal4/UAS-4EHP RNAi, UAS-Nelf-E*). (d) Quantification of the average DsRed intensities from the image in (c). ANOVA followed by Tukey's HSD was used to assess statistical significance. ns is non significance. \*\*\* represents  $p < 0.0005$ . (e) Developmental delay caused by *NELF-E* knockdown using the *dcr-Gal4* driver. The y axis shows the percent of eclosed adults from pupae, and the x axis indicates the number of days after eggs were collected. A significant developmental delay occurs when *NELF-E RNAi* is targeted to the fat body, even when grown at a lower temperature (20 °C) where *dcr-Gal4* activity is reduced. Due to the lower temperature, all flies will undergo slower development than shown in Supplemental Figure S1. About half of control *lacZ RNAi* flies (*dcr-Gal4/UAS-lacZ RNAi*) (n = 17) eclose at day 16, with the remainder eclosing at day 17; meanwhile, *NELF-E RNAi* (*dcr-Gal4/UAS-NELF-E RNAi*) (n = 29) show a significant delay ( $p < 0.0001$ ) of approximately two days under these conditions. Statistics was assessed through log-rank analysis.

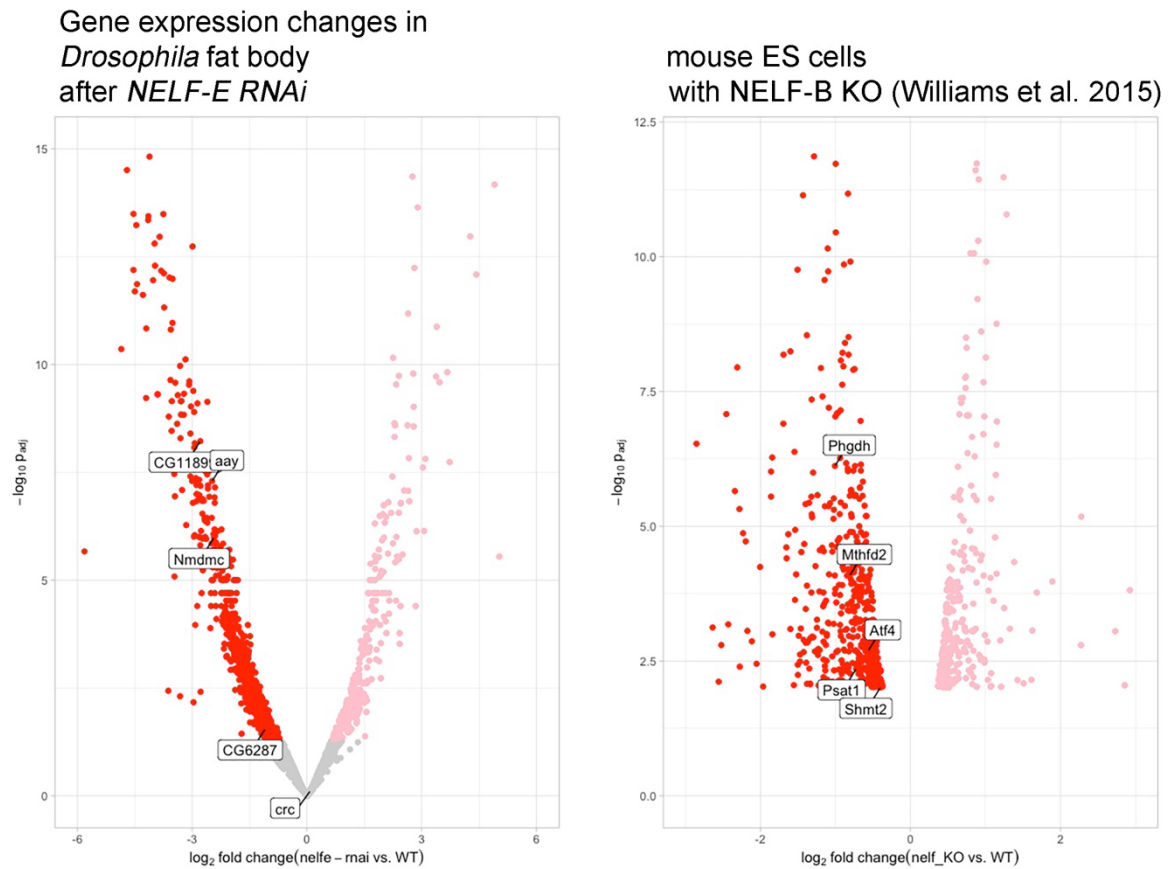

| <i>Drosophila</i> | mouse         |
|-------------------|---------------|
| <i>CG6287</i>     | <i>Phgdh</i>  |
| <i>CG11899</i>    | <i>Psat1</i>  |
| <i>Nmdmc</i>      | <i>Mthfd2</i> |
| <i>crc</i>        | <i>Atf4</i>   |

**Figure S9: RNA profile changes in *NELF* deficient cells.** Shown are volcano plots of gene expression changes reported in previous studies [55, 56]. Those significantly reduced ( $p_{adj} < 0.05$ ) are in red, and those increased are in pink. (Left) Gene expression changes in *NELF-E* RNAi *Drosophila* fat body samples [55]. (Right) Gene expression changes in *NELF-B* knockout mES cells reported in Williams et al., 2015 [56]. The data in the spreadsheets of those studies

were converted to a volcano plot here, with the Serine-One-Carbon pathway enzymes and *Atf4* highlighted in the insets. The table below shows the homologous genes between the two species.

**a** Venn Diagrams of significantly reduced gene expression

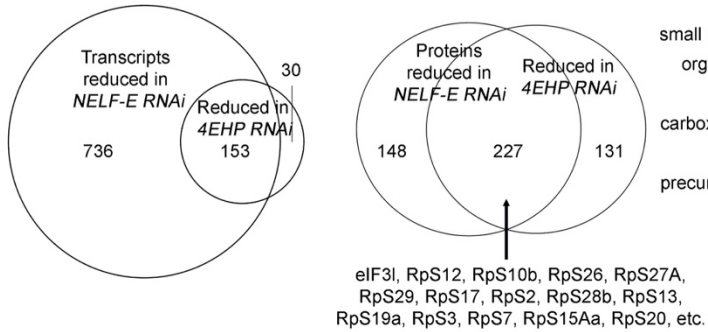

**b** GO terms of commonly reduced proteins

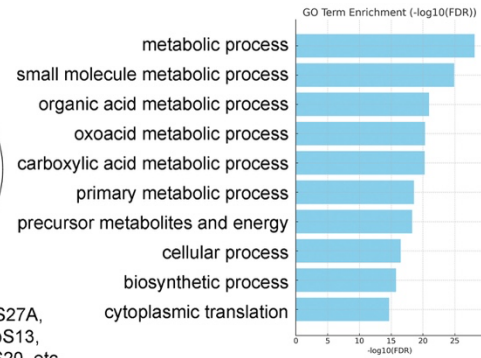

**Figure S10: Overlap of gene expression changes between *4EHP* RNAi and *NELF-E* RNAi fat bodies.** (a) Venn Diagrams of significantly reduced gene expression ( $p_{\text{adjusted}} < 0.05$ ) under the two conditions of RNAi. The left diagram shows a reduction in transcripts, and the right diagram shows peptide level reductions. (b) Enriched GO Terms of commonly reduced proteins.

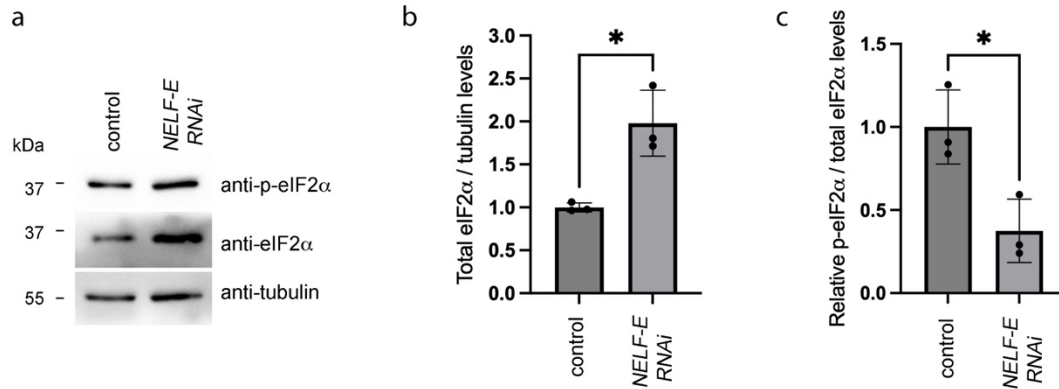

**Figure S11: Changes in levels of eIF2α protein in *NELF-E RNAi*.** (a) Anti-phospho-eIF2α (top gel), anti-(total)-eIF2α (middle gel) and anti-tubulin (bottom gel) western blots from larval fat bodies of *lacZ RNAi* control (lane 1) or *NELF-E RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. (b) Quantification of total eIF2α protein band intensity normalized to tubulin. *NELF-E RNAi* samples had higher levels of total eIF2α protein, validating the proteomic results. (c) Quantification of the relative P-eIF2α / total eIF2α ratio. The increase in total eIF2α in *NELF-E RNAi* samples causes a significant decrease in the relative P-eIF2α / total eIF2α ratio. Welch's t-test was used for statistical analysis. Data represent three biological replicates. \* indicates  $p < 0.05$ .

## Developmental stage at 6 days after egg laying

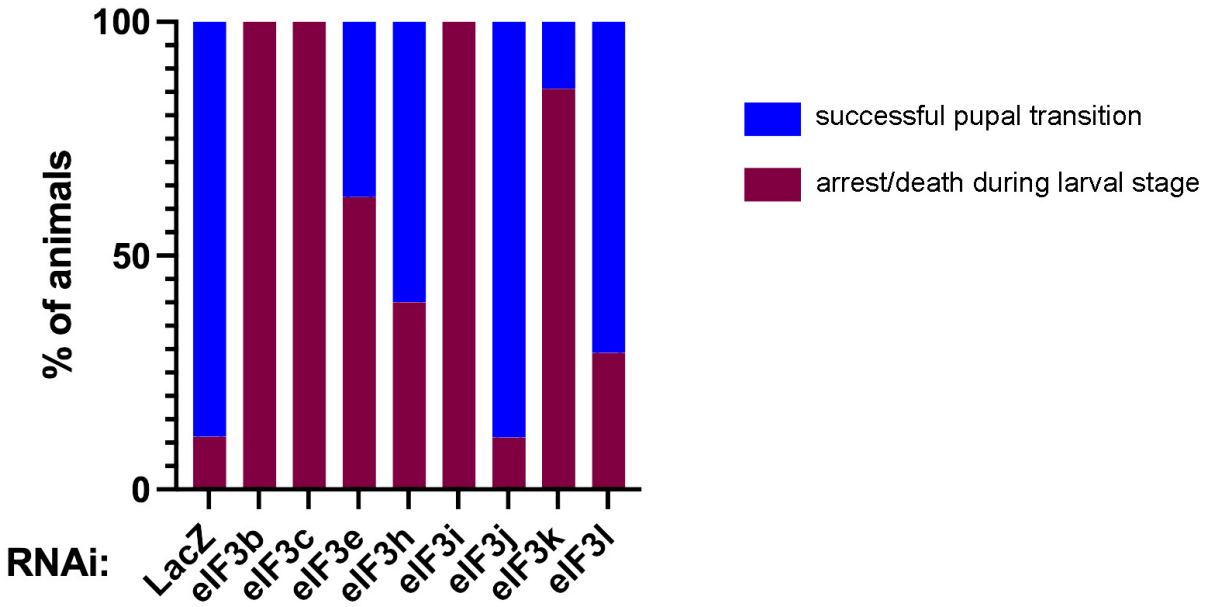

**Figure S12: Developmental delay caused by *eIF3* subunit knockdown in the fat body.** A bar graph shows the developmental stage of the flies at 6 days after egg laying. The indicated genes were knocked down using *dgc-Gal4*. Blue represents those that reach the pupal stage, while red indicates those arrested or dead at an earlier developmental stage. Note that most control (*lacZ* RNAi) flies become pupae by this point. Knockdown of *eIF3b*, *eIF3c*, or *eIF3i* results in complete lethality or developmental arrest.) The n numbers of each RNAi condition is as follows: *LacZ* (n = 80), *eIF3b* (n = 28), *eIF3c* (n = 15), *eIF3e* (n = 16), *eIF3h* (n = 35), *eIF3i* (n = 30), *eIF3j* (n = 45), *eIF3k* (n = 35), *eIF3l* (n = 24).

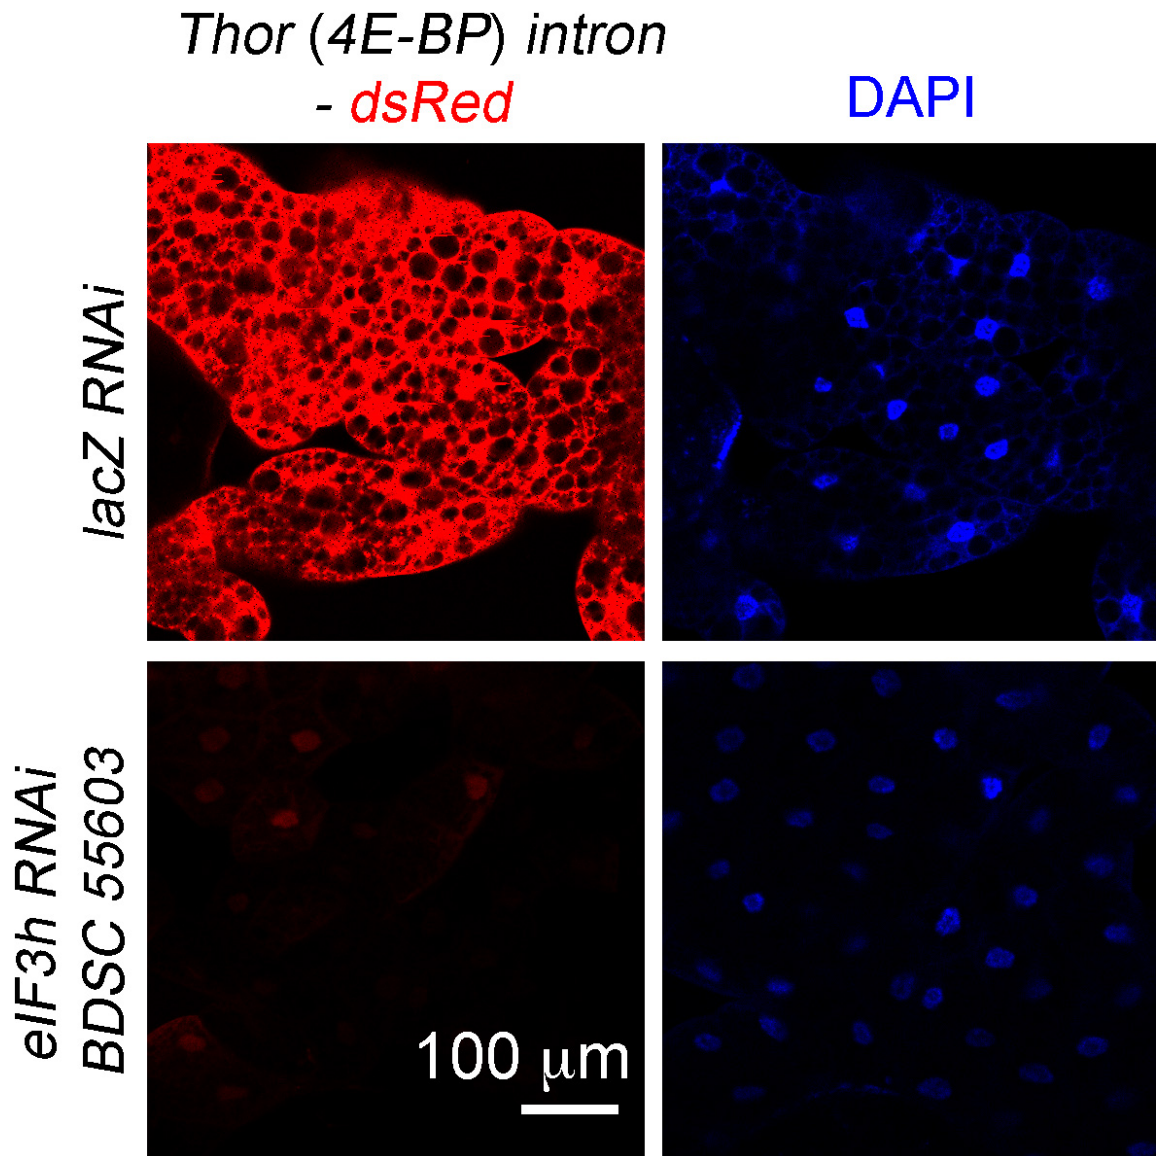

**Figure S13: Validation of the *eIF3h* RNAi phenotype with an independent RNAi line.**

BDSC 55603 was used for *eIF3h* knockdown. *lacZ* RNAi was used as a control. *Thor<sup>intron</sup>-DsRed* (red) signal is specifically reduced by *eIF3h* RNAi. DAPI (blue) labels the nuclei.

*Thor*<sup>intron</sup> - *dsRed*

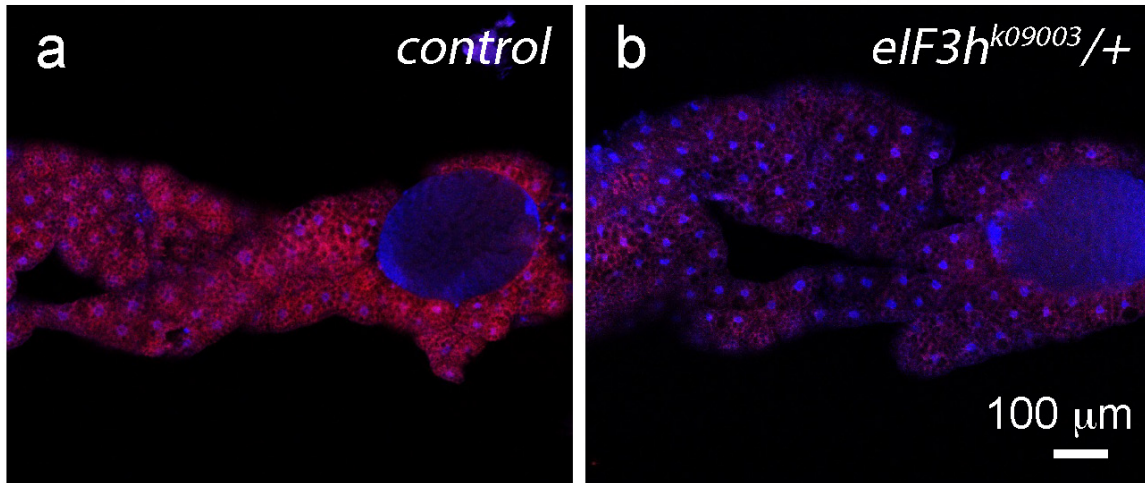

**Figure S14: *Thor*<sup>intron</sup>-*DsRed* signal is reduced in *eIF3h* heterozygous larval fat body.**

Shown are dissected 3rd instar larval fat body containing *Thor*<sup>intron</sup>-*DsRed* (red), counter-labeled with DAPI (blue). (a) The reporter expression in the control *w*<sup>118</sup> background. (b) The reporter signal in the *eIF3h*<sup>k09003/+</sup> genetic background.

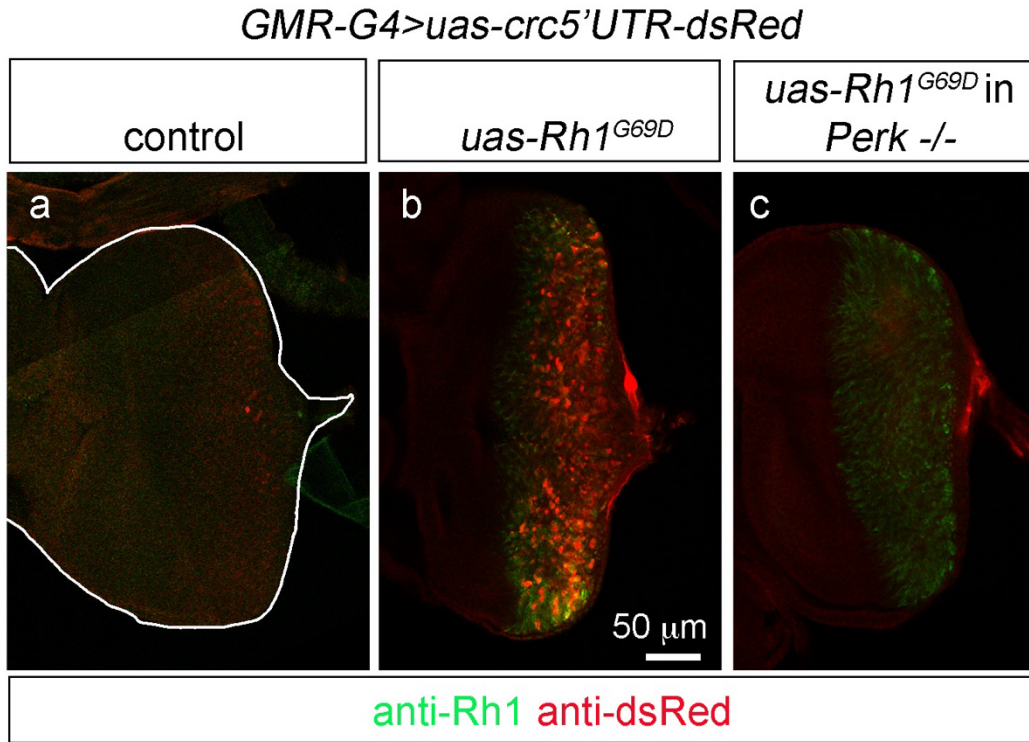

**Figure S15: *crc5'UTR-DsRed* reporter is induced by stress-imposing *Rh1<sup>G69D</sup>* expression dependent on the eIF2 $\alpha$  kinase, *Perk*.** Shown are 3rd instar larval eye imaginal discs, with the *crc5'UTR-DsRed* reporter expressed in the posterior (right) half through the *GMR-Gal4* driver. DsRed was detected with anti-DsRed (red) and *Rh1<sup>G69D</sup>* labeled with anti-Rh1 (green). (a) A control disc without *Rh1<sup>G69D</sup>* expression. Even though the reporter is driven by *GMR-Gal4*, DsRed is not expressed due to the regulatory *crc 5'UTR* sequence. The imaginal disc outline is shown in white. (b) A disc co-expressing *Rh1<sup>G69D</sup>*. DsRed is induced within the domain of *Rh1<sup>G69D</sup>* expression. (c) A disc expressing *Rh1<sup>G69D</sup>* in the *Perk<sup>e01744</sup>* homozygous background.

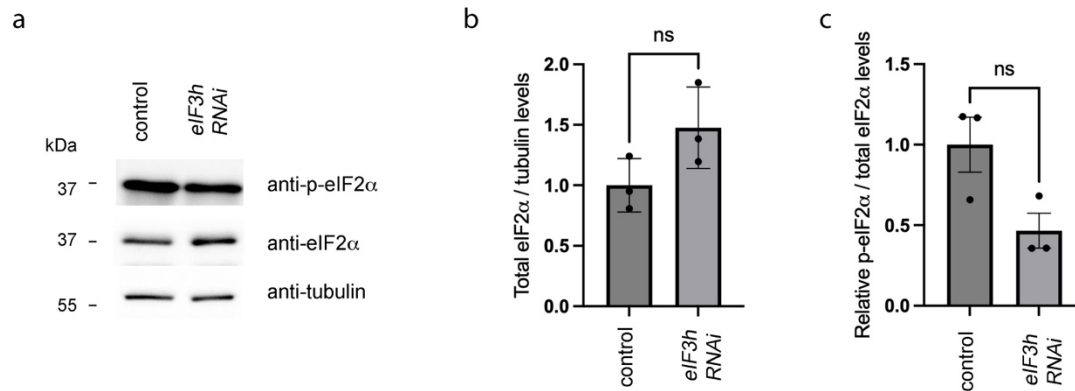

**Figure S16: Changes in the levels of eIF2α protein in *eIF3h RNAi*.** (a) Anti-phospho-eIF2α (top gel), anti-(total)-eIF2α (middle gel) and anti-tubulin (bottom gel) western blots from larval fat bodies of *lacZ RNAi* control (lane 1) or *eIF3h RNAi* (lane 2). Equal amounts of protein from the same biological samples were loaded into duplicate gels to allow independent probing with antibodies of the same species. Gels were transferred under the same conditions. Replicates from either gel were probed with antibodies recognizing phosphorylated eIF2α or total eIF2α and tubulin. (b) Quantification of total eIF2α protein band intensity normalized to tubulin. *eIF3h RNAi* samples trended higher than control, but these results were not statistically significant. (c) Quantification of the relative P-eIF2α to total eIF2α ratio. *eIF3h RNAi* did not cause a statistically significant change in the P-eIF2α / total eIF2α ratio. Welch's t-test was used for statistical analysis. Data represent three biological replicates. ns indicates not significant.

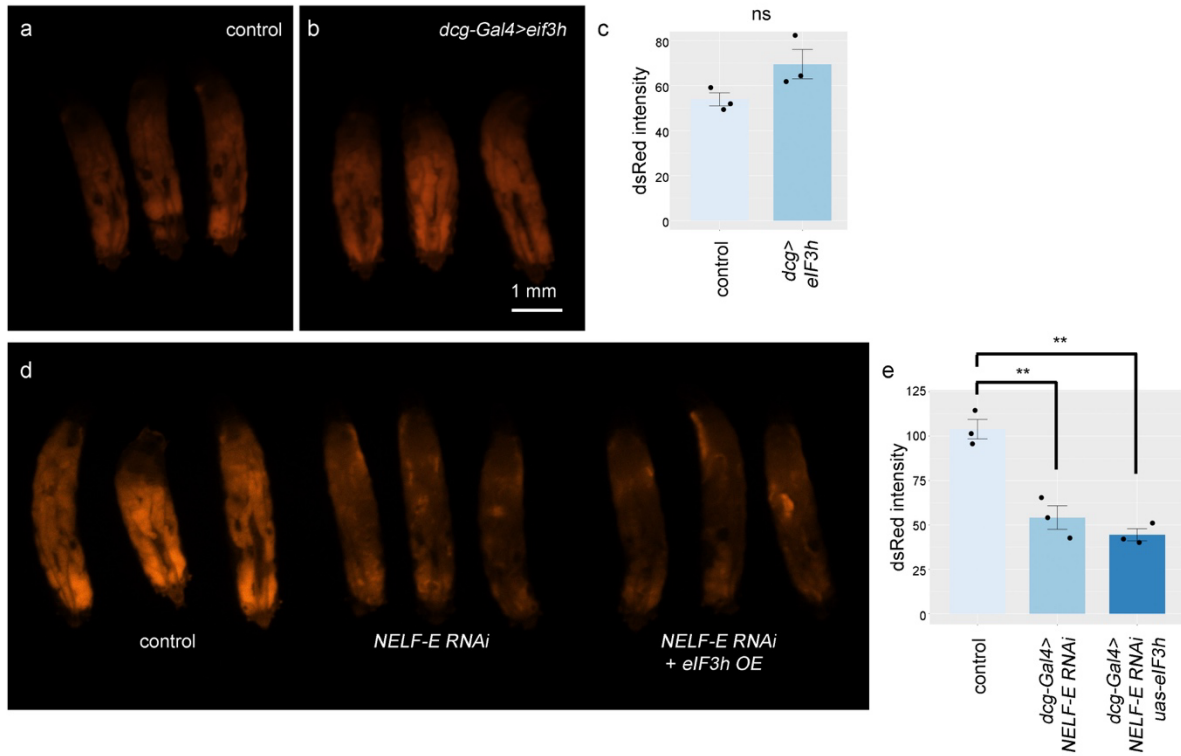

**Figure S17: *eIF3h* overexpression does not increase the *Thor<sup>intron</sup>-DsRed* signal.** Shown are late third instar male larvae. (a) Control larvae of the genotype *dcg-Gal4, Thor<sup>intron</sup>-DsRed/+*. (b) *eIF3h* overexpressing larvae (genotype; *dcg-Gal4, Thor<sup>intron</sup>-DsRed/UAS-eIF3h*). (c) Quantification of the DsRed intensities of the indicated genotypes. *dcg>eIF3h* is an abbreviation of *dcg-Gal4, Thor<sup>intron</sup>-DsRed/UAS-eIF3h*. The two tailed unpaired t-test was used to assess statistical significance. ns = non significance. (d) *NELF-E* RNAi reduces the *Thor<sup>intron</sup>-DsRed* signal, which is not rescued by *eIF3h* overexpression. Genotype: control (*Thor<sup>intron</sup>-DsRed, dcg-Gal4/+*), *NELF-E* RNAi (*Thor<sup>intron</sup>-DsRed, dcg-Gal4/UAS-NELF-E RNAi*), *NELF-E* RNAi + *eIF3h* OE (*Thor<sup>intron</sup>-DsRed, dcg-Gal4/UAS-NELF-E RNAi, UAS-eIF3h*). (e) Quantification of

the average DsRed intensities from the image in (d). ANOVA followed by Tukey's HSD was used to assess statistical significance. \*\* represents  $p < 0.005$ .

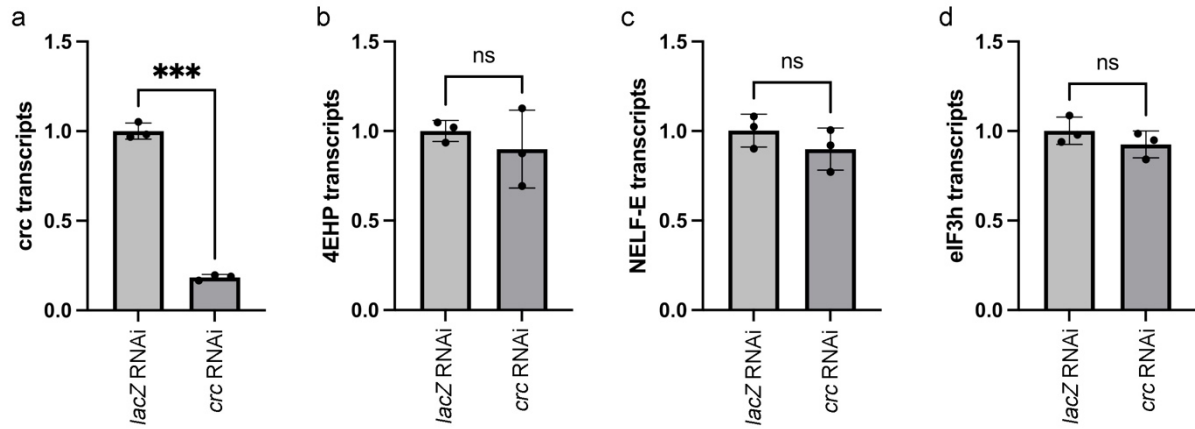

**Figure S18: RT-qPCR of transcripts in *crc* RNAi fat body samples.** The transcript levels of the indicated genes were assessed through RT-qPCR from control (*lacZ* RNAi) or *crc* RNAi larval fat body samples. *crc* transcripts were reduced after *crc* knockdown (a), but *4EHP* (b), *NELF-E* (c), and *eIF3h* (d) levels did not change significantly. Welch's t-test was used to assess significance. \*\*\* =  $p < 0.0005$ . ns = non significance.

# Supplementary material for: 4EHP and NELF-E regulate physiological ATF4 induction and proteostasis in disease models of Drosophila
**Source:** Nat Commun. 2025 Dec 23;17:626. doi: 10.1038/s41467-025-67357-5
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supp. Data 1

**Description:** Thor-dsRed RNAi screen results

**Title:** Supp. Data 2

**Description:** 4EHP RNAi RNA-seq

**Title:** Supp. Data 3

**Description:** 4EHP RNAi proteomics

**Title:** Supp. Data 4

**Description:** 4EHP RNAi metabolomics

**Title:** Supp. Data 5

**Description:** 4EHP interacting mRNAs identified through TRIBE

**Title:** Supp. Data 6

**Description:** NELF-E RNAi RNA-seq

**Title:** Supp. Data 7

**Description:** NELF-E RNAi proteomics

# Supplementary material for: 4EHP and NELF-E regulate physiological ATF4 induction and proteostasis in disease models of Drosophila
**Source:** Nat Commun. 2025 Dec 23;17:626. doi: 10.1038/s41467-025-67357-5
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <i>Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.</i> |
| Data analysis   | <i>Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.</i> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq and TRIBE sequence files are available through the NIH GEO (accession number GSE309407). The raw proteomics data is available through the MassIVE repository (dataset ID MSV000099506).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                   |
|-----------------|-----------------------------------------------------------------------------------|
| Sample size     | Described in the manuscript text.                                                 |
| Data exclusions | No data were excluded.                                                            |
| Replication     | All experiments were repeated in independently validated (described in the text). |
| Randomization   | NA                                                                                |
| Blinding        | NA                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                          |
|-----------------|--------------------------------------------------------------------------|
| Antibodies used | Described in the methods section.                                        |
| Validation      | We validated key antibodies using overexpression and knockdown analysis. |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

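Fat body RNA of larvae in the third instar was measured in 18 libraries in 6 groups of 3. The groups were control and *4EHP* RNAi, *lacZ* RNAi and *NELF-E* RNAi (RNA-seq), and 4EHP-ADAR and 4EHP W114A-ADAR (TRIBE). Samples were mapped from their labels and the paper. No column of per-sample values was left unmapped.

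For RNA-seq, the authors used the Seq-N-Slide workflow and deposited values in CPM, the reads of each gene scaled to a common total per library, with no factor between libraries. The aligner, counter, genome build and annotation behind these CPM values are not named in the paper's text, nor whether the counting used the strand, so values of named genes whose exons overlap another gene are uncertain. For TRIBE, the authors trimmed reads with FLEXBAR, aligned them with HISAT2 2.1.0, called sites with JACUSA and deposited the A, C, G and T reads of each library at each site. The C and T reads are all 0. The deposited table also gives the authors' binding score of each site, a log-likelihood ratio of the A-to-G change between the constructs. The sites were kept by the authors after comparing these libraries.

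The reads behind the CPM values were recovered from the smallest step of each library, and 99.76% to 99.99% of values came out whole. Depth was between 59919651 and 173606472 reads on genes per RNA-seq library. For the main test, CPM was divided by a median-of-ratios factor, log2(CPM + 1) was fitted with limma 3.58.1 (R 4.3.3, eBayes with a trend) for transcripts with a mean of at least 5 CPM, and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Each contrast was fitted within its own table. As alternatives, the recovered counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 (Wald test, baseMean above 350 as in the paper). An adjusted p that DESeq2 left undefined stayed undefined. Other alternatives were CPM as deposited, pseudocounts of 0.1 and 5, no filter or a mean of at least 1 CPM, array weights estimated gene by gene, the replicate number as a block, and each library left out in turn. Transcript sets were tested with limma's camera (correlation 0.01) and fry. Principal components used the 500 transcripts with the highest variance. Single transcripts were compared with exact permutation tests, which for 3 against 3 allow no two-sided p below 0.1.

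For TRIBE, each of the 69874 sites with at least 20 A and G reads in every library was fitted with a quasi-binomial model of the G share. Its dispersion was moderated across sites with limma's squeezeVar and floored at 1. The prior was estimated from sites with a variance of at least 5, a choice made after the values were seen. Alternatives were minimums of 10 and 50 reads, Fisher's exact test on pooled reads, limma on the empirical logit with 0.5 added, and leaving out sites with a G share of at least 95%. At 0 reads, the limit is 3 counts of the total, and confidence intervals are 95% Wilson intervals. Depth ranged from a median of 52 to 93 reads per site.

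The positions in the TRIBE table were found to count from 0. Among coding sites with a G share of at most 5% in all libraries, the shares at the codon bases differed between the strands by up to 24.3 percentage points as listed, by 23.5 with 1 subtracted and by 1.03 with 1 added. This was found after a first codon test at the listed positions. Of 93909 pairs of site and gene, 97.44% had a gene ID in the BDGP6.54 annotation, which was used for gene parts only.

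Each test was run on simulated data with 200 changed items. In the simulated RNA-seq tables, each unchanged transcript had the same mean in all libraries and a fixed spread. No simulated library stood apart as control replicate 3 does. The counts below therefore check the fits on simple data and do not show their power on the real libraries. Limma recovered 200 of them with 12 false calls among 8581 transcripts for *4EHP* RNAi, and 199 with 5 false calls among 8346 for *NELF-E* RNAi. The quasi-binomial model recovered 200 with 3 false calls among 71815 sites.

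The genes named are those the paper names for its RNA-seq or TRIBE results, the targeted genes, the 10 sites with the highest scores, and per contrast the 3 largest falls and 3 largest rises past the threshold whose groups do not overlap. Marker lists were fixed beforehand for ATF4 targets, late larval fat body and ecdysone response, salivary gland, testis, muscle, gut, haemocyte and heat shock. Transcripts of sex (roX RNAs, Y chromosome and yolk protein transcripts) were listed after the values were seen. Proteomics, metabolite and reporter data are not analysed here.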

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

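The test with the testis list as a covariate was chosen after the result was seen, and the test of scaling before.

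The paper does not discuss the transcripts with the largest changes past the threshold in the libraries labelled *NELF-E* RNAi. The log2 fold change, on the log2(CPM + 1) scale, was −5.43 for *GILT2*, −5.15 for *CG5697* and −5.05 for *CG6870*, and 6.46 for *GstD6*, 6.08 for *Arc1* and 5.57 for *glob1*. In each case all 3 libraries labelled *NELF-E* RNAi lay on one side of all *lacZ* RNAi libraries. Adjusted p values (limma, Benjamini-Hochberg) were between 0.000313 for *GstD6* and 0.00984 for *Arc1*. *Arc1* did not pass without *lacZ* RNAi replicate 3 (log2 fold change 5.85, adjusted p = 0.0732).

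Scaling of the libraries is argued against, since all 6 transcripts passed the threshold with CPM as deposited, where the median of all transcripts moved from −0.05 to 0.65. Testis RNA as the whole cause is argued against, since all 6 also passed with the level of the testis list as a covariate, a fit that raised the calls to 416 induced and 312 reduced. In the table with *4EHP* RNAi, the log2 fold changes were −3.92 for *GILT2*, −4.47 for *CG6870*, 5.17 for *GstD6*, 5.21 for *Arc1* and 5.84 for *glob1*. None of these 5 passed with limma (adjusted p between 0.0777 and 0.126), and all 5 passed with DESeq2. *CG5697* had a log2 fold change of −1.65 there (adjusted p = 0.695 from limma), and DESeq2 left its adjusted p undefined. Exons of *CG6870* overlap *Sytalpha* on the opposite strand, and reads of that gene were not separated. For the crosses of both genotypes in the table with *4EHP* RNAi, the methods give 25 °C. Temperature is thus argued against there for *GILT2*, *CG6870*, *GstD6*, *Arc1* and *glob1*. In the *NELF-E* table, knockdown of *NELF-E*, the genetic background of the RNAi lines and the temperature of the crosses stay open and were not tested.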

How the results depend on the processing

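Alternatives set before the data were examined are those of scaling, pseudocount, filter, array weights, replicate block, edgeR, DESeq2 and leaving out each library, with those of reads per site and test for TRIBE. The testis covariate, DESeq2 with a library left out and the alternatives for marker lists (scaling, block, libraries left out) were chosen after seeing the data. For each result that changed, the cause was not tested, except where fewer libraries or sites entered the fit.

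For *4EHP* RNAi, 0 transcripts were called in either direction with pseudocount 0.1, with either other filter, with edgeR (986 at an unadjusted p under 0.05) and in 5 of the 6 fits without a library. Calls came to 71 induced and 22 reduced with CPM as deposited, 5 and 0 with pseudocount 5, 1121 and 1062 with array weights, 205 and 182 with DESeq2, and 421 and 167 with the testis covariate. Across the 6 fits that each left out one library, calls went from 0 to 458 induced and 0 to 119 reduced, the highest without control replicate 3. With DESeq2 these ranges were 63 to 976 and 76 to 333. For *NELF-E* RNAi, calls were 337 induced with CPM as deposited, 95 reduced without a filter, 2016 and 2526 with array weights, 312 and 887 with DESeq2, and 416 and 312 with the testis covariate. They went from 50 to 1454 and 47 to 1978 with one library left out, and with DESeq2 from 146 to 1749 and 471 to 2566.

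The replicate number as a block gave 0 calls for *4EHP* RNAi, and 313 induced and 709 reduced for *NELF-E* RNAi. The numbers do not pair the libraries, since deviations of same-numbered libraries had correlations of 0.12, 0.01 and −0.17 for *4EHP* RNAi and 0.30, 0.18 and −0.21 for *NELF-E* RNAi. At an unadjusted camera p under 0.05, the salivary gland list passed under the block in both contrasts (medians 1.43 and −0.62), and the heat shock list with *NELF-E* RNAi no longer did (−0.62). No paired analysis was possible because the numbers of the TRIBE columns are not matched to replicates, so the planned block was not run for TRIBE.

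Of the ATF4 target list, 2 to 6 transcripts passed with *4EHP* RNAi adjusted over the list alone with one library left out. Adjusted over all transcripts, 0 to 2 did so, and 1 with CPM as deposited, 5 with array weights, 5 with DESeq2 and 3 with the testis covariate. With *NELF-E* RNAi, 2 to 7 passed over all transcripts with one library left out. Shared reduced transcripts numbered 18 with CPM as deposited, 542 with array weights, 153 with DESeq2 and 0 to 68 with one library left out.

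Signs changed for the following small values. *eIF4EHP* with *4EHP* RNAi was 0.25 with CPM as deposited. The log2 fold change of *crc* with *4EHP* RNAi was 0.49 with CPM as deposited, 0.13 with edgeR, 0.17 with the testis covariate and −0.51 to 0.27 with one library left out. *Nelf-E* with *4EHP* RNAi was 0.53 with CPM as deposited, 0.04 with edgeR and −0.30 to 0.18 with one library left out, and with *NELF-E* RNAi it was 0.60, 0 and −0.28 to 0.03. Its CPM difference with *4EHP* RNAi was −0.691 after scaling and −4.01 to 12.2 with one library left out. Among 464 comparisons of 29 results, each a named transcript in 1 contrast, 398 kept direction and side of the threshold, 12 lost the threshold, 39 gained it and 15 changed sign.

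Median log2 fold changes of marker lists with CPM as deposited were, with *4EHP* RNAi, −1.52 for ATF4 targets, −0.65 for late fat body, 2.00 for salivary gland, 1.61 for testis, 2.22 for muscle, 2.71 for gut, 1.14 for haemocyte, −0.01 for heat shock, 0.72 for RpS and 0.69 for RpL. With *NELF-E* RNAi they were −1.93 for ATF4 targets, 0.07 for late fat body, −0.24 for salivary gland, 1.19 for testis, 1.07 for muscle, −0.50 for gut, 0.32 for haemocyte, 0.07 for heat shock, 0.29 for RpS and 0.29 for RpL. With one library left out and *4EHP* RNAi, medians went from 0.42 to 3.25 for salivary gland, −0.15 to 2.03 for testis, 0.96 to 2.12 for muscle, 1.81 to 3.05 for gut, 0.22 to 1.27 for haemocyte, −1.11 to −0.24 for heat shock, −0.32 to 0.69 for RpS and −0.36 to 0.79 for RpL. With *NELF-E* RNAi they went from −1.11 to −0.22 for late fat body, −2.31 to 0.17 for salivary gland, 0.17 to 0.82 for testis, −0.03 to 0.64 for muscle, −1.94 to −0.32 for gut, −0.90 to 0.11 for haemocyte, −0.79 to −0.51 for heat shock, −0.96 to −0.20 for RpS and −0.97 to −0.14 for RpL.

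For TRIBE, 750 sites were called with Fisher's exact test on pooled reads, 393 with limma on the logit, 29 without sites at a G share of at least 95%, and 0 to 37 with one library left out, 0 being without 4EHP-ADAR library 2. The Fisher test carries no spread between libraries. The likeness of neighbouring sites, a correlation of 0.0112, was 0.000508 at a distance of at least 100 kb and 0.00401 without sites at a G share of at least 95%. The test of neighbouring bases was set before the data were examined and was not run. At a median of 52 to 93 reads per site in a single library, no G reads in that library allow a share of several percent. Pooled over the 4EHP W114A-ADAR libraries the limit is lower, at 1.6% for the *crc* site and 1.11% for the *CG18132* site.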

Differences from the paper's values

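For *4EHP* RNAi, the paper reports 183 reduced transcripts and 218 induced, against 0 and 0 with limma. The DESeq2 Wald test, set before the data were examined and named in the paper's methods, gave 182 and 205. None of the other alternatives set beforehand came within 1.5 times of either value. The nearest was the fit without control replicate 3, with 119 reduced transcripts against the paper's 183 and 458 induced against its 218. With the testis covariate, which was chosen after seeing the values, limma gave 167 reduced transcripts, within 1.5 times, and 421 induced. DESeq2 with a library left out was also chosen after seeing the values, and its reduced count was within 1.5 times without control replicate 1 (153) and without *4EHP* RNAi replicate 1 (141).

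For *NELF-E* RNAi, the paper reports 890 reduced and 312 induced transcripts, against 205 and 167 here. DESeq2 gave 887 and 312. The replicate block (709 and 313) was also within 1.5 times of both. The induced count alone was within 1.5 times with CPM as deposited (337, with 173 reduced) and with a mean of at least 1 CPM (224, with 258 reduced), and the other alternatives set beforehand were not within it for either count. With the testis covariate, chosen after seeing the values, the induced count was 416, within 1.5 times, and the reduced count 312. DESeq2 with a library left out, also chosen after seeing the values, was within 1.5 times for both counts without *lacZ* RNAi replicate 3 (276 and 623), for the induced count without *NELF-E* RNAi replicate 1 (208) and for the reduced count without *NELF-E* RNAi replicate 2 (702).

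The paper gives 83% of the reduced transcripts of *4EHP* RNAi as also reduced with *NELF-E* RNAi, against 0 shared transcripts with limma, which called none. DESeq2 gave 84.5% and CPM as deposited 81.8%, both set before the data were examined. Without control replicate 3 the share was 59.6%, within 1.5 times, and with array weights it was 51.9%. With DESeq2 and without control replicate 3, a fit chosen after seeing the values, it was 67.8%.

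For *Nelf-E*, the paper's source data of Fig. 4e give a mean of 30.76 CPM for control and 25.51 for *4EHP* RNAi, a difference of −5.25. In the deposited columns the mean is 25.51 CPM for control and 30.76 for *4EHP* RNAi, a difference of 5.25. The same 6 values appear in both with the groups exchanged, since all 3 control values of the source data equal the deposited *4EHP* RNAi values. After scaling by the median of ratios, the difference was −0.691, and without control replicate 3 it was −4.01, both of the paper's sign. With another library left out it was 12.2, 7.51, 1.20, 9.21 and 5.33, of the other sign. The paper's Supplementary Data 2 gives log2 fold changes of −3.79 for *Thor*, −2.26 for *aay* and −3.66 for *Gnmt*, which have the signs of the deposited columns.

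Of the paper's Supplementary Data 2 and 6, 1999 of 8480 and 502 of 9362 entries were read here. Log2 fold changes of the named transcripts among them differed from the main limma values by less than the replicate SD. That SD reached 1.78 for *Gnmt* with *4EHP* RNAi. The values of Supplementary Data 2 were smaller in size than those from DESeq2 here, as for *aay* with −2.26 against −3.16. In Supplementary Data 6, *aay* was at −2.708 against −2.71 from DESeq2. The cause of this difference was not tested.

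The paper names *aay*, *Nmdmc* and *Gnmt* among the transcripts reduced with *4EHP* RNAi, and limma gave them adjusted p values of 0.322, 0.174 and 0.415, while DESeq2 and limma with array weights called all 3. *Nmdmc* was also called without control replicate 3 and with the testis covariate, the latter chosen after seeing the values. *Thor* and *path* (limma adjusted p = 0.126 and 0.264) were called with DESeq2, array weights and that covariate, and *Thor* also without control replicate 3 and with CPM as deposited. It names *RpS7* as reduced with *4EHP* RNAi, with an adjusted p of 0.336 from limma, and DESeq2 called it, as did limma with array weights, without control replicate 3 and with the testis covariate. It names *CG6287* as reduced with *NELF-E* RNAi, with an adjusted p of 0.227 from limma, and DESeq2, array weights, the replicate block and the fit without *lacZ* RNAi replicate 1 called it. *RpS12* and *eIF3h*, marked in Fig. 6a, had adjusted p values of 0.146 and 0.144 and were called with DESeq2, with array weights and without *lacZ* RNAi replicate 1, and *RpS12* also with the replicate block. The paper states that no RpL subunit was reduced, after its proteomics results, while DESeq2 called the transcripts of *RpL22*, *RpL28* and *RpL3* reduced with *NELF-E* RNAi and limma called none. The paper describes *Nelf-A* as edited with significance, and its sites were not called by the quasi-binomial model (adjusted p = 0.133). Limma on the empirical logit and Fisher's exact test on pooled reads called the first of them. The PCA of Fig. 2b shows the genotypes apart, while here control replicate 3 alone was apart on PC1 and the genotypes parted on PC2.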

Other observations

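The tests of a few abundant transcripts, of shared correlation, of the lacZ RNAi libraries, and of other splits with DESeq2 and in TRIBE within 1 experiment were set before their results were seen. The marker lists tested with camera and fry were fixed beforehand, and the transcripts of sex were listed after the values were seen. For the other tests in this part, no choice before the results were seen is claimed.

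Control replicate 3 stands apart from the other 5 libraries of its table. Lower depth is argued against, since its 71705185 reads lie within the range of the others. A few abundant transcripts taking most of the counts are argued against, since without the 50 most abundant it had 9070 transcripts above 1 CPM against 11018 to 11223. A swap with a *4EHP* RNAi library is argued against, since its ATF4 targets summed to 4214 CPM, against 2701 and 2694 in the other controls and 791 to 1077 in the *4EHP* RNAi libraries. The paper states that 10 male larvae were used per replicate. Male larvae with little testis tissue are argued against, since roX1, an RNA of male cells, was at 1.116 CPM, against 47.5 to 241 in the other 11 RNA-seq libraries, 84.9 or more where testis transcripts were also low. A candidate explanation is female larvae. The highest of 4 Y chromosome transcripts was at 0.139 CPM, roX2 was at 0.042 CPM, the 16 transcripts of the testis list summed to 49.3 CPM against 2565 to 3706, with *betaTub85D* at 11.2 CPM against 640.2 to 1106, and the yolk protein transcript *Yp3* was at 45.6 CPM against 0.501 to 2.36. How far the fat body itself expresses the testis list was not measured. These values were seen before the explanation was formed, and no genotype of the larvae was measured.

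In the *NELF-E* table, calls rose to 1454 induced and 1978 reduced without *lacZ* RNAi replicate 1. Of the 1454, 68% were among the transcripts at least 8-fold lower in control replicate 3 of the other table, against 24.7% of the transcripts tested. The testis list summed to 579 and 1303 CPM in *lacZ* RNAi replicates 2 and 3, and to 2755 or more in the other 4 libraries. This is consistent with less testis RNA in *lacZ* RNAi replicates 2 and 3, whose cause was not tested. With all 6 libraries, 6 of 167 induced and 1 of 205 reduced transcripts were among those lower in control replicate 3.

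In CPM as deposited, each targeted transcript lay within the range of its controls in every RNAi library. In the *NELF-E* table, *eIF4EHP* followed the testis list (Pearson r = 0.969, exact permutation p = 0.00139, adjusted 0.00556; Spearman rho = 1, p = 0.00278, adjusted 0.0111), with r = 0.721 without the 2 libraries farthest from the median. *Nelf-E* did so with r = 0.91 (exact permutation p = 0.0222, adjusted 0.0444; rho = 0.6, p = 0.242, adjusted 0.484), but r was −0.0488 without the 2 farthest libraries, so that relation rests on them. In the *4EHP* table, r was 0.753 for *eIF4EHP* and 0.768 for *Nelf-E* (exact permutation p = 0.122 and 0.118, both 0.122 adjusted), rho was 0.257 and 0.371, and r was 0.482 and 0.532 without the 2 farthest libraries. These were 4 relations in all, in CPM as deposited. There, *lacZ* RNAi replicates 2 and 3 had scaling factors of 0.499 and 0.729, so transcripts in general were lower in them. A transcript without testis RNA could therefore also follow the list, and other transcripts were not tested for this. After scaling, *eIF4EHP* was at 22.2, 19.4 and 18.6 CPM in *lacZ* RNAi and 21.9, 23.8 and 22.6 in *NELF-E* RNAi. From these transcript levels, testis RNA that carries the targeted transcripts and an inefficient knockdown cannot be told apart for *Nelf-E*, since 6 libraries are too few. The paper also probed NELF-E protein in *NELF-E* RNAi fat bodies by western blot (Fig. 4f, g), which is not analysed here. Reads of *CG43078*, whose exons overlap *Nelf-E* on the opposite strand, and of *Syx1A*, whose exons overlap *eIF4EHP*, were not separated.

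Late larval fat body and ecdysone response transcripts had a median log2 fold change of −1.23 with *4EHP* RNAi (camera adjusted p = 4.56e-07, fry 0.23) and −0.68 with *NELF-E* RNAi (camera 0.0328, fry 0.508). With fry, the unadjusted p was 0.0691 and 0.203. An earlier stage of the RNAi larvae cannot be told apart from an effect of the knockdowns, since either could lower late larval transcripts. The paper reports a developmental delay with each knockdown, and the camera calls here fail under fry. With CPM as deposited, the median of all transcripts was 0.68 with *4EHP* RNAi and 0.65 with *NELF-E* RNAi. The late fat body median with *NELF-E* RNAi was 0.07 there, still below that of all transcripts, and camera passed (adjusted p = 0.0104). Other lists had medians with *4EHP* RNAi and *NELF-E* RNAi of 1.43 and −0.62 for salivary gland, 1.10 and 0.45 for testis, 1.80 and 0.47 for muscle, 2.17 and −1.05 for gut, 0.57 and −0.42 for haemocyte, and −0.59 and −0.62 for heat shock, where CPM as deposited gave 0.32 for haemocyte with *NELF-E* RNAi and −0.01 and 0.07 for heat shock. With camera, testis passed in both contrasts (adjusted p = 0.0328 and 0.01), muscle (0.0058) and heat shock (0.0146) passed with *4EHP* RNAi, and RpS (0.0265) and RpL (0.0328) with *NELF-E* RNAi. With CPM as deposited, testis no longer passed (camera adjusted p = 0.565 and 0.235), nor did RpS (0.416) and RpL (0.651) with *NELF-E* RNAi. Muscle (0.0117) and heat shock (0.00648) still passed there with *4EHP* RNAi. Without control replicate 3, testis did not pass with *4EHP* RNAi (0.16). Of all lists, only the ATF4 targets with *NELF-E* RNAi also passed under fry after adjustment. The study picked some of these targets from the same libraries.

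Other splits of the 6 libraries were tested for each model. With limma, 10 of the 10 splits gave as many transcripts as *4EHP* RNAi, which had 0. With DESeq2, 1 of 10 did (387 transcripts, against at most 50 in another split). For *NELF-E* RNAi, 1 of 10 splits gave as many with limma (372) and 1 of 10 with DESeq2 (1199, at most 368 in another). For the TRIBE sites, 1 of 10 gave as many (65), but the authors kept the listed sites after comparing these groups, so the real split is favoured and this count is not evidence. With 3 libraries against 3, this share cannot go below 0.1.

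The correlation of 0.756 between the log2 fold changes of both tables was reached by 16 of the 100 pairs of splits, whose median size was 0.552 and whose largest other was 0.842. This is consistent with a correlation that arises from variation shared by both sets of libraries, such as their testis RNA, whichever way they are split. The 283 transcripts that DESeq2 called in one direction in both tables were reached by 1 of the 100 pairs, the real one. The largest count in any other pair was 27. Other splits of the *4EHP* table gave at most 50 calls, so pairs with them could not reach 283 and test nothing. Other splits of the *NELF-E* table gave at most 368, so pairs of them with the real *4EHP* split were not limited in this way. With 10 splits of that table, such pairs are too few to decide whether the tables share changes.

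Some sites had no or few A reads left in the 4EHP-ADAR libraries. A G share of at least 95% in every 4EHP-ADAR library was found at 38 of the 100 highest scores and 568 of the other 91402 sites. The score is computed from the reads of these same libraries and a high score needs a high share in 4EHP-ADAR, so this contrast follows from the score and is not evidence. Of these sites, 371 had enough reads, and their median G share in 4EHP W114A-ADAR was 92.3%. A strain variant against the reference is a candidate explanation. Of these sites in coding sequence, 76.8% lay at the third base of a codon, against 21.3% of sites with a G share of at most 5%. Sites with a share between 5% and 50% also lay there at 68.4%, so this test does not separate variants from editing. Linked variants along the chromosome are a further candidate, since the G share difference of such a site had a correlation of 0.466 with that of the next one in another gene at least 10 kb away, and 0.428 at 100 kb, where no shuffle of 1000 reached as much (permutation p = 0.001, the smallest they can give). Over all tested sites this correlation was 0.0112 (permutation p = 0.009). Both *Nelf-E* sites are among these sites.

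Among tested sites, those with a G share of at least 20% in every 4EHP-ADAR library and no G reads in 4EHP W114A-ADAR numbered 11, 8 on 2L between 568867 and 2046434 and 3 on 3R between 23932562 and 25049353. Of their 55 pairs, 31 lay within 2 Mb, against at most 8 in 1000 random draws of sites (permutation p = 0.001, the smallest they can give). This is consistent with linked variants that differ between the 4EHP-ADAR and 4EHP W114A-ADAR flies, and *CG18132* and *capt* are among the 11. Editing that falls on neighbouring genes was not tested, and no genomic DNA of these flies is analysed here.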
